# Transcriptomics reveal a unique phago-mixotrophic response to low nutrient concentrations in the prasinophyte *Pterosperma cristatum*

**DOI:** 10.1093/ismeco/ycae083

**Published:** 2024-06-14

**Authors:** Sophie Charvet, Nicholas A Bock, Eunsoo Kim, Solange Duhamel

**Keywords:** phagotrophy, mixoplankton, bacterivory, prasinophyte, gene expression

## Abstract

Constitutive mixoplankton—plastid–bearing microbial eukaryotes capable of both phototrophy and phagotrophy—are ubiquitous in marine ecosystems and facilitate carbon transfer to higher trophic levels within aquatic food webs, which supports enhanced sinking carbon flux. However, the regulation of the relative contribution of photosynthesis and prey consumption remains poorly characterized. We investigated the transcriptional dynamics behind this phenotypic plasticity in the prasinophyte green alga *Pterosperma cristatum.* Based on what is known of other mixoplankton species that cannot grow without photosynthesis (obligate phototrophs), we hypothesized that *P. cristatum* uses phagotrophy to circumvent the restrictions imposed on photosynthesis by nutrient depletion, to obtain nutrients from ingested prey, and to maintain photosynthetic carbon fixation. We observed an increase in feeding as a response to nutrient depletion, coinciding with an upregulation of expression for genes involved in essential steps of phagocytosis including prey recognition, adhesion and engulfment, transport and maturation of food vacuoles, and digestion. Unexpectedly, genes involved in the photosynthetic electron transfer chain, pigment biosynthesis, and carbon fixation were downregulated as feeding increased, implying an abatement of photosynthesis. Contrary to our original hypothesis, our results therefore suggest that depletion of inorganic nutrients triggered an alteration of trophic behavior from photosynthesis to phagotrophy in *P. cristatum*. While this behavior distinguishes *P. cristatum* from other groups of constitutive mixoplankton, its physiological response aligns with recent discoveries from natural microbial communities. These findings indicate that mixoplankton communities in nutrient-limited oceans can regulate photosynthesis against bacterivory based on nutrient availability.

## Introduction

Mixoplankton constitute a paraphyletic assemblage of microbial eukaryotes capable of autotrophic (photosynthesis) and heterotrophic (phagotrophy, i.e. prey ingestion) nutrition [1]. With their widespread contribution to pigmented plankton communities, mixoplankton can play a significant role in marine ecosystems by fulfilling important yet underexplored ecological functions [2, 3]. For example, small-sized (2–10 μm) mixoplankton can contribute to a large fraction of bacterivory in the open ocean [4–6], implying that their absence from conceptual and biogeochemical models might lead to a mischaracterization of nutrient and carbon cycling processes [7].

Constitutive mixoplankton possess genes for both photosynthesis and phagotrophy [8]. However, while both are conserved cellular processes, the extent to which the two nutritional modes are utilized varies across different algal groups [9, 10]. Some taxa are primarily phagotrophic, using photosynthesis during periods of limited prey availability, as observed in the chrysophyte *Poterioochromonas malhamensis* [11]. In contrast, other taxa found among the prasinophytes and haptophytes are primarily photosynthetic, using phagotrophy to supplement a dietary need [12, 13]. Within this latter category, further distinctions exist between mixoplankton relying on phagotrophy for the acquisition of different resources. For instance, mixoplankton such as the haptophyte *Prymnesium parvum* [13] or the dinoflagellate *Ceratium furca* [14] obtain nutrients through phagotrophy, whereas the prasinophytes *Nephroselmis* spp. also seem to obtain vitamins from their prey [12]. While taxa such as *P. malhamensis* and *Ochromonas danica* derive carbon and/or energy from predation [11, 15], their relative *Ochromonas* sp. BG-1 can acquire both nutrients and carbon from preys [16]. In addition, some taxa, such as the dinoflagellate *Prorocentrum minimum* [17] and small marine flagellates [18], can temporarily adjust the relative contribution of each trophic mode depending on environmental conditions.

As an inducible trait, phagotrophy represents a phenotypic plasticity allowing the use of an intermittently available source of limiting elements [17] while reducing the energetic costs of maintaining two trophic modes [19]. The differential contribution of photosynthesis and phagotrophy to cellular metabolism likely depends on the availability of a growth-limiting resource, whose depletion triggers the expression of genes involved in the synthesis and activity of the cellular machinery for the alternate trophic mode. To better decipher the cellular processes involved in this shift in trophic mode, a growing number of studies have evaluated the drivers of phagocytosis in mixoplankton using comparative transcriptomics. Investigations carried out on two species of the chrysophyte genus *Ochromonas* have shown that light and prey availability have different effects on gene expression in primarily heterotrophic compared with primarily phototrophic constitutive mixoplankton [20–22]. For the primarily heterotrophic *Ochromonas* BG-1, the combined availability of light and prey led to the downregulation of photosynthesis-related genes. The same conditions stimulated upregulation of genes involved in photosynthetic processes as well as phagotrophy for the primarily phototrophic *Ochromonas* CCMP1393 [22]. These results suggest a light-dependent coupling between bacterivory and photosynthesis in primarily phototrophic mixoplankton. However, as most primarily phototrophic mixoplankton are obligate phototrophs unable to grow in the absence of light, limiting our explorations to light availability likely leads to overlooking more subtle alterations in trophic behavior that nonetheless affect carbon fixation in marine and freshwater environments.

Prasinophytes, basal members of the Chlorophyta [23], are ubiquitous in the global oceans [24–26] and some possess the capacity to ingest bacteria [12, 27–30]. In particular, members of the Pyramimonadales, such as *Cymbomonas*, *Pyramimonas*, and *Pterosperma*, were found to be bacterivorous when investigated in the laboratory [27, 28, 30] or in the field [31], which concurs with predictions from gene-based trophic models [28, 32]. Interestingly, these prasinophytes present greater bacterivory when grown under nutrient limitation [12, 28, 30, 33], a key parameter affecting the distribution of small-sized mixoplankton throughout the global ocean [34]. However, our understanding of how nutrient conditions influence the interplay between photosynthetic and phagotrophic mechanisms in bacterivorous prasinophytes remains limited. A study of *M. polaris* and *P. tychotreta* reported notable differences in their bacterivorous and transcriptional responses to nutrient depletion [33]. Still, a more recent study disputes the capacity of *M. polaris* to feed on bacteria [35]. Such discrepancies in observations within species and differences in bacterivorous activities between species underscore the necessity for further investigations into various prasinophyte lineages before we can establish a conceptual model that accurately represents all of their predatory behaviors.

To address this gap in knowledge, we compared feeding rates and gene expression in *Pterosperma cristatum* cultures exposed to different nutrient availability. *Pterosperma cristatum* NIES626 was originally collected from Seto Inland Sea, Kagawa, Japan, but this *Pterosperma* genus is globally distributed throughout the oceans [24, 36–38]. Recently identified as a mixoplankton [28], *P. cristatum* is, like most prasinophyte mixotrophs [12, 28], an obligate phototroph given its incapacity to grow under light limitation. In other obligate phototroph taxa, such as the haptophyte *P. parvum* and the dinoflagellate *Prorocentrum shikokuense,* phagotrophy provides nitrogen while cells continue photosynthetic carbon fixation for growth, as evidenced by inorganic carbon fixation measurements [13] and gene expression for this pathway [39]. Simulation models have also provided evidence that constitutive mixoplankton tend to use prey-derived resources to support photosynthetic carbon fixation instead of replacing it [40]. Hence, we hypothesized that in *P. cristatum* phagotrophy is (i) an inducible trait triggered by inorganic nutrient depletion, utilized to obtain (ii) an alternative source of nutrients to allow the cell to continue photosynthetic carbon fixation for growth. If true, we would expect that under nutrient depletion, photosynthesis-related genes would not be differentially expressed (DE) while genes related to phagotrophy would be upregulated. To test this, we examined the feeding behavior of *P. cristatum* grown in nutrient replete, nutrient reduced and nutrient depleted conditions and used comparative transcriptomics to investigate how nutrient availability affects *P. cristatum* metabolism, especially the shift between phagotrophy and phototrophy.

## Materials and methods

### Global distribution of *P. cristatum*

The distribution of *P. cristatum* was determined using MicroMap, an on-line visualization tool that uses 18S rDNA datasets to create global maps of taxon abundances [41]. The partial sequence of the 18S rDNA gene from *P. cristatum* (AB017127.3) was used as a query against the Malaspina 2010 18S-based OTUs database, with a 97% identity cutoff and an e-value threshold of 1e-10.

### Nutrient availability experiments

A uniprotistan (but xenic) culture strain of *P. cristatum* NIES626 was obtained from the Microbial Culture Collection at the National Institute for Environmental Studies (Tsukuba, Japan). The culture was maintained in f/2 medium [42] prepared with artificial seawater (made to 33 psu with Instant Ocean® Sea Salt). These pre-cultures were used to inoculate 5 replicate flasks of nutrient-replete f/2 medium and 5 replicate flasks of 10-times diluted f/2 medium (hereafter f/2 and f/20, respectively) for an initial density of 1.8 × 10^5^ cells/mL. For 18 days, the cultures were sampled every 4–5 days to determine cell abundance and feeding frequency. To evaluate the effect of nutrient availability on the metabolism of *P. cristatum*, we compared the transcriptomes of *P. cristatum* under three distinct physiological states at different nutrient availability. We identified time points where feeding frequency was increasing in the f/20 cultures compared to f/2 (Day 11) and/or was significantly different in f/20 cultures compared to the other days (Day 16) to collect RNA from all replicates of each physiological state. More detailed information on RNA sample processing can be found in Supplementary Materials.

### Bacterivory measurements

Bacterivory was evaluated by observing the ingestion of fluorescently labeled bacteria (FLB) by algal cells over 50 minutes, in 0.5 mL aliquots taken from the nutrient availability experiment growth flasks. FLB were prepared by labeling cultures of *Pelagibaca bermudensis* HTCC2601 with CellTracker Green CMFDA (Thermo Fisher Scientific, Waltham, MA), according to Bock et al. ([28]; see Supplementary materials). Supernatant from the final wash step was filtered on 0.2-μm-pore filters and saved for use as a negative control (called unfed control). To determine feeding frequencies, a Guava EasyCyte Mini Cytometer (Millipore) and its custom software guavaSoft were used to evaluate the proportion of algal cells that increased in green fluorescence following inoculation with FLB. To minimize variability in FLB encounter rates, FLB were added at a fixed proportion of 20% of the total bacterial density [43], measured by labeling a subsample with SYBR Green I (Lonza) and counting with flow cytometry. The feeding threshold was defined as the maximal green fluorescence of algal cells immediately following inoculation. The number of cells exceeding the feeding threshold was then determined at 10-minute intervals up to 50 minutes. To account for differences in the number of algal cells between replicates and treatments, the number of cells exceeding feeding thresholds was then normalized to the total number of algal cells for each time point as per_fed_. To account for any change in fluorescence due to the uptake of activated dye in the FLB matrix, unfed controls consisted in separate aliquots of f/20 cultures inoculated with a volume of FLB supernatant equal to the volume of FLB cell suspension added to f/20 cultures. Feeding frequency in these unfed controls was 0.01% min^−1^ ± 0.09. Multiple regressions comparing percentage of algal cells (per_fed_) to the time since inoculation with FLB for each treatment (per_fed_ = time ^*^ treatment) explained 97% of variability in per_fed_ (F-test; F-score = 470, df = 68, *P* < 2 × 10^−16^). More detailed information on statistics can be found in Supplementary materials.

### Dissolved inorganic nutrients

Dissolved nitrate and nitrite (NOx) and phosphate concentrations were determined by collecting 10 ml samples on Day 0 and Day 11 of experimental growth, for both f/2 and f/20 treatments, and additionally at Day 16 for the f/20 treatment. The volume was filtered through acid-washed, pre-combusted GF/F filters (MilliporeSigma) to collect the filtrate and stored at −20°C until analysis on an AutoAnalyzer AA3 HR (Software version 6.10; SEAL Analytical, Mequon, WI), as specified by the manufacturer, using multitest MT19 methods G-297-03 Rev 4 for phosphates and G-172-96 Rev 16 for nitrate.

### Transcriptome analysis

The total *P. cristatum* RNA extracts collected from three different nutrient conditions were sent to GeneWiz for the library preparations and sequencing on the Illumina HiSeq 4000 platform. The resulting reads were used to de novo assemble the algal transcriptomes (Supplementary materials Table S1) and to conduct differential gene expression analyses. For the latter, transcript counts were imported into R [44] using the tximport package [45], for subsequent differential gene expression analysis between the three experimental treatments, with DESeq2 [46] using the apeglm package for LFC shrinkage [47]. Genes were qualified as DE when the log-fold change compared to the Replete reference was >|0.1| and the adjusted *P*-value < .005. Additional details on transcriptome assembly and differential gene expression analyses are provided in Supplementary materials.

### Probing the gene-based predictive model

To identify *P. cristatum* genes that correspond to the 474 proteins identified by Burns et al. [32] as predictive of a phagocytotic capacity, a hidden Markov model search was performed as per the author’s instructions on github (burnsajohn/predictTrophicMode). The top 75% of expressed genes were then selected and annotated with the KEGG ontology, as described in Supplementary materials.

## Results

### Distribution of *P. cristatum*

*Pterosperma cristatum* was identified from surface waters sampled during the Malaspina 2010 expedition [48], which collected samples from globally distributed tropical and subtropical stations (Supplementary materials Fig. S1). 18S rDNA amplicon sequence variants related to *P. cristatum* (>97% identity) were detected in surface waters at 116 out of the 289 stations. These variants represented an average of 0.026% (ranging from 0.001 to 0.381%) of the total 18S rDNA amplicon sequences at these stations.

### Growth and feeding response to nutrient depletion

Cell abundances were not significantly different between treatments during the first 4 days of growth. At days 9 and 11 abundances were significantly higher in f/20 cultures than in f/2, and then at day 18, cell abundances in f/20 dropped significantly below those in f/2 (*P*-values < .05; Fig. 1A). Bacterial growth in all culture flasks (Supplementary materials Fig. S2) indicated that *P. cristatum* cells were never prey-limited. Feeding experiments showed a low baseline feeding frequency in cultures grown in f/2. The f/20 cultures tended to have higher feeding frequencies compared to the f/2 treatment, starting at day 8 (Fig. 1B). The proportion of feeding algae in the f/20 treatment was higher at days 8 and 11 (13%) compared to the f/2 replete reference (6%) and the unfed control (0%), although the feeding frequencies were not significantly different (Fig. 1B, Supplementary materials Table S2). By day 16 in f/20, however, when the proportions of feeding cells reached 60%, feeding frequencies were significantly greater than in the unfed control, and the f/2 and f/20 treatments on day 11 (Fig. 1B, Supplementary materials Table S2).Fig. Nutrients were analyzed to confirm the effects of dilutions and growth on nitrate and phosphate availability. Nitrate and phosphate concentrations at day 0 were about 10 times lower in the f/20 treatments than in the f/2 treatments (Fig. 1C, D). After 11 days of growth, nutrient concentrations remained high in the f/2 treatments while in f/20 over 90% of both nitrate and phosphate had been removed. At day 16, the cultures in f/20 treatments displayed nitrate concentrations at or below detection limits (except for one replicate with 11 μM) and phosphate concentrations were the same as on day 11. Therefore, the f/20 cultures grown beyond day 11 were considered nutrient depleted.

**Figure 1:**
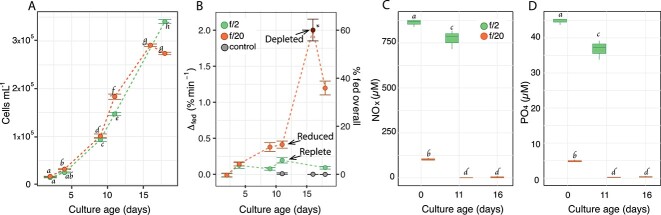
Physiological properties of *P. cristatum* cultures and nutrient concentrations. Cell abundance (*n* = 5; A) and feeding frequency (Δfed; *n* = 5; B), NOx concentrations (NOx; *n* = 3; C), and phosphate concentrations (PO4; *n* = 3; D) of *P. cristatum* in f/2 and f/20 medium over time. Error bars represent the standard deviation; italic letters indicate significant differences according to a two-way ANOVA followed by a Tuckey’s test (*P-adj* < .05); “control”, unfed control for the feeding frequency; “Replete,” nutrient replete reference; “Reduced,” nutrient reduced; “Depleted,” nutrient depleted, and arrows indicate the samples from which RNA was collected.

### *P. cristatum* transcriptome and comparative analyses

RNA was collected from each experimental replicate (*n* = 5) at day 11 from f/2 cultures (Replete reference; hereafter Replete) and f/20 cultures (nutrient Reduced condition; hereafter Reduced), and at day 16 from f/20 cultures (nutrient depleted condition; hereafter Depleted), respectively. 

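The RNA of these 3 states is described here by 15 libraries, 5 from Replete (day 11, f/2), 5 from Reduced (day 11, f/20) and 5 from Depleted (day 16, f/20). The authors assembled the reads of polyA-selected RNA de novo and deposited, for each library, the reads that Salmon estimated for each of 72305 transcripts. The estimated reads per library ran over 13837281 to 18526025 (median 15404552) in Replete, 13990631 to 19877533 (median 15594535) in Reduced and 14572149 to 21192008 (median 17243076) in Depleted. They were rounded to whole numbers, scaled by edgeR's TMM factors and compared between conditions by edgeR's quasi-likelihood test in a single fit of all 15 libraries, over the 33684 transcripts that passed the low-count filter. A transcript is called up or down here where its adjusted p was under 0.005 and its absolute log2 fold change above 0.1, the thresholds the paper gives for its own test. Mean normalized counts are given ± SD over n = 5 libraries, and gene symbols are those of the paper's Tables S3 to S6. Depleted differs from Replete in both day and medium. Reduced and Depleted both come from f/20 cultures. The paper describes 5 replicate flasks of f/20. By the volumes that it gives for a flask and for an RNA sample, a single flask held too little for samples on both days. Whether Reduced and Depleted libraries come from the same cultures is therefore not settled, and the libraries were treated as independent.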

The Replete (f/2) had relatively high nutrient concentrations and negligible feeding frequencies. The Reduced had low nutrient concentrations but growth rate was similar to the Replete, and feeding frequencies were higher. The Depleted had undetectable nutrient concentrations and high feeding frequencies, with maintained *P. cristatum* growth.

The three physiological states of *P. cristatum*, corresponding to the Replete, Reduced and Depleted nutrient conditions, provided distinct transcriptomes (Supplementary materials Fig. S3). For an assembly of 72 305 transcripts total, 52 608 (72.7%) were predicted to bear protein-coding genes (Supplementary materials Table S2), of which 10 543 were annotated with the KEGG database. 7973.8 (±574.5) were found in the Replete, 8018.2 (±586) in the Reduced and 7608.4 (±777.3) in the Depleted conditions, with a total of 5031 genes shared by all three transcriptomes. 

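The transcript profiles of the 3 conditions lay in order, from Replete through Reduced to Depleted. In a principal component analysis of the Spearman correlations between the 15 libraries, over the 33684 tested transcripts, PC1 held 83.4% of the variance, PC2 13.2% and PC3 1.35%. The Replete libraries lay at -0.305 to -0.247 on PC1, the Depleted libraries at 0.256 to 0.297, and Reduced replicates 1, 2, 4 and 5 between them at 0.00526 to 0.115. Reduced replicate 3 lay at -0.175, between Replete and the other Reduced libraries. Its mean Spearman correlation was 0.932 with the Replete libraries, 0.902 with the other Reduced libraries and 0.836 with Depleted. On log2 CPM values PC1 held 51.5% of the variance and PC2 18.9%.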

A principal component analysis of the three transcriptomes showed that most of the variability (PC1, 93%) existed between the Replete and the two nutrient-restricted conditions (Reduced and Depleted), except for one replicate of Reduced (Supplementary materials Fig. S3). This odd replicate was nonetheless retained for further analyses as its removal did not alter the results.

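Reduced replicate 3 lay between Replete and the other Reduced libraries in its median over changed transcripts, though not in each gene. The nitrate transporter NRT stood at 2432 normalized counts in this library, against a mean of 20.8 in the other 4 Reduced libraries, and the lycopene cyclase lcyB at 1324 against 216. Among genes that rose, the cysteate lyase cuyA stood at 83.6 normalized counts against 3935, the myosin light chain kinase MYLK at 49.2 against 759, and the cathepsin CTSF at 464 against 1083. NOTUM g3634_i2, which also rose, stood beyond the others, at 25277 against 13288. Over 7171 transcripts called between Replete and the other 4 Reduced libraries, its median position on the log2 scale was 0.356, where 0 is the Replete mean and 1 the mean of those 4 libraries. The median position was 0.474 and 0.360 for 74 risen and 52 fallen members of the phagotrophy list (Table S3), 0.322 and 0.181 for 18 risen and 103 fallen members of the photosynthesis list (Table S4), and 0.318 and 0.304 for 13 risen and 29 fallen members of the central carbon list (Table S5). With this library left out, 7239 transcripts were called in Reduced (3743 up and 3496 down), against 4804 with it. Without it the calls in Depleted against Replete numbered 5566 up and 5584 down, and those in Depleted against Reduced 2382 up and 3127 down.

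**Figure D1:**
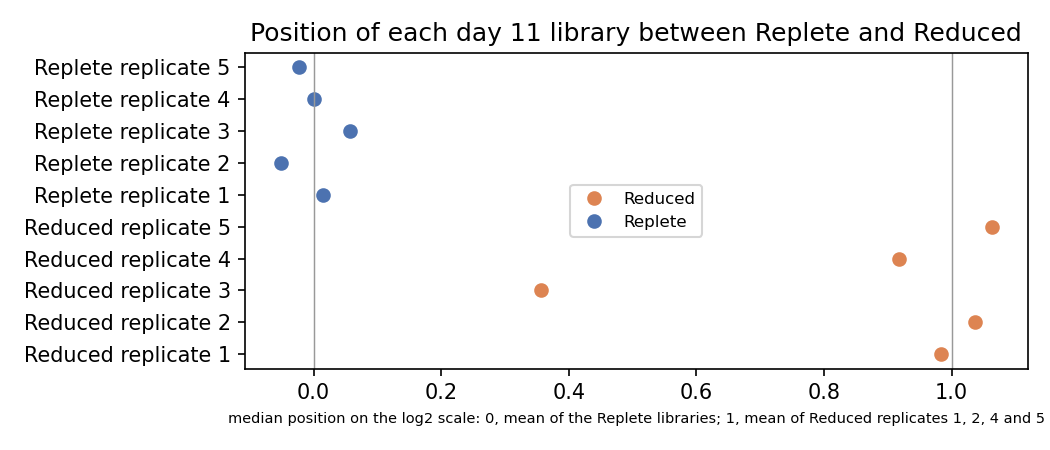
Median position of each Replete and Reduced library over 7171 transcripts, on a log2 scale where 0 is the mean of the Replete libraries and 1 the mean of Reduced replicates 1, 2, 4 and 5. Reduced replicate 3 lies at 0.356, the Replete libraries at -0.0514 to 0.0576 and the other Reduced libraries at 0.917 to 1.06.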

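Many transcripts were higher or lower than in Replete, and more of them in Depleted than in Reduced. Against Replete, 2855 transcripts rose and 1949 fell in Reduced, and 5133 rose and 5099 fell in Depleted, by edgeR's quasi-likelihood test. Rises made up 59.4% of the calls in Reduced and 50.2% of those in Depleted, or 75.6% and 78.7% when the libraries were scaled by total counts only. That scaling shifts the median log2 fold change of all tested transcripts to 0.19 in Reduced, 0.45 in Depleted and 0.25 in Depleted against Reduced, and directions here are relative to the TMM scaling. In Reduced the share of rises was 50.0% by limma-voom and 54.2% by the DESeq2 Wald test. When 1 library at a time was left out, that share ran from 51.7% without Reduced replicate 3 to 67.9% without Reduced replicate 4. Changes of more than 2-fold numbered 1893 up and 1242 down in Reduced and 3249 up and 3403 down in Depleted. Those of more than 16-fold numbered 278 and 82, and 512 and 806. The median log2 fold change of the transcripts that rose was 1.33 in Reduced and 1.26 in Depleted, and of those that fell -1.22 and -1.48. In 3722 of the 4804 calls in Reduced and 9625 of the 10232 in Depleted the groups of 5 libraries did not overlap, as in 15.9% and 36.6% of all tested transcripts, where chance gives 0.794%. The fall count in Reduced depended on single libraries, from 1024 without Reduced replicate 1 to 3496 without Reduced replicate 3, while its rises ran from 2049 to 3743. With only the 2 groups compared in the fit, Reduced had 1463 rises and 745 falls, and Depleted 5284 and 5552. Calls in Reduced thus depended also on which libraries shared the fit.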

Differential expression analysis revealed that cultures in the Depleted condition had a stronger upregulation response for a greater number of genes than the Reduced condition (Table 1). More specifically, in Reduced transcriptomes 10.3% of genes were significantly DE (5.4% upregulated and 4.9% downregulated) compared to Replete transcriptomes (Table 1, Supplementary materials Fig. S4A). 

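Among the largest changes in Reduced were rises of the deacylase NOTUM and a fall of the chaperone DNAJA2. NOTUM, which removes palmitoleate from proteins, had its largest rise in transcript g3634_i4, with 190.3 ± 59.5 in Replete, 28242 ± 12884 in Reduced and 14320.0 ± 547 in Depleted (mean normalized counts ± SD, n = 5 each), a log2 fold change 7.22, SE 0.32, adjusted p = 2.2e-10 in Reduced and 6.24, SE 0.30, adjusted p = 2.6e-10 in Depleted, by edgeR's quasi-likelihood test. NOTUM g3634_i2 and g3634_i4 are isoforms of one assembled gene, which may share reads. Of 7 tested NOTUM transcripts, 5 rose, 0 fell and 2 did not pass in Reduced and 5 rose, 0 fell and 2 did not pass in Depleted (5 up and 1 down and 5 up and 0 down when adjusted over the list alone). The counts of 0 down stand beside 1 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 1 by limma-voom in Reduced, and 1 at an unadjusted p under 0.05, 0 by the DESeq2 Wald test and 1 by limma-voom in Depleted. DNAJA2, a chaperone of the DnaJ family, fell from 20862 ± 15168 to 571 ± 250.4 in Reduced and 186 ± 22.0 in Depleted (-5.19, SE 0.60, adjusted p = 2.2e-05, and -6.81, SE 0.65, adjusted p = 5.3e-07). SARDH, which oxidises sarcosine, rose from 2.02 ± 1.37 to 546 ± 340.1 and 456 ± 129.9 (8.05, SE 1.004, adjusted p = 4.0e-05, and 7.79, SE 1.005, adjusted p = 1.2e-05). The maleate isomerase nicE, the kaurenoic acid oxidase KAO and the NLR family member NLRC3 rose in Reduced by 4.67, 4.19 and 3.14 on the log2 scale, with adjusted p = 6.4e-06, 2.4e-05 and 5.6e-06 from the same test, and in Depleted by 5.12, 3.69 and 3.29 (adjusted p = 4.3e-07, 1.4e-05 and 5.9e-07). KAO and MYLK are annotated on isoforms of one assembled gene, which may share reads. Among the largest falls, the sulfhydrylase MET17, the sterol transporter NPC1 and the pyrimidine-degrading DPYD fell in Reduced, with log2 fold changes of -4.78, -3.52 and -3.27 (adjusted p = 1.8e-04, 0.0022 and 4.0e-04). In Depleted their log2 fold changes were -0.57, -0.13 and 0.55 (adjusted p = 0.41, 0.88 and 0.36). All 3 were higher in Depleted than in Reduced, by 4.21, 3.39 and 3.82 (adjusted p = 3.5e-04, 0.00256 and 7.9e-05). PIGT, a subunit of the GPI transamidase, and thrA, an aspartokinase and homoserine dehydrogenase, changed by log2 fold changes of -3.80 and -3.74 in Reduced (adjusted p = 8.6e-04 and 0.00116) and -2.67 and -6.14 in Depleted (adjusted p = 0.00262 and 2.8e-05). NPC1 lost its Reduced call in 5 of the 15 fits that leave out 1 library. NPC1 lost its Depleted against Reduced call in 7 of these fits. PIGT lost its Depleted call in 9 of these fits. For the NOTUM group, counts ran from 0 (14 of the 15 fits) to 1 (without Reduced replicate 3) down in Reduced and 0 (14 of the 15 fits) to 1 (without Reduced replicate 3) down in Depleted when 1 library at a time was left out.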

In Depleted, 20.4% of genes were significantly DE compared to Replete (9.4% upregulated and 11% downregulated) (Table 1, Supplementary materials Fig. S4B). 

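Among the largest changes in Depleted, the peroxiredoxin PRDX6, which reduces peroxides, moved in both directions by transcript. PRDX6 g9794_i0 had mean normalized counts of 17.1 ± 5.37 in Replete, 515 ± 416 in Reduced and 3817 ± 795 in Depleted (n = 5 each), with log2 fold changes of 4.93, SE 0.73, adjusted p = 1.6e-04 in Reduced and 7.81, SE 0.80, adjusted p = 1.1e-06 in Depleted from edgeR's quasi-likelihood test. PRDX6 g18564_i0 went the other way, from 324 ± 42.4 in Replete to 44.8 ± 78.3 in Reduced and 0.270 ± 0.603 in Depleted. It held 1360 reads over the Replete libraries and 2 over the Depleted libraries, a ratio of 989 (95% counting interval 273 to 8173), adjusted p = 3.8e-05, and in Reduced its log2 fold change was -2.92 (adjusted p = 0.011). The 10 largest rises among named transcripts in Depleted also held 4 GAPDH transcripts, the clathrin heavy chain CLTC, the phosphoserine aminotransferase serC, the glutamate synthase GLT1, SARDH and the purine permease pbuG. The 10 largest falls held the Calvin cycle gene SBP, the starch synthase glgA, NRT and nirA of nitrate assimilation, a pair of hemE transcripts, MGD, fabF and yejB. yejB carries the name of a bacterial microcin C transporter subunit, and fell from 1296 ± 796 to 55.9 ± 112 and 3.42 ± 1.49 (-4.59, SE 0.97, adjusted p = 0.00224 in Reduced and -8.49, SE 1.26, adjusted p = 4.7e-05 in Depleted). Transcripts without a name in Tables S3 to S6 also had a group at 0 reads. In g796_i0 and g2527_i1 all Replete libraries were at 0 reads, and the mean normalized counts were 411 ± 187 and 368 ± 102 in Depleted, at least 557-fold and at least 500.0-fold higher against a floor of 3 counts over the group (adjusted p = 5.6e-05 and 6.7e-07). In g20436_i0 and g16365_i0 all Depleted libraries were at 0 against 3053 ± 1473 and 1452 ± 169 in Replete, at least 6005-fold and at least 2856-fold lower (adjusted p = 5.9e-06 and 2.2e-05). PRDX6 (g18564_i0) (log2 fold change -5.17, adjusted p = 1.2e-06) passed in Reduced without Reduced replicate 3. yejB did not pass in Reduced without Reduced replicate 4 (-4.37, adjusted p = 0.00789) or without Reduced replicate 5 (-4.25, adjusted p = 0.00538).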

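From Reduced to Depleted, 1917 transcripts rose and 2962 fell, 1199 and 2160 of them by more than 2-fold, by edgeR's quasi-likelihood test. Rises made up 39.3% of these calls, or 67.5% when the libraries were scaled by total counts only. The median log2 fold change was 1.28 over the transcripts that rose and -1.58 over those that fell, and in 4627 of the 4879 calls the groups of 5 libraries did not overlap. The largest named rises were 4 transcripts of the glycolytic GAPDH and the glutamate synthase GLT1. Of these, GAPDH g12516_i0, g12516_i1 and g12516_i3 are isoforms of one assembled gene. The largest named falls were in SBP and PGK of the Calvin cycle, the antenna gene LHCA2, hemE of chlorophyll synthesis and GPD1. GPD1, the NAD-dependent glycerol-3-phosphate dehydrogenase, held 302 ± 24.6 in Replete, 202 ± 76.8 in Reduced and 0.903 ± 1.10 in Depleted (mean normalized counts ± SD, n = 5 each), a log2 fold change -7.50, SE 0.44, adjusted p = 3.7e-09 in Depleted against Reduced and -8.08, SE 0.43, adjusted p = 7.4e-10 against Replete. In Reduced against Replete it was -0.59, adjusted p = 0.0865. The 5 libraries of one group and the 5 of the other did not overlap in each of these calls. For the largest named changes this was a condition of entry.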

Between the Depleted and Reduced treatments, 11.1% of the genes were significantly DE (Table 1, Supplementary materials Fig. S4C). 

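Transcripts called in both comparisons with Replete mostly changed in the same direction. Of 5133 rises in Depleted 2116 were also called up in Reduced, and of 5099 falls 1257 were also called down. Among the calls in both comparisons 94 went in opposite directions, and independent calls would share 435 rises and 295 falls. Across the 33684 tested transcripts the log2 fold changes of the 2 comparisons had a Pearson r of 0.680 and a covariance of 1.19, and 74.9% had the same sign. Transcripts are not independent replicates, and both comparisons use the same 5 Replete libraries, which alone gives a correlation. In simulated data with no change between conditions, the shared Replete libraries gave a mean r of 0.507 with a covariance of 0.0814. With the Replete libraries split into 2 for one comparison and 3 for the other, a mean of 863 transcripts rose in both and 379 fell in both over 20 such runs, with 32.3 opposite, a mean r of 0.586 and a covariance of 1.16. Independent calls would share 127 and 83.0 there. Without Reduced replicate 3 in the fit with all Replete libraries, 2683 rose in both and 2423 fell in both, and without Reduced replicate 1 the shared falls numbered 675.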

To simultaneously visualize the differential expression patterns for all three culture conditions, we plotted the log-fold change of significantly DE genes in the two nutrient-restricted conditions compared to Replete (Figs 2–4). Hereafter, any mention of DE genes pertains to comparisons to the Replete.

**Table 1:** Results of the differential expression analysis using DESeq2; DE genes in nutrient reduced (“Reduced”) and nutrient depleted (“Depleted”) sampling conditions compared to the Replete reference transcriptome; UP, upregulated proportion of DE genes; DOWN, downregulated proportion of DE genes.

	**Reduced vs Replete**			**Depleted vs Replete**			**Depleted vs Reduced**		
	Total DE	UP	DOWN	Total DE	UP	DOWN	Total DE	UP	DOWN
Absolute count	7420	3890	3530	14 697	6772	7925	7997	3458	4538
Percentage of total transcripts	10.3%	5.4%	4.9%	20.4%	9.4%	11%	11.1%	4.8%	6.3%

**Figure 2:**
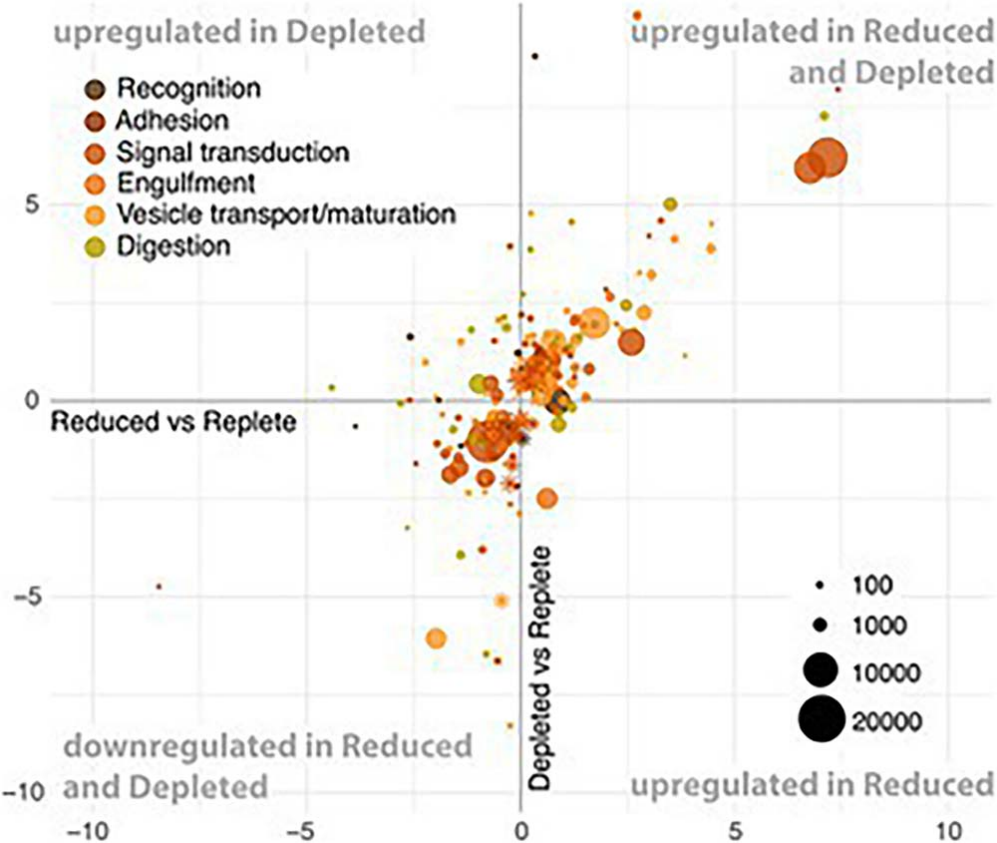
Log-fold changes plots showing DE genes involved in phagotrophy. The *x*-axis represents the log-fold change of gene expression between the nutrient reduced condition and the nutrient replete reference. The *y*-axis represents the log-fold change of gene expression between the nutrient depleted and replete reference. Genes in the lower right quadrant are upregulated in Reduced and those in the upper left quadrant are upregulated in Depleted. Genes in the upper right quadrant are upregulated in both Reduced and Depleted while those in the lower left quadrant are downregulated in both. The dot size is proportional to the average expression level of the gene. Asterisks designate genes that were significantly DE in Depleted but not Reduced.

**Figure 3:**
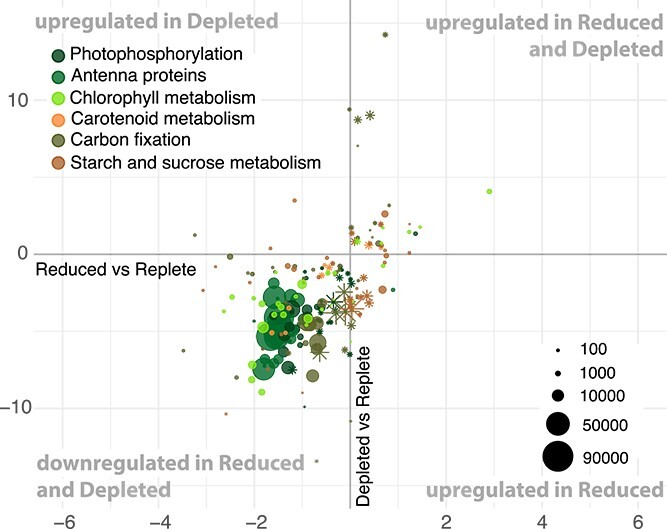
Log-fold changes plots showing DE genes involved in photosynthesis. The *x*-axis represents the log-fold change of gene expression between the nutrient reduced condition and the nutrient replete reference. The *y*-axis represents the log-fold change of gene expression between the nutrient depleted and replete reference. Relative regulation of genes per treatment is as described in Fig. 2. The dot size is proportional to the average expression level of the gene. Asterisks designate genes that were significantly DE in Depleted but not Reduced.

**Figure 4:**
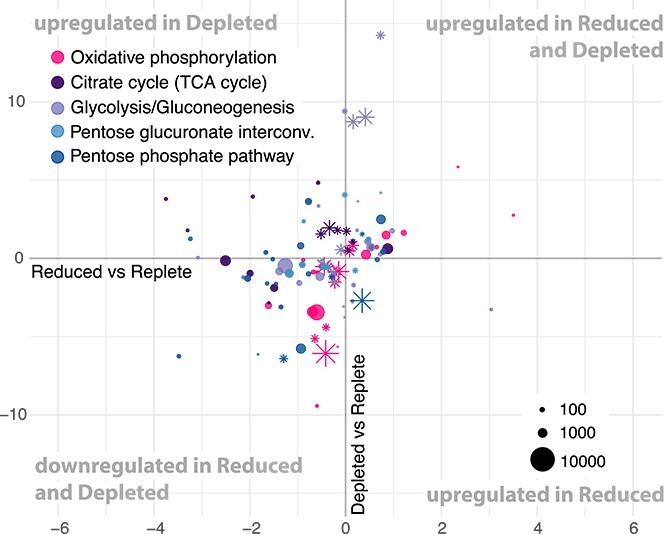
Log-fold changes plots showing DE genes involved in central carbon metabolisms. The *x*-axis represents the log-fold change of gene expression between the nutrient reduced condition and the nutrient replete reference. The *y*-axis represents the log-fold change of gene expression between the nutrient depleted and replete reference. Relative regulation of genes per treatment is as described in Fig. 2. The dot size is proportional to the average expression level of the gene. Asterisks designate genes that were significantly DE in Depleted but not Reduced.

### Upregulation of genes involved in phagotrophy under reduced and depleted nutrient conditions (Fig. 2)

The cellular processes involved in phagocytosis of most eukaryotes correspond to (i) recognition of prey, (ii) adhesion for capture, and (iii) signal transduction, followed by (iv) engulfment, (v) transport and maturation of the phagosome, and finally (vi) digestion of its contents [49–51]. Although phagotrophy in prasinophytes might involve slight deviations from these processes [27], we looked for corresponding pathways in the KEGG ontology, including membrane receptors (ko04030, ko04054) and signal transduction (ko09132), cytoskeleton (ko04812), autophagy (ko04140, ko04138, ko04136), endocytosis (ko04144), phagosome (ko04145), lysosome (ko04142), peroxisome (ko04146) and ion transporters (ko02000, ko02010) (Table 2, Supplementary materials Table S3). Genes involved in these processes were DE in either one or both nutrient restriction treatments (Fig. 2).

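Genes of the phagotrophy list (Table S3) rose more often than they fell, and more of them changed in Depleted than in Reduced. Of 265 tested transcripts, 62 rose, 35 fell and 168 did not pass in Reduced, and 131 rose, 65 fell and 69 did not pass in Depleted, by edgeR's quasi-likelihood test. Adjusted over the list alone, the counts were 76 up and 49 down in Reduced and 148 up and 70 down in Depleted. With total counts only as the scaling they were 87 up and 26 down in Reduced and 156 up and 31 down in Depleted. With only the 2 groups compared in the fit, Reduced had 26 up and 17 down. The study chose these transcripts for their change in these same libraries, so the counts are not independent evidence of a direction. In Depleted against Reduced, 39 rose, 32 fell and 194 did not pass (48 up and 37 down adjusted over the list alone, and 77 up and 18 down with total counts only as the scaling). Up and down in Depleted by step, recognition had 4 and 3 of 13, adhesion and capture had 8 and 3 of 12, signal transduction had 37 and 26 of 80, engulfment had 14 and 3 of 26, vesicle transport and maturation had 52 and 23 of 98 and digestion had 16 and 7 of 36. In Reduced the same steps had, in this order, 2 and 2, 1 and 0, 16 and 16, 11 and 2, 23 and 10 and 9 and 5. Adjusted over each list alone these were 5 up and 4 down, 8 up and 4 down, 41 up and 28 down, 18 up and 4 down, 57 up and 23 down and 19 up and 7 down in Depleted and 2 up and 2 down, 2 up and 2 down, 19 up and 21 down, 13 up and 2 down, 29 up and 15 down and 12 up and 7 down in Reduced. The count of 0 for falls in adhesion and capture in Reduced stands beside 3 at an unadjusted p under 0.05, 2 by the DESeq2 Wald test and 3 by limma-voom. Between Depleted and Reduced the steps had 3 up and 4 down, 2 up and 2 down, 8 up and 8 down, 7 up and 2 down, 10 up and 8 down and 9 up and 8 down, and with total counts only 5 up and 1 down, 6 up and 1 down, 19 up and 4 down, 9 up and 2 down, 28 up and 3 down and 10 up and 7 down. For the phagotrophy list, counts ran from 41 (2 of the 15 fits) to 75 (without Reduced replicate 3) up in Reduced and 22 (without Reduced replicate 5) to 54 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. The adhesion and capture step ran from 5 (without Replete replicate 2) to 8 (8 of the 15 fits) up in Depleted, 2 (without Replete replicate 4) to 5 (without Reduced replicate 2) down in Depleted, 1 (13 of the 15 fits) to 2 (2 of the 15 fits) up in Reduced and 0 (12 of the 15 fits) to 1 (3 of the 15 fits) down in Reduced. The recognition step ran from 1 (5 of the 15 fits) to 3 (without Reduced replicate 3) down in Reduced. The signal transduction step ran from 10 (3 of the 15 fits) to 25 (without Reduced replicate 3) down in Reduced. Its counts in Depleted against Reduced ran from 4 (without Reduced replicate 4) to 12 (without Replete replicate 5) up and 5 (3 of the 15 fits) to 10 (2 of the 15 fits) down. The engulfment step ran from 4 (2 of the 15 fits) to 11 (without Reduced replicate 3) up in Reduced and 1 (5 of the 15 fits) to 3 (5 of the 15 fits) down in Reduced. Between Reduced and Depleted its counts ran from 4 (8 of the 15 fits) to 8 (without Replete replicate 5) up and 2 (11 of the 15 fits) to 4 (without Reduced replicate 5) down. The vesicle transport and maturation step ran from 14 (2 of the 15 fits) to 31 (without Reduced replicate 3) up in Reduced. It ran from 5 (2 of the 15 fits) to 11 (without Reduced replicate 3) down in Depleted against Reduced. The digestion step ran from 2 (4 of the 15 fits) to 9 (without Reduced replicate 3) down in Reduced.

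**Figure D2:**
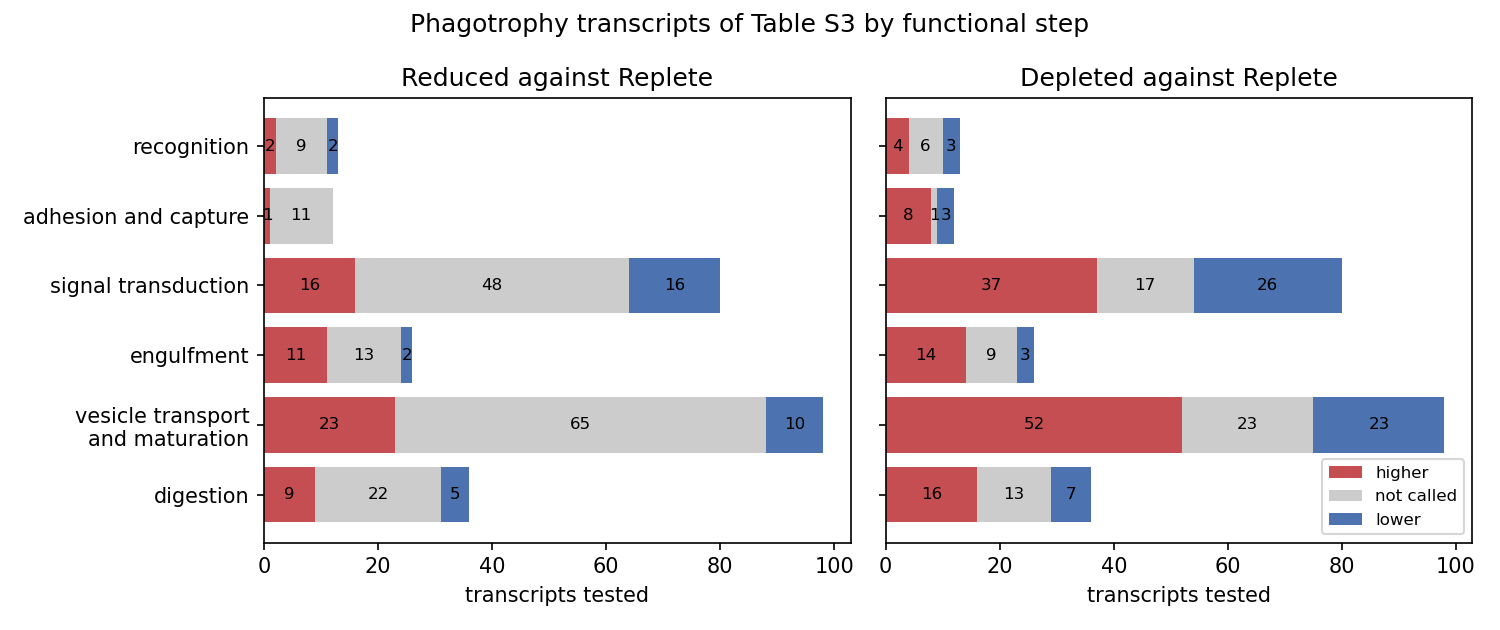
Transcripts of the phagotrophy list by step of phagotrophy that were higher, lower or not called in Reduced and in Depleted against Replete, as counts of tested transcripts per step. In Depleted vesicle transport and maturation had 52 higher and 23 lower of 98.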

**Table 2:** Overview of metabolic pathways and their representation among the DE genes in nutrient reduced (“Reduced”) and nutrient depleted (“Depleted”) sampling conditions compared to the replete reference transcriptome. UP, upregulated proportion of DE genes; DOWN, downregulated proportion of DE genes.

			**%DE in Reduced**			**%DE in Depleted**		
**Category**	**Pathway**	**Total genes**	Total DE	UP	DOWN	Total DE	UP	DOWN
Central carbon metabolism	Resp. electron transp. chain	135	8.89	4.44	4.44	19.26	13.33	5.93
	TCA cycle	66	15.15	3.03	12.12	25.76	19.70	7.58
	Glycolysis/gluconeogenesis	124	16.94	4.84	12.10	27.42	10.48	16.94
	Pentose and glucuron. interconv.	42	7.14	0.00	7.14	23.81	11.90	11.90
	Pentose phosphate pathway	69	23.19	4.35	18.84	24.64	4.35	20.29
Phagotrophy	Autophagy	67	19.40	14.93	4.48	52.24	44.78	7.46
	Lysosome	75	20.00	8.00	12.00	26.67	16.00	10.67
	Phagosome	66	7.58	4.55	3.03	21.21	9.09	12.12
	Endocytosis	83	15.66	10.84	4.82	31.33	21.69	9.64
	Cytoskeleton proteins	316	10.44	6.33	4.11	23.42	14.24	9.18
Photosynthesis	photophosphorylation	68	29.41	1.47	27.94	58.82	1.47	57.35
	Antenna	34	23.53	2.94	20.59	32.35	0.00	32.35
	Chlorophyll biosynthesis	105	19.05	4.76	14.29	30.48	5.71	24.76
	Carotenoid biosynthesis	14	35.71	7.14	28.57	50.00	7.14	42.86
	Carbon fixation	76	27.63	1.32	26.32	59.21	17.11	42.11
	Starch and sucrose metabolism	144	13.89	5.56	8.33	21.53	5.56	15.97
Other	Lipid metabolism	464	18.75	9.48	9.27	30.60	15.09	15.52
	Amino acid metabolism	744	22.45	9.54	12.90	31.72	16.26	15.46

Recognition of prey requires membrane receptors for chemosensory detection, with signal transduction to stimulate motility and ingestion [51, 52]. 

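Receptor genes went in both directions. The adiponectin receptor ADIPOR, a membrane receptor of the progestin and adiponectin receptor family, rose in both conditions, from 82.9 ± 24.3 in Replete to 295 ± 128 in Reduced and 334 ± 56.4 in Depleted (mean normalized counts ± SD, n = 5 each), with log2 fold changes of 1.82, SE 0.28, adjusted p = 1.9e-04 and 2.01, SE 0.28, adjusted p = 2.2e-05 by edgeR's quasi-likelihood test. The sphingosine phosphate receptor S1PR1 fell in Reduced and rose in Depleted, with 69.4 ± 52.6 in Replete, 10.4 ± 8.23 in Reduced and 243 ± 36.2 in Depleted, -2.75, SE 0.52, adjusted p = 0.00111 in Reduced and 1.80, SE 0.42, adjusted p = 0.00232 in Depleted, and Depleted exceeded Reduced by 4.55, SE 0.51, adjusted p = 6.9e-06. The orphan receptor GPR3 held 61.0 ± 20.6 in Replete, 59.6 ± 8.79 in Reduced and 144 ± 10.2 in Depleted, with -0.04, adjusted p = 0.91 in Reduced and a rise of 1.24, SE 0.20, adjusted p = 1.1e-04 in Depleted. The folate receptor FOLR and the G-protein coupled receptor GCR1 fell in Depleted by 0.71 and 0.62 on the log2 scale (adjusted p = 2.9e-05 and 3.2e-05) and were at -0.20 and -0.09 in Reduced (adjusted p = 0.14 and 0.46). The calcium-sensing receptor CASR did not pass in either (-0.35, adjusted p = 0.51 and -1.12, adjusted p = 0.0195). The groups of 5 libraries lay wholly apart in these calls, except for S1PR1 in Reduced. S1PR1 lost its Depleted call in 6 of the 15 fits that leave out 1 library.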

We identified 12 DE surface receptors in the *P. cristatum* transcriptome (Supplementary materials. Table S3), including six G-protein coupled receptors (*CASR, FOLR, GCR1, GPR3, S1PR1, ADIPOR*), of which three were upregulated in both nutrient restriction conditions (GPR3, S1PR1, ADIPOR). Adhesion molecules were also DE (Supplementary materials Table S3), with downregulation of two genes (*FAT4, LAMC1*) and the upregulation of two other genes (*ROBO1, GLG1*) in Reduced condition. 

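Adhesion genes rose and fell in Depleted, and of those named here ROBO1 alone was called in Reduced. The receptor ROBO1, known from cell guidance in animals, rose from 119 ± 20.5 to 194 ± 30.0 in Reduced and 188 ± 17.1 in Depleted (mean normalized counts ± SD, n = 5 each; 0.70, SE 0.13, adjusted p = 0.00113, and 0.65, SE 0.13, adjusted p = 8.0e-04, as log2 fold changes from edgeR's quasi-likelihood test). The Golgi glycoprotein GLG1 rose to 1387 ± 104 in Depleted from 586 ± 116 in Replete (1.24, SE 0.13, adjusted p = 1.3e-06) and was at 0.53, adjusted p = 0.00565 in Reduced. The laminin subunit LAMC1 fell to 139 ± 31.1 from 374 ± 45.1 (-1.43, SE 0.16, adjusted p = 2.4e-06), with -0.63, adjusted p = 0.00632 in Reduced. The cadherin FAT4 missed the threshold in both, at -0.57, adjusted p = 0.00753 in Reduced and -0.55, adjusted p = 0.0053 in Depleted. The collagen COL1A and the thrombospondin THBS2S fell in Depleted by 0.92 and 0.59 on the log2 scale (adjusted p = 9.6e-06 and 0.00157). MEMO1, PTPRF, CNTNAP2, COL4A and MAEA rose in Depleted by 0.92, 1.06, 0.67, 0.63 and 0.52, with adjusted p = 1.2e-05, 0.00145, 0.00199, 8.0e-04 and 0.00151 from the same test. In Reduced these 7 genes lay between -0.43 and 0.40 and none passed. The GTPase RAC1 had too few reads to be tested. No library of one group lay within the range of the other group in each of these calls. GLG1 (log2 fold change 0.57, adjusted p = 0.00307) and LAMC1 (-0.70, adjusted p = 0.00236) passed in Reduced once Reduced replicate 3 was left out. THBS2S (-0.57, adjusted p = 0.00532) and PTPRF (0.98, adjusted p = 0.00519) did not pass in Depleted in the fit without Depleted replicate 3. PTPRF (0.95, adjusted p = 0.00525) and MAEA (0.49, adjusted p = 0.00536) did not pass in Depleted with Replete replicate 2 left out. LAMC1 passed in Reduced without Depleted replicate 1 (-0.64, adjusted p = 0.00335). MAEA did not pass in Depleted without Depleted replicate 2 (0.49, adjusted p = 0.00509) or without Depleted replicate 4 (0.49, adjusted p = 0.00563). FAT4 passed in Reduced without Reduced replicate 2 (-0.68, adjusted p = 0.00336). THBS2S did not pass in Depleted without Replete replicate 1 (-0.54, adjusted p = 0.00547) or without Replete replicate 4 (-0.55, adjusted p = 0.0055). GLG1 passed in Reduced without Replete replicate 5 (0.66, adjusted p = 4.0e-04). FAT4 passed in Depleted in 4 of the 15 fits that leave out 1 library. CNTNAP2 lost its Depleted call in 6 of these fits. The paper proposes that the alga needed other adhesive molecules as nutrients ran low.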

In the Depleted condition, we observed the downregulation of five genes (*FAT4, LAMC1, COL1A, THBS2S, RAC1*) and the upregulation of seven (*ROBO1, GLG1, MAEA, COL4A, CNTNAP2, MEMO1, PTPRF*). Signaling pathways also responded to the lack of nutrients, with almost twice as many DE genes in Depleted than in Reduced. These pertained to the calcium, MAPK, and mTOR signaling pathways, as well as the Wnt, PI3K-Atk, FoxO, HIF-1, TGF-beta, and sphingolipid signaling pathways, showing a variety of up- and downregulated genes that intersect with other signaling pathways. 

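Signalling genes changed in both directions, and rises were the more frequent change in Depleted. Of 80 tested transcripts of the signal transduction step, 16 rose and 16 fell in Reduced (21 up and 10 down with total counts only) and 37 rose and 26 fell in Depleted (44 up and 13 down with total counts only). Its calcium signalling pathway held 28. Of the calcium signalling transcripts, 3 rose, 7 fell and 18 did not pass (6 up and 5 down with total counts only) in Reduced and 15 rose, 11 fell and 2 did not pass in Depleted by edgeR's quasi-likelihood test, with 6 up and 10 down and 16 up and 11 down when adjusted over the list alone. In Depleted against Reduced, 2 rose, 3 fell and 23 did not pass (3 up and 2 down with DESeq2 size factors and 8 up and 0 down with total counts only). Of 10 transcripts of calmodulin (CALM), the calcium sensor of many kinases and channels, 3 rose, 2 fell and 5 did not pass in Reduced and 6 rose, 2 fell and 2 did not pass in Depleted (3 up and 3 down, and 7 up and 2 down, adjusted over the list alone). As these lists were picked by the study from its own calls, their counts are no independent evidence. For the calcium signalling pathway, counts ran from 1 (3 of the 15 fits) to 5 (2 of the 15 fits) up in Reduced, 4 (7 of the 15 fits) to 9 (without Reduced replicate 3) down in Reduced and 8 (without Depleted replicate 1) to 16 (without Reduced replicate 3) up in Depleted when 1 library at a time was left out. Its counts in Depleted against Reduced ran from 0 (5 of the 15 fits) to 4 (without Replete replicate 5) up and 0 (4 of the 15 fits) to 3 (2 of the 15 fits) down. The calmodulin family ran from 1 (4 of the 15 fits) to 3 (3 of the 15 fits) up in Reduced and 1 (13 of the 15 fits) to 3 (without Reduced replicate 3) down in Reduced.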

Overall, we observed a tight transcriptional regulation of signal transduction by *P. cristatum* under nutrient reduction and depletion.

Engulfment was represented by twice as many upregulated genes in Depleted compared to Reduced (Supplementary materials Table S3). These were involved in food vacuole formation [53, 54], such as clathrin (*CLTC*) and ADP-ribosylation factor GTPase (*ARF1_2*). 

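A transcript named for the clathrin heavy chain, g23761_i0, rose from near absence to a high level in Depleted. It is 1082 bases long, and clathrin transcripts outside the study's tables were not examined. The heavy chain CLTC, which coats vesicles at the plasma membrane, stood at 0.731 ± 0.675 in Replete, 6.75 ± 5.90 in Reduced and 737 ± 68.4 in Depleted (mean normalized counts ± SD, n = 5 each). It held 3 reads over the 5 Replete libraries, 33 over Reduced and 4430 over Depleted, ratios to Replete of 9 (95% counting interval 3 to 48) in Reduced and 1015 (95% counting interval 347 to 4926) in Depleted, which cover counting error alone. Its adjusted p from edgeR's quasi-likelihood test was 0.00848 in Reduced and 3.4e-10 in Depleted, and Depleted exceeded Reduced by log2 fold change 6.73, SE 0.36, adjusted p = 1.6e-09. The small GTPase ARF1_2, which recruits coats to membranes, rose in Depleted to 518 ± 43.5 from 342 ± 46.2 in its most abundant transcript (0.60, SE 0.12, adjusted p = 5.6e-04) and was at -0.07, adjusted p = 0.70 in Reduced. All 3 tested ARF1_2 transcripts rose in Depleted and 2 of them in Reduced. Of 16 tested transcripts of the endocytosis pathway, 6 rose, 3 fell and 7 did not pass in Reduced and 10 rose, 3 fell and 3 did not pass in Depleted, or 7 up and 4 down and 11 up and 4 down when adjusted over the list alone, in a list the study chose on these libraries. In each of these calls, all 5 libraries lay on one side of the other 5. CLTC (adjusted p = 4.4e-04) passed in Reduced without Reduced replicate 3. For the Endocytosis group, counts ran from 1 (3 of the 15 fits) to 3 (7 of the 15 fits) down in Reduced when 1 library at a time was left out.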

The concurrent differential expression of regulators of Arf1, namely Arf-GAP (*ACAP, ARFGAP1*) and Arf-GEF (*ARFGEF*), suggests that *P. cristatum* was regulating engulfment [55]. This was further supported by upregulation of *PIP5K*, which codes for an enzyme that produces a phosphoinositide that modulates actin polymerization [56, 57]. 

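The Arf regulators and PIP5K changed little in size. ARFGEF, which loads Arf GTPases with GTP, fell in both conditions, from 286 ± 58.8 to 185 ± 12.6 and 154 ± 18.8 (mean normalized counts ± SD, n = 5 each; log2 fold changes -0.63, SE 0.14, adjusted p = 0.00263 in Reduced and -0.90, SE 0.14, adjusted p = 6.0e-05 in Depleted, edgeR's quasi-likelihood test). The Arf GTPase activator ACAP rose in Depleted from 523 ± 29.9 to 672 ± 21.1 (0.36, SE 0.08, adjusted p = 0.00161), with 0.02, adjusted p = 0.86 in Reduced. ARFGAP1, also an activator of Arf GTP hydrolysis, was at 0.46, adjusted p = 0.0346 in Reduced and 0.55, adjusted p = 0.00838 in Depleted and did not pass. The phosphoinositide kinase PIP5K rose in Depleted from 137 ± 26.0 to 203 ± 31.1 (0.57, SE 0.15, adjusted p = 0.00477), and all 3 of its tested transcripts rose there and none in Reduced, where the most abundant was at 0.49, adjusted p = 0.0205. The ranges of the groups did not overlap in these calls, except for PIP5K in Depleted. ARFGAP1 (log2 fold change 0.64, adjusted p = 0.00119) passed in Reduced once Replete replicate 5 was left out. ARFGAP1 (0.73, adjusted p = 1.5e-04) passed in Depleted, also without it. ARFGEF lost its Reduced call in 6 of the 15 fits that leave out 1 library. ACAP and PIP5K lost their Depleted calls in 4 and 12 of these fits.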

The transport of food vacuoles was indicated by the upregulation of Rab GTPases (*RAB11FIP3_4, RAB5C* and *RAB1A*), which are cargo markers [58], as well as microtubule assembly (*TUBA, TUBB, TTLL, TBCB*) and molecular motors belonging to the kinesin (*KIF5, KIFC1, KIFC2_*3), dynein (*DNAH, DNAAF1, DYNLL*) and myosin (*MYO1, MYO5, MYO18, MYLK, MYH1s, MYH9s, MYH6_7*) families. 

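Genes of the vesicle transport step changed in both directions in Depleted, with 52 rises and 23 falls among 98 tested transcripts. With total counts only as the scaling there were 60 rises and 8 falls. The rises of the named tubulins were modest and those of some motors larger. RAB11FIP3_4, an effector of the recycling GTPase Rab11, rose from 299 ± 94.3 to 2292 ± 568 in Reduced and 1463 ± 72.5 in Depleted (mean normalized counts ± SD, n = 5 each), with log2 fold changes of 2.94, SE 0.22, adjusted p = 1.8e-07 and 2.29, SE 0.21, adjusted p = 4.2e-07 by edgeR's quasi-likelihood test. MYLK, which activates myosin by phosphorylating its light chain, rose from 25.9 ± 8.99 to 617 ± 327 and 416 ± 51.5 (4.55, SE 0.54, adjusted p = 2.8e-05, and 3.98, SE 0.54, adjusted p = 1.8e-05). The early endosome GTPase RAB5C rose in Depleted (0.98, SE 0.15, adjusted p = 4.8e-05; 0.57, adjusted p = 0.00762 in Reduced), and RAB1A, of traffic from the endoplasmic reticulum, was at 0.40, adjusted p = 0.0261 and 0.47, adjusted p = 0.0062. The alpha tubulin TUBA, at 35945 ± 4317 in Replete and 49772 ± 3111 in Depleted, rose by 0.47 (adjusted p = 0.00208), and the beta tubulin TUBB by 0.59 (adjusted p = 5.1e-04). The tubulin ligase TTLL6_13 rose by 0.50 (adjusted p = 6.9e-04), while TTLL2, TTLL4 and the tubulin chaperone TBCB passed in neither condition. Among motors, the kinesins KIF5 and KIFC1 and the myosin MYH1s rose in both conditions, by 0.77, 0.88 and 0.92 in Reduced and 0.99, 1.43 and 1.22 in Depleted (adjusted p = 0.00283, 3.1e-04 and 6.2e-04, and 1.5e-04, 8.9e-07 and 1.6e-05). In Depleted MYO5, MYH9s and the axonemal factor DNAAF1 rose by 1.05, 1.88 and 1.01 (adjusted p = 0.00424, 0.00208 and 0.00136), and KIFC2_3 in its most abundant transcript fell by 0.76 on the log2 scale (adjusted p = 7.6e-04), while 3 other KIFC2_3 transcripts rose. The dynein light chain DYNLL rose in Reduced (0.54, adjusted p = 0.0035) and was at 0.12, adjusted p = 0.45 in Depleted. The most abundant DNAH and MYH6_7 transcripts were at 0.52, adjusted p = 0.00593 and 0.57, adjusted p = 0.00939 in Depleted. MYO1 and MYO18 had too few reads to be tested. Up, down and tested in Depleted were 5, 1 and 6 for tubulins, 5, 0 and 11 for dynein heavy chains, 6, 5 and 11 for kinesins and 5, 1 and 8 for myosins. In Reduced up and down were 0 and 0 for tubulins, 4 and 0 for dynein heavy chains, 3 and 1 for kinesins and 1 and 1 for myosins. Adjusted over each list alone they were 5 up and 1 down in Depleted and 0 up and 0 down in Reduced for tubulins, 6 up and 0 down in Depleted and 4 up and 0 down in Reduced for dynein heavy chains, 6 up and 5 down in Depleted and 4 up and 1 down in Reduced for kinesins and 6 up and 1 down in Depleted and 1 up and 1 down in Reduced for myosins. The counts of 0 stand beside 4 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 2 by limma-voom for risen tubulins in Reduced, 0 at an unadjusted p under 0.05 and 0 by the DESeq2 Wald test and by limma-voom for fallen ones, 0 at an unadjusted p under 0.05 and 0 by the DESeq2 Wald test and by limma-voom for fallen dynein heavy chains in Reduced and 1 at an unadjusted p under 0.05, 0 by the DESeq2 Wald test and 0 by limma-voom in Depleted. Each library of one group lay beyond all 5 of the other in these calls, except for KIF5 in Reduced. RAB5C (log2 fold change 0.65, adjusted p = 0.00152), RAB1A (0.48, adjusted p = 0.00384) and TBCB (1.18, adjusted p = 0.00469) passed in Reduced in the fit without Reduced replicate 3. RAB1A (0.47, adjusted p = 0.0021) passed in Depleted, again without that library. RAB1A (0.45, adjusted p = 0.00425) and MYH6_7 (0.55, adjusted p = 0.00415) passed in Depleted with Reduced replicate 2 left out. TBCB (1.31, adjusted p = 0.00436) passed in Reduced without Replete replicate 4. DNAAF1 (0.95, adjusted p = 0.00511) did not pass in Depleted, also without it. RAB5C (0.71, adjusted p = 7.3e-04) passed in Reduced once Replete replicate 5 was left out. RAB1A (0.55, adjusted p = 0.00235) and DNAH (0.60, adjusted p = 0.0024) passed in Depleted, again without that library. DNAH passed in Depleted without Depleted replicate 2 (0.58, adjusted p = 0.00254). DNAAF1 did not pass in Depleted without Replete replicate 1 (0.92, adjusted p = 0.00507). TUBA, MYO5 and MYH9s lost their Depleted calls in 6, 11 and 5 of the 15 fits that leave out 1 library. KIF5 and DYNLL lost their Reduced calls in 8 and 11 of these fits. For the tubulins, counts ran from 2 (3 of the 15 fits) to 5 (7 of the 15 fits) up in Depleted and 0 (13 of the 15 fits) to 1 (2 of the 15 fits) up in Reduced when 1 library at a time was left out. The dynein heavy chains ran from 2 (without Replete replicate 2) to 6 (2 of the 15 fits) up in Depleted, 0 (14 of the 15 fits) to 1 (without Replete replicate 4) down in Depleted and 1 (2 of the 15 fits) to 4 (3 of the 15 fits) up in Reduced. The kinesins ran from 3 (2 of the 15 fits) to 5 (6 of the 15 fits) down in Depleted and 2 (8 of the 15 fits) to 5 (without Reduced replicate 3) up in Reduced. The myosins ran from 3 (2 of the 15 fits) to 7 (without Reduced replicate 2) up in Depleted, 1 (7 of the 15 fits) to 2 (8 of the 15 fits) down in Depleted and 0 (5 of the 15 fits) to 1 (10 of the 15 fits) down in Reduced.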

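The 3 listed transcripts of the ESCRT-III complex, which buds vesicles into endosomes, rose in both conditions. CHMP5 had mean normalized counts of 109 ± 12.5 in Replete, 265 ± 88.5 in Reduced and 279 ± 51.0 in Depleted (± SD, n = 5 each) and log2 fold changes of 1.28, SE 0.21, adjusted p = 3.3e-04 in Reduced and 1.35, SE 0.21, adjusted p = 6.5e-05 in Depleted by edgeR's quasi-likelihood test. CHMP1 and CHMP4A_B rose by 0.68 and 0.66 in Reduced (adjusted p = 2.8e-04 and 0.00231) and by 0.63 and 0.76 in Depleted (adjusted p = 1.9e-04 and 3.2e-04). All 3 tested CHMP transcripts were up in both, over all genes and when adjusted over the list alone, and the count of 0 down stood at 0 also at an unadjusted p under 0.05, by the DESeq2 Wald test and by limma-voom. The ubiquitin-like autophagosome protein ATG8 rose from 2824 ± 606 to 5048 ± 1043 and 8059.6 ± 661 (0.84, SE 0.16, adjusted p = 0.00118, and 1.51, SE 0.16, adjusted p = 2.0e-06). NAPA, which recycles SNARE complexes, and ZFYVE1, a phosphoinositide-binding protein, rose in Depleted (0.74, adjusted p = 1.4e-04, and 0.79, adjusted p = 0.0031), and MON1, part of the exchange factor of the late endosome GTPase Rab7, fell there (-1.07, SE 0.16, adjusted p = 5.1e-05). VPS8, of an endosomal tethering complex, was at -0.59, adjusted p = 0.00776 in Reduced and -0.02, adjusted p = 0.93 in Depleted. Of 10 tested autophagy transcripts, 1 rose, 0 fell and 9 did not pass in Reduced and 5 rose, 3 fell and 2 did not pass in Depleted (2 up and 1 down, and 6 up and 3 down, adjusted over the list alone). Of 13 phagosome transcripts, 0 rose, 0 fell and 13 did not pass in Reduced and 6 rose, 3 fell and 4 did not pass in Depleted (0 up and 0 down, and 6 up and 3 down, adjusted over the list alone). The CHMP transcripts and both of these lists were chosen by the study on these libraries, so a shared direction is not independent evidence. The counts of 0 in Reduced stand beside 6 at an unadjusted p under 0.05, 3 by the DESeq2 Wald test and 4 by limma-voom for phagosome rises, 3 at an unadjusted p under 0.05, 2 by the DESeq2 Wald test and 3 by limma-voom for phagosome falls and 1 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 1 by limma-voom for autophagy falls. In these calls, the 5 libraries of one group and the 5 of the other did not overlap, except for ATG8 in Reduced. VPS8 (log2 fold change -0.71, adjusted p = 0.00116) and NAPA (0.50, adjusted p = 0.00277) passed in Reduced in the fit without Reduced replicate 3. NAPA passed in Reduced without Replete replicate 5 (0.51, adjusted p = 0.00485). CHMP4A_B lost its Reduced call in 6 of the 15 fits that leave out 1 library. ZFYVE1 lost its Depleted call in 8 of these fits. For the Autophagy group, counts ran from 1 (12 of the 15 fits) to 4 (without Reduced replicate 3) up in Reduced, 0 (14 of the 15 fits) to 1 (without Reduced replicate 3) down in Reduced and 3 (7 of the 15 fits) to 6 (3 of the 15 fits) up in Depleted when 1 library at a time was left out. The Phagosome group ran from 0 (12 of the 15 fits) to 2 (2 of the 15 fits) up in Reduced, 0 (13 of the 15 fits) to 1 (2 of the 15 fits) down in Reduced and 3 (3 of the 15 fits) to 6 (7 of the 15 fits) up in Depleted.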

Maturation of food vacuoles was indicated by upregulation of CHMP genes (*CHMP1, CHMP4A_B, CHMP5*), belonging to the ESCRT-III complex [59, 60], and homologs of autophagy proteins (*ATG8, Rab1A, MON1, NAPA, VPS8* and *ZFYVE1*), likely shared with phagosome processing steps [61].

Revealing increasingly active phagocytic digestion as nutrients became more limiting, the *P. cristatum* lysosome pathway was 8% and 16% upregulated in Reduced and Depleted, respectively. 

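Lysosome genes were divided in Reduced, and in Depleted more of them rose than fell. Of 21 tested transcripts of the lysosome pathway in Table S3, 4 rose, 5 fell and 12 did not pass (7 up and 4 down with total counts only) in Reduced and 10 rose, 3 fell and 8 did not pass in Depleted by edgeR's quasi-likelihood test, and 7 rose, 1 fell and 13 did not pass in Depleted against Reduced. With p adjusted over these members alone there were 8 up and 8 down, 12 up and 3 down and 7 up and 1 down, in a list chosen by the study on these libraries. Its median log2 fold change was -0.51 in Reduced and 0.45 in Depleted, and the members ranged from -1.16 to 9.76 in Depleted, the highest being the clathrin heavy chain CLTC. For the Lysosome group, counts ran from 2 (3 of the 15 fits) to 6 (without Reduced replicate 3) up in Reduced, 1 (3 of the 15 fits) to 7 (without Reduced replicate 3) down in Reduced, 6 (without Replete replicate 2) to 12 (without Reduced replicate 3) up in Depleted and 0 (4 of the 15 fits) to 6 (without Reduced replicate 3) down in Depleted when 1 library at a time was left out. Between Reduced and Depleted its counts ran from 4 (5 of the 15 fits) to 7 (3 of the 15 fits) up.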

Lysosomal hydrolases, for the degradation of lipids, sugars, and proteins, showed variable differential expression. 

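Of the lysosomal genes named here, CTSZ and CTSF rose in both conditions and the others passed in one of them. The cathepsins are proteases of the lysosome. CTSZ (cathepsin X) rose from 63.6 ± 18.9 to 806 ± 619.9 in Reduced and 2216 ± 607 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes 3.66, SE 0.57, adjusted p = 2.3e-04, and 5.12, SE 0.60, adjusted p = 4.6e-06, edgeR's quasi-likelihood test), and CTSF from 165 ± 38.2 to 959 ± 288 and 926 ± 241 (2.54, SE 0.26, adjusted p = 6.3e-06, and 2.49, SE 0.26, adjusted p = 1.3e-06). ERN1, a kinase and endoribonuclease of the unfolded protein response, rose in Depleted from 6.39 ± 3.84 to 165 ± 24.4 (4.61, SE 0.32, adjusted p = 1.5e-08), was at 1.37, adjusted p = 0.00773 in Reduced, and Depleted exceeded Reduced (3.24, SE 0.28, adjusted p = 3.3e-07). The arylsulfatase ARSB, which removes sulfate from glycosaminoglycans, rose in Depleted from 3.70 ± 4.31 to 68.8 ± 24.2 (4.19, SE 0.81, adjusted p = 5.3e-04), with 0.94, adjusted p = 0.47 in Reduced and a further difference between both (3.25, adjusted p = 0.00321). The lysosomal cation channel MCOLN1 rose in Depleted (1.49, adjusted p = 0.00188) and was at 1.31, adjusted p = 0.00885 in Reduced, and the lipid transporter ABCA2 rose in Reduced (0.90, adjusted p = 0.00362) and was at 0.71, adjusted p = 0.00853 in Depleted. The groups of 5 libraries lay wholly apart in these calls, except for CTSZ in Reduced. ERN1 (log2 fold change 1.49, adjusted p = 0.00352) and MCOLN1 (1.44, adjusted p = 0.00281) passed in Reduced with Reduced replicate 3 left out. ABCA2 (0.71, adjusted p = 0.00317) passed in Depleted, also without it. ABCA2 passed in Depleted without Depleted replicate 2 (0.82, adjusted p = 0.00251). MCOLN1 did not pass in Depleted without Depleted replicate 4 (1.44, adjusted p = 0.0053), Depleted replicate 5 (1.38, adjusted p = 0.00621) or without Replete replicate 2 (1.51, adjusted p = 0.00501). MCOLN1 passed in Reduced without Reduced replicate 1 (1.49, adjusted p = 0.00395). ERN1 passed in Reduced without Replete replicate 4 (1.78, adjusted p = 0.00223). ARSB lost its Depleted against Reduced call in 7 of the 15 fits that leave out 1 library. ABCA2 lost its Reduced call in 11 of these fits.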

A sulfatase, arylsulfatase B (*ARSB*), and two cysteine proteases, cathepsins F and X, as well as a serine/threonine-protein kinase and endoribonuclease (*ERN1*) were upregulated in both nutrient restrictions, as well as lysosomal membrane transporters (*MCOLN1, ABCA2*). Additional cathepsins (*CTSB*, *CTSD*), a peptidase (*TPP1*), and a lipidase (*ACOX1*) were also upregulated in Depleted, but other hydrolases (*CTSB, CTSC*, *LYPLA3*, *MANBA*) were downregulated. 

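The remaining hydrolases went in both directions. CTSB in its most abundant transcript rose in Depleted from 184 ± 29.1 to 329 ± 23.2 mean normalized counts ± SD (n = 5 each; log2 fold change 0.83, SE 0.12, adjusted p = 2.9e-05, edgeR's quasi-likelihood test), and of its 3 transcripts 2 rose and 1 fell. CTSD held 2654 ± 102 in Replete, 1348 ± 268 in Reduced and 3625 ± 202 in Depleted, a fall in Reduced (-0.98, SE 0.12, adjusted p = 3.8e-05), 0.45, adjusted p = 0.00564 in Depleted, and a rise from Reduced to Depleted (1.43, SE 0.12, adjusted p = 3.1e-07). The tripeptidyl peptidase TPP1 rose in Depleted (0.92, SE 0.13, adjusted p = 3.0e-05). LYPLA3, a lysosomal phospholipase, fell in both (-1.16, adjusted p = 0.00252, and -0.99, adjusted p = 0.00358), and CTSC was at -1.32, adjusted p = 0.013 and -1.09, adjusted p = 0.0217. The mannosidase MANBA had too few reads to be tested. Of 7 tested cathepsin transcripts, 2 rose, 1 fell and 4 did not pass in Reduced and 4 rose, 1 fell and 2 did not pass in Depleted (3 up and 3 down, and 5 up and 1 down, adjusted over the list alone). No library of one group lay within the range of the other group in these calls, except for LYPLA3 in Reduced. CTSC (log2 fold change -1.76, adjusted p = 3.1e-04) passed in Reduced without Reduced replicate 3. CTSD (0.45, adjusted p = 0.00138) and CTSC (-1.09, adjusted p = 0.00421) passed in Depleted, again without that library. CTSC passed in Depleted without Depleted replicate 4 (-1.47, adjusted p = 0.00294). CTSD passed in Depleted without Reduced replicate 4 (0.45, adjusted p = 0.00272). LYPLA3 lost its Reduced call in 8 of the 15 fits that leave out 1 library. LYPLA3 lost its Depleted call in 10 of these fits. For the cathepsins (CTS) group, counts ran from 1 (14 of the 15 fits) to 3 (without Reduced replicate 3) down in Reduced and 0 (5 of the 15 fits) to 2 (2 of the 15 fits) down in Depleted when 1 library at a time was left out. The paper proposes that the direction of each cathepsin follows its role, in prey digestion or in autophagy and protein processing.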

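The proton-coupled and the metal transporter named here fell in Depleted, while enzymes of reactive oxygen species went both ways. SLC36A, a proton-coupled amino acid transporter, fell from 1645 ± 295 to 379 ± 94.4 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold change -2.12, SE 0.18, adjusted p = 2.1e-07, edgeR's quasi-likelihood test), with -0.26, adjusted p = 0.30 in Reduced. The copper-exporting ATPase copA held 563 ± 91.3 in Replete, 182 ± 204 in Reduced and 34.7 ± 8.84 in Depleted (-1.64, adjusted p = 0.0138 in Reduced and -4.003, SE 0.52, adjusted p = 1.4e-05 in Depleted). The superoxide dismutase SOD1 fell in Depleted (-1.05, SE 0.16, adjusted p = 4.5e-05) and was at -0.30, adjusted p = 0.16 in Reduced. The nitric oxide synthase NOS2 held 65.9 ± 16.2 in Replete, 25.3 ± 28.7 in Reduced and 257 ± 56.7 in Depleted, a rise in Depleted (1.96, SE 0.41, adjusted p = 8.9e-04), -1.41, adjusted p = 0.0265 in Reduced, and a higher level in Depleted than in Reduced (3.38, SE 0.44, adjusted p = 3.2e-05). DAO, which oxidises D-amino acids, rose in both (0.73, adjusted p = 0.00149, and 0.86, adjusted p = 1.4e-04), and the peroxisomal import factor PEX13 in Depleted (0.80, adjusted p = 9.0e-04; 0.36, adjusted p = 0.12 in Reduced). DUOX, a hydrogen peroxide-producing oxidase, was at 0.60, adjusted p = 0.0305 and 0.73, adjusted p = 0.00564. All 5 libraries lay on one side of the other 5 in each of these calls. copA (log2 fold change -2.61, adjusted p = 1.4e-07) and NOS2 (-2.35, adjusted p = 3.4e-06) passed in Reduced once Reduced replicate 3 was left out. DUOX passed in Depleted without Depleted replicate 4 (0.80, adjusted p = 0.00486), Reduced replicate 5 (0.73, adjusted p = 0.00203) or without Replete replicate 5 (0.83, adjusted p = 0.00369).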

Proton transporters (*SLC36A*), metal ion transporters (*copA*), and enzymes involved in the production or transport of reactive oxygen species (*NOS2, DAO, DUOX, PEX13, SOD*) were DE under nutrient restriction, with more consistent upregulation in Depleted. These transporters were likely involved in the acidification of the food vacuole and the transport of heavy metals (Zn, Cu) and reactive oxygen species for the digestion of prey [49]. 

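Most members of the phagotrophy list that were called up had the larger log2 fold change in Depleted. Most of the list, 194 of 265 tested members, was not called between Reduced and Depleted. Of 148 tested members that were called up in either comparison, 114 (77.0%) had the larger log2 fold change in Depleted. More members were called up in Depleted (131) than in Reduced (62), which favours Depleted in this count. Of the 45 called up in both, 29 (64.4%) did, and of all 265 tested members 162 (61.1%). The difference itself was tested in Depleted against Reduced by edgeR's quasi-likelihood test, which called 39 members of the list up and 32 down (77 up and 18 down with total counts only as the scaling). CLTC, GLG1, ATG8, TPP1 and MEMO1 were among those higher in Depleted than in Reduced, with log2 fold changes of 0.72, 0.67, 0.56 and 0.68 for the last 4 (adjusted p = 5.1e-04, 0.00486, 0.00394 and 4.2e-04). Among the cytoskeleton proteins, the largest pathway of the list with 64 tested transcripts, 14 rose, 7 fell and 43 did not pass in Reduced and 28 rose, 19 fell and 17 did not pass in Depleted (18 up and 8 down, and 33 up and 19 down, adjusted over the list alone). ATG8 and TPP1 lost their Depleted against Reduced calls in 12 and 11 of the 15 fits that leave out 1 library. For the Cytoskeleton proteins group, counts ran from 6 (without Replete replicate 2) to 18 (without Reduced replicate 3) up in Reduced when 1 library at a time was left out. The paper ties the stronger response of phagotrophy and photosynthesis genes in Depleted to the rise in feeding frequency by day 16.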

Overall, the phagotrophic processes were more profoundly impacted in Depleted, with 77% of upregulated genes being more strongly DE in Depleted than Reduced (Supplementary materials. Table S3).

To further highlight key genes in the transcriptome whose expression levels affect bacterivory, we carried out an analysis of the transcriptomes against the predictive protein set identified by Burns et al. [32]. Of the 474 phagocytic predictive protein-coding genes shared among free-living phagocytes, 67 were present in the *P. cristatum* transcriptome, and this was sufficient for phago-mixotroph predictions for all three conditions. Thirteen of these genes were annotated with the KEGG ontology, 5 of which were DE (Supplementary materials. Fig. S5). These involved a calcium channel (*CACNA1D*), a homolog of purine permease (*pbuG copA*), cytoskeleton-associated proteins and hydrolases, as well as a Bardet–Beidl Syndrome complex subunit (*BBS2*). The expression levels for these DE phagocytosis prediction genes increased in the Reduced compared to the Replete, and even more in the Depleted treatments.

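The prediction genes with KEGG names differed in direction. The purine permease pbuG rose from near 0 in both conditions, with 2.00 ± 2.55 in Replete, 361 ± 482 in Reduced and 399 ± 159 in Depleted (mean normalized counts ± SD, n = 5 each) and log2 fold changes of 7.47, SE 1.38, adjusted p = 8.9e-04 in Reduced and 7.60, SE 1.38, adjusted p = 3.0e-04 in Depleted by edgeR's quasi-likelihood test, and its Reduced libraries ran from 7.38 to 1118. The voltage-gated calcium channel CACNA1D rose in Depleted from 2032 ± 133 to 2810.2 ± 379 (0.47, SE 0.12, adjusted p = 0.00395; 0.32, adjusted p = 0.048 in Reduced), and all 3 of its transcripts rose there. CKAP5, which promotes microtubule growth, rose in both (0.65, adjusted p = 0.00342, and 0.57, adjusted p = 0.00411). The hydrolase named cd rose in Reduced (0.71, adjusted p = 0.00423) and was at 0.61, adjusted p = 0.00613 in Depleted. BBS2, a subunit of the BBSome that moves cargo along flagella, had a pair of isoforms in opposite directions. The more abundant, g771_i1, fell in both from 543 ± 112 in Replete to 229.6 ± 98.6 and 255 ± 26.5 (-1.24, SE 0.21, adjusted p = 5.2e-04, and -1.09, SE 0.21, adjusted p = 5.6e-04), and g771_i0 rose in both. Summed, the isoforms gave -0.137 in Reduced and 0.195 in Depleted, with adjusted p = 0.465 and 0.233. The most abundant calmodulin transcript, CALM g24458_i1, fell in Depleted (-2.004, SE 0.25, adjusted p = 8.7e-06; -0.89, adjusted p = 0.0115 in Reduced), and lcyB, which cyclises lycopene in carotenoid synthesis, fell there from 1587 ± 143 to 44.0 ± 20.4 (-5.16, SE 0.58, adjusted p = 3.1e-06; -1.86, adjusted p = 0.00949 in Reduced). Between Reduced and Depleted, pbuG, CKAP5, CACNA1D and BBS2 g771_i1 did not pass in this test (0.92, 0.73, 0.39 and 0.62 as adjusted p). In these calls, the ranges of the groups did not overlap, except for CKAP5 and cd in Reduced. CALM (log2 fold change -1.07, adjusted p = 0.0018) and lcyB (-2.87, adjusted p = 2.0e-07) passed in Reduced in the fit without Reduced replicate 3. cd (0.61, adjusted p = 0.0018) passed in Depleted, also without it. CALM passed in Reduced without Depleted replicate 2 (-0.90, adjusted p = 0.00421). cd passed in Depleted without Reduced replicate 2 (0.59, adjusted p = 0.0026). CACNA1D and CKAP5 lost their Depleted calls in 11 and 11 of the 15 fits that leave out 1 library. CKAP5 and cd lost their Reduced calls in 11 and 13 of these fits.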

### Downregulation of genes involved in photosynthetic metabolic pathways under nutrient restrictions (Fig. 3)

The cellular processes that support photosynthesis include photophosphorylation (photosynthetic electron transfer chain, PETC; ko00195), pigment biosynthesis (ko00860, ko00906) and supporting antenna proteins (ko00196), carbon fixation (ko00710) and starch production (ko00500). The genes coding for the thylakoid-bound proteins involved in the PETC were 29.4% and 58.8% DE in Reduced and Depleted respectively, and 95–97% of these genes were downregulated (Table 2, Supplementary materials Table S4). This included subunits of photosystems I (*psaD, psaF, psaH, psaL, psaO*) and II (*psbO, psbP, psbQ, psbR, psbY*), as well as the electron acceptors, plastocyanin (*petE)*, ferredoxin (*petF*), and the cytochrome b6f complex subunit Rieske Fe-S protein (*petC*). 

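Genes of photosynthesis fell, most of them in Depleted. Of 174 tested transcripts of the photosynthesis list (Table S4), 10 rose, 63 fell and 101 did not pass in Reduced, 15 rose, 136 fell and 23 did not pass in Depleted and 8 rose, 112 fell and 54 did not pass in Depleted against Reduced, by edgeR's quasi-likelihood test. When adjusted over the list alone the counts were 17 up and 89 down, 16 up and 141 down, and 8 up and 121 down. With only the 2 groups compared in the fit, 12 members fell in Reduced. The study chose the list for changes in these libraries, so its direction is not independent evidence. Its members had a median log2 fold change of -1.01 in Reduced and -3.55 in Depleted. Of 40 transcripts of the photosynthetic electron transfer chain, 1 rose, 13 fell and 26 did not pass in Reduced and 1 rose, 36 fell and 3 did not pass in Depleted (1 up and 19 down, and 1 up and 37 down, adjusted over the list alone). Of 7 transcripts of the plastid ATP synthase, which makes ATP from the thylakoid proton gradient, 0 rose, 1 fell and 6 did not pass in Reduced and 0 rose, 6 fell and 1 did not pass in Depleted (0 up and 2 down, and 0 up and 6 down). No ATP synthase transcript rose, nor did any at an unadjusted p under 0.05, by the DESeq2 Wald test or by limma-voom. For the photosynthesis list, counts ran from 7 (5 of the 15 fits) to 18 (without Reduced replicate 3) up in Reduced and 23 (2 of the 15 fits) to 104 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. It ran from 7 (4 of the 15 fits) to 14 (without Reduced replicate 3) up in Depleted against Reduced. The electron transfer chain ran from 6 (without Reduced replicate 1) to 23 (without Reduced replicate 3) down in Reduced. The plastid ATP synthase ran from 0 (5 of the 15 fits) to 2 (2 of the 15 fits) down in Reduced. The paper proposes that organic carbohydrates from ingested prey account for the lower expression of photosynthesis genes.

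**Figure D3:**
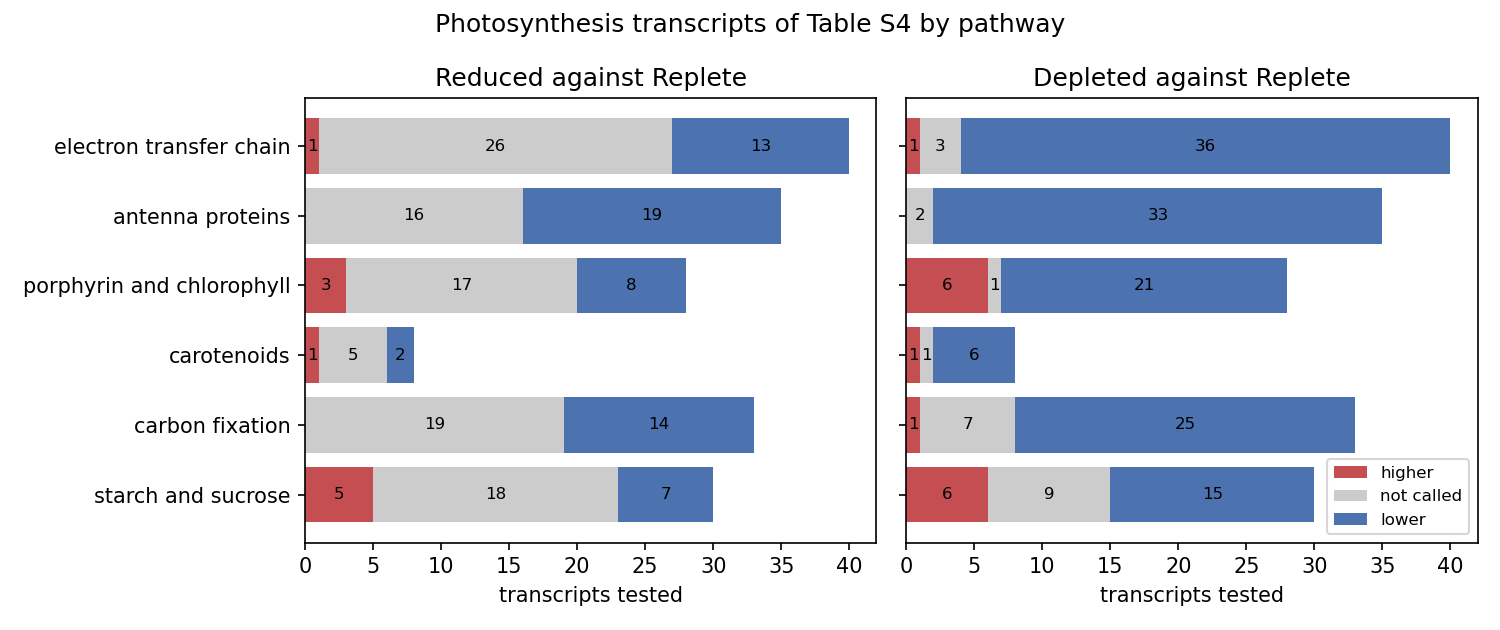
Transcripts of the photosynthesis list by pathway that were higher, lower or not called in Reduced and in Depleted against Replete, as counts of tested transcripts per pathway. With total counts only as the scaling, starch and sucrose in Reduced turns from 5 higher and 7 lower to 8 and 4, and carotenoid synthesis in Reduced from 1 and 2 to 2 and 1.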

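Abundant photosystem genes lost most of their transcripts in Depleted. In photosystem I, which reduces ferredoxin with light energy, psaD fell from 26349 ± 5171 in Replete to 10233 ± 5052 in Reduced and 1967 ± 230.1 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes -1.36, SE 0.25, adjusted p = 8.6e-04, and -3.74, SE 0.28, adjusted p = 3.0e-08, edgeR's quasi-likelihood test). In photosystem II, which splits water, psbP of the oxygen-evolving complex fell from 44101 ± 7257 to 14962 ± 9005 and 2263 ± 483 (-1.56, SE 0.29, adjusted p = 9.5e-04, and -4.28, SE 0.33, adjusted p = 4.4e-08). Plastocyanin (petE), the copper protein that feeds photosystem I, fell from 28077 ± 3674 to 170.3 ± 40.6 in Depleted (-7.36, SE 0.47, adjusted p = 6.4e-09) and was at -1.42, adjusted p = 0.00757 in Reduced. The Rieske protein petC and ferredoxin petF fell in both, by 0.92 and 0.96 on the log2 scale in Reduced (adjusted p = 9.0e-04 and 0.00171) and by 4.06 and 1.56 in Depleted (adjusted p = 2.1e-10 and 9.3e-06). Taking the most abundant transcript of each, psaD, psaF, psaH, psaL and psaO had log2 fold changes of -1.33 to -1.53 in Reduced and -3.74 to -6.36 in Depleted, and psbO, psbP, psbQ, psbR and psbY -1.14 to -1.56 and -3.57 to -5.91. All 10 fell in Depleted, and in Reduced psaD, psaF, psaH, psaL, psbP, psbQ and psbR passed. Of 12 psa transcripts, 0 rose, 5 fell and 7 did not pass in Reduced and 0 rose, 10 fell and 2 did not pass in Depleted, and of 15 psb transcripts, 1 rose, 4 fell and 10 did not pass and 1 rose, 14 fell and 0 did not pass (adjusted over the list alone, 0 up and 6 down, 0 up and 11 down, 1 up and 6 down and 1 up and 14 down). No psa transcript rose, nor did any at an unadjusted p under 0.05 or by the DESeq2 Wald test or limma-voom. Each library of one group lay beyond all 5 of the other in each of these calls. petE (log2 fold change -1.99, adjusted p = 9.6e-06), psaO (-2.07, adjusted p = 1.5e-05), psbO (-1.70, adjusted p = 5.5e-06) and psbY (-1.55, adjusted p = 7.6e-06) passed in Reduced with Reduced replicate 3 left out. psaH did not pass in Reduced without Reduced replicate 1 (-1.24, adjusted p = 0.0066), Reduced replicate 2 (-1.27, adjusted p = 0.00587) or without Reduced replicate 4 (-1.34, adjusted p = 0.00526). petF, psaL and psbQ lost their Reduced calls in 5, 4 and 14 of the 15 fits that leave out 1 library. For the psa family, counts ran from 2 (3 of the 15 fits) to 8 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. The psb family ran from 2 (without Reduced replicate 1) to 7 (without Reduced replicate 3) down in Reduced.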

The downregulated genes for antenna proteins corresponded to subunits of light-harvesting complexes I and II (*LHCA1,2,4,5*, and *LHCB1* to *LHCB7*). In addition, the metabolism of terpenoids and porphyrins, involved in the biosynthesis of carotenoids and chlorophylls, respectively, also exhibited downregulation under both nutrient restrictions.

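The antenna genes, whose proteins gather light for the photosystems, fell in Depleted with few exceptions. LHCB3 went from 187810.0 ± 48211 in Replete to 61992 ± 46814 in Reduced and 10492 ± 964 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes -1.60, SE 0.35, adjusted p = 0.00285, and -4.16, SE 0.39, adjusted p = 4.1e-07, edgeR's quasi-likelihood test). LHCA4 fell from 16586 ± 2970.2 to 5008 ± 3770.2 and 121 ± 38.7 (-1.73, SE 0.38, adjusted p = 0.00325, and -7.10, SE 0.49, adjusted p = 1.5e-08). LHCB1, LHCB2, LHCB6 and LHCA5 fell in both, with log2 fold changes of -1.63, -1.88, -1.78 and -1.31 in Reduced and -5.87, -6.84, -4.24 and -5.48 in Depleted (adjusted p at most 0.003 and 1.1e-06). LHCB4 fell in Depleted (-5.09, adjusted p = 4.9e-07; -1.71, adjusted p = 0.00569 in Reduced). LHCA1 was at 1.02, adjusted p = 0.00891 in Reduced and fell in Depleted (-2.35, adjusted p = 8.1e-06), and LHCA2 at -0.05, adjusted p = 0.97 in Reduced and -6.73, adjusted p = 3.0e-05 in Depleted. LHCA2 and LHCA5 are annotated on isoforms of one assembled gene, which may share reads. LHCB7 stood at 47.6 ± 19.5 in Replete and at 0 in all Depleted libraries, at least 93.7-fold lower against a floor of 3 counts over the group (adjusted p = 6.7e-05), with -1.52, adjusted p = 0.0862 in Reduced. LHCB5 passed in neither (-0.21, adjusted p = 0.65, and -1.09, adjusted p = 0.0106). Of 35 tested antenna transcripts, 0 rose, 19 fell and 16 did not pass in Reduced and 0 rose, 33 fell and 2 did not pass in Depleted. Of the 5 LHCA transcripts, 0 rose, 3 fell and 2 did not pass in Reduced and 0 rose, 5 fell and 0 did not pass in Depleted, and of the 30 LHCB transcripts 0 rose, 16 fell and 14 did not pass, and 0 rose, 28 fell and 2 did not pass. Adjusted over each list alone, antenna transcripts had 1 up and 28 down in Reduced and 0 up and 34 down in Depleted, LHCA 1 up and 3 down and 0 up and 5 down, and LHCB 0 up and 25 down and 0 up and 29 down. Rises were 0 by edgeR in each, against 1 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 1 by limma-voom for the antenna transcripts in Reduced and 0 by each of these in Depleted. The 5 libraries of one group and the 5 of the other did not overlap in these calls, except for LHCB6 in Reduced. LHCB4 (log2 fold change -2.42, adjusted p = 2.2e-06) and LHCA1 (1.16, adjusted p = 0.00156) passed in Reduced without Reduced replicate 3. LHCB1 (-1.51, adjusted p = 0.0067) and LHCB2 (-1.75, adjusted p = 0.0053) did not pass in Reduced once Reduced replicate 1 was left out. LHCB1 did not pass in Reduced without Reduced replicate 2 (-1.60, adjusted p = 0.00558) or without Replete replicate 5 (-1.39, adjusted p = 0.00503). LHCB5 passed in Depleted without Replete replicate 2 (-1.25, adjusted p = 0.00452). LHCB3, LHCA4, LHCB6 and LHCA5 lost their Reduced calls in 8, 10, 8 and 4 of the 15 fits that leave out 1 library. For the antenna transcripts, counts ran from 0 (14 of the 15 fits) to 1 (without Reduced replicate 3) up in Reduced and 1 (without Reduced replicate 1) to 29 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. The LHCA family ran from 0 (14 of the 15 fits) to 1 (without Reduced replicate 3) up in Reduced and 0 (4 of the 15 fits) to 3 (3 of the 15 fits) down in Reduced. The LHCB family ran from 1 (without Reduced replicate 1) to 26 (without Reduced replicate 3) down in Reduced.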

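Chlorophyll synthesis genes fell more often than they rose in Depleted, and some of the falls were large. The uroporphyrinogen decarboxylase hemE, an early step of heme and chlorophyll synthesis, had a pair of transcripts among the largest falls. hemE g12590_i1 held 4619.6 ± 259 in Replete, 908 ± 1338 in Reduced and 8.55 ± 5.23 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes -2.35, adjusted p = 0.0144 in Reduced and -9.004, SE 0.95, adjusted p = 1.5e-06 in Depleted, edgeR's quasi-likelihood test), and hemE g13715_i0 5577 ± 816 in Replete, 895 ± 1605 in Reduced and 17.7 ± 4.49 in Depleted (-2.64, adjusted p = 0.0201, and -8.28, SE 1.07, adjusted p = 1.2e-05). CPOX, which acts on coproporphyrinogen in the next step, fell in its transcript g14828_i3 from 293 ± 206 to 35.8 ± 52.5 and 18.6 ± 11.4 (-3.07, SE 0.68, adjusted p = 0.00316, and -3.98, SE 0.71, adjusted p = 2.7e-04). Of 28 tested porphyrin and chlorophyll transcripts, 3 rose, 8 fell and 17 did not pass in Reduced and 6 rose, 21 fell and 1 did not pass in Depleted, and of 8 carotenoid transcripts, 1 rose, 2 fell and 5 did not pass (2 up and 1 down with total counts only) and 1 rose, 6 fell and 1 did not pass. Adjusted over each list alone, these were 5 up and 12 down, 6 up and 21 down, 2 up and 4 down and 1 up and 6 down, in lists the study chose on these libraries. In each of these calls, the groups of 5 libraries lay wholly apart. hemE (g12590_i1) (log2 fold change -3.89, adjusted p = 3.0e-07) and hemE (g13715_i0) (-4.96, adjusted p = 1.0e-09) passed in Reduced in the fit without Reduced replicate 3. CPOX lost its Reduced call in 9 of the 15 fits that leave out 1 library. For the porphyrin and chlorophyll transcripts, counts ran from 3 (14 of the 15 fits) to 5 (without Reduced replicate 3) up in Reduced and 1 (without Reduced replicate 4) to 17 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. The carotenoid transcripts ran from 0 (7 of the 15 fits) to 2 (without Reduced replicate 3) up in Reduced and 0 (3 of the 15 fits) to 6 (without Reduced replicate 3) down in Reduced.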

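Most carbon fixation transcripts fell in Depleted, and 14 of 33 did in Reduced. Of 33 tested carbon fixation transcripts of Table S4, 0 rose, 14 fell and 19 did not pass in Reduced, 1 rose, 25 fell and 7 did not pass in Depleted and 1 rose, 20 fell and 12 did not pass in Depleted against Reduced, by edgeR's quasi-likelihood test (1 up and 17 down, 1 up and 27 down and 1 up and 22 down when adjusted over the list alone, in a list chosen by the study on these libraries). Their median log2 fold change was -0.73 in Reduced and -3.70 in Depleted. The small subunit of Rubisco, rbcS, the enzyme that binds carbon dioxide, was at 56350.0 ± 5100.4 in Replete and 52983 ± 6982 in Reduced (mean normalized counts ± SD, n = 5; -0.09, adjusted p = 0.64), and fell to 4347 ± 782 in Depleted (-3.70, SE 0.14, adjusted p = 2.2e-11). All 5 rbcS transcripts fell in Depleted and 2 in Reduced. The count of 0 rises in Reduced stands beside 1 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 1 by limma-voom. No library of one group lay within the range of the other group. For the Carbon fixation group, counts ran from 0 (13 of the 15 fits) to 1 (2 of the 15 fits) up in Reduced, 9 (5 of the 15 fits) to 18 (without Reduced replicate 3) down in Reduced and 0 (4 of the 15 fits) to 3 (2 of the 15 fits) up in Depleted when 1 library at a time was left out. Its counts in Depleted against Reduced ran from 1 (4 of the 15 fits) to 3 (without Reduced replicate 3) up.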

Genes involved in carbon fixation were 27.6% and 59.2% DE in Reduced and Depleted, respectively (Fig. 3, Table 2). Genes from the Calvin cycle were all downregulated under nutrient restrictions (*ALDO, SBPase, FBP, GAPA, glpX, GPT, PGK, rbcS, rpiA, TPI*) and two out of five genes from the C4-dicarboxylic acid cycle were downregulated (*pckA, GPT*). In addition, starch and sucrose metabolism were 13.9% and 21.5% DE in Reduced and Depleted, respectively (Supplementary materials Table S4). 

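Several Calvin cycle genes fell to a small part of their level in Depleted, while FBP and GPT did not pass there. PGK fell from 22558 ± 3655 to 95.4 ± 24.3 (mean normalized counts ± SD, n = 5 each; log2 fold change -7.88, SE 0.28, adjusted p = 1.1e-11, edgeR's quasi-likelihood test) and SBP, the sedoheptulose bisphosphatase, from 26662 ± 3323 to 323 ± 41.7 (-6.37, SE 0.28, adjusted p = 9.1e-11). A second SBP transcript, g1158_i2, stood at 392 ± 177 in Replete and at 0 in all Depleted libraries, at least 770.0-fold lower against a floor of 3 counts over the group (adjusted p = 5.6e-07). ALDO and rpiA fell in Depleted by 4.46 and 5.79 on the log2 scale (adjusted p = 4.2e-10 and 9.3e-09). In Reduced ALDO, SBP, PGK and rpiA lay at -0.74, -0.70, -0.83 and -1.04 (adjusted p = 0.00974, 0.0257, 0.00616 and 0.0178) and did not pass. glpX and TPI, a bisphosphatase and the triose phosphate isomerase, fell in both (-3.59, adjusted p = 8.6e-05 and -0.99, adjusted p = 4.6e-04 in Reduced, -6.25, adjusted p = 6.2e-07 and -1.59, adjusted p = 1.9e-06 in Depleted). The bisphosphatase FBP and the alanine transaminase GPT fell in Reduced (-2.22, adjusted p = 0.00234, and -1.21, adjusted p = 0.00103) and were at -1.43, adjusted p = 0.0164 and -0.81, adjusted p = 0.00764 in Depleted. GPT and the chlorophyll gene chlI are annotated on isoforms of one assembled gene, which may share reads. Of the C4 cycle, the carboxykinase pckA fell in both (-2.20, adjusted p = 1.8e-04, and -1.28, adjusted p = 0.00304). All 5 libraries lay on one side of the other 5 in each of these calls. ALDO (log2 fold change -0.89, adjusted p = 0.00132), SBP (-0.92, adjusted p = 0.00127) and PGK (-0.93, adjusted p = 0.00209) passed in Reduced with Reduced replicate 3 left out. FBP (-1.43, adjusted p = 6.4e-06) and GPT (-0.81, adjusted p = 0.00384) passed in Depleted, again without that library. PGK passed in Reduced without Reduced replicate 2 (-0.97, adjusted p = 0.00358). GPT passed in Depleted without Replete replicate 5 (-0.91, adjusted p = 0.00404). FBP lost its Reduced call in 6 of the 15 fits that leave out 1 library. pckA lost its Depleted call in 7 of these fits.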

Four genes were downregulated (*scrK, BAM, SPP, TPS*) and three genes were upregulated (*cd, PYG, BAM*) in both nutrient restrictions. In the Depleted, an amylase (*AMY*) had increased expression while starch synthase was downregulated. These expression patterns suggest the degradation of storage sugars and the downregulation of their synthesis pathways. 

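The phosphorylase PYG and the amylase AMY rose in Depleted, while 4 of 6 starch synthase transcripts fell. The glycogen and starch phosphorylase PYG rose from 704 ± 150.4 to 4464 ± 407 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold change 2.67, SE 0.25, adjusted p = 3.7e-07, edgeR's quasi-likelihood test), with 0.83, adjusted p = 0.0136 in Reduced, and the amylase AMY from 283 ± 70.5 to 782 ± 60.1 (1.47, SE 0.33, adjusted p = 0.00189; 0.08, adjusted p = 0.89 in Reduced). The starch synthase glgA in its most abundant transcript stood at 2940.2 ± 229 in Replete, 3970.5 ± 923 in Reduced and 331 ± 34.5 in Depleted (0.43, adjusted p = 0.026 in Reduced and -3.15, SE 0.15, adjusted p = 2.2e-10 in Depleted). In Depleted 4 of 6 glgA transcripts fell and none rose, and in Reduced 1 rose and 1 fell. The glgA transcript g8985_i0 fell in both, with 1357 reads over the Replete libraries and 1 over the Depleted ones, a ratio of 1973 (95% counting interval 354 to 77997) (adjusted p = 1.5e-05; in Reduced -3.90, adjusted p = 0.00161). The beta-amylase BAM rose in both in its most abundant transcript (0.44, adjusted p = 0.00244, and 0.71, adjusted p = 1.4e-05), while 2 other BAM transcripts fell in Depleted. The fructokinase scrK fell in both (-0.68, adjusted p = 0.00366, and -1.49, adjusted p = 1.6e-06), and the trehalose phosphate synthase TPS fell in Reduced (-1.35, adjusted p = 3.7e-04) and was at -0.77, adjusted p = 0.00862 in Depleted. Of 30 tested starch and sucrose transcripts, 5 rose, 7 fell and 18 did not pass (8 up and 4 down with total counts only) in Reduced and 6 rose, 15 fell and 9 did not pass in Depleted (6 up and 8 down, and 7 up and 16 down, adjusted over the list alone). The ranges of the groups did not overlap in each of these calls. PYG (log2 fold change 1.02, adjusted p = 6.2e-05) passed in Reduced without Reduced replicate 3. TPS (-0.77, adjusted p = 1.4e-05) passed in Depleted, also without it. glgA (g8985_i0) did not pass in Reduced without Depleted replicate 2 (-3.90, adjusted p = 0.00694) or without Reduced replicate 4 (-3.67, adjusted p = 0.00557). AMY did not pass in Depleted without Replete replicate 1 (1.43, adjusted p = 0.00622), Replete replicate 2 (1.43, adjusted p = 0.00634) or without Replete replicate 4 (1.43, adjusted p = 0.00621). BAM and scrK lost their Reduced calls in 6 and 10 of the 15 fits that leave out 1 library. For the Starch and sucrose group, counts ran from 3 (6 of the 15 fits) to 8 (without Reduced replicate 3) up in Reduced and 2 (without Reduced replicate 4) to 11 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out.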

Overall, the photosynthetic pathways were more profoundly impacted in Depleted, with 93% of downregulated genes being more strongly DE in Depleted than in Reduced (Supplementary materials Table S4).

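Nearly all members of the photosynthesis list that fell did so by more in Depleted. Of 143 tested members called down in either comparison, 93.7% had the larger fall in Depleted and 9 did not. Of all 174 tested members 148 (85.1%) had the lower log2 fold change there. In the test of the difference itself, Depleted against Reduced by edgeR's quasi-likelihood test, 112 members were down and 8 up. Of the 9 exceptions, FBP, GPT, pckA, HK and a pair of TPS transcripts were not called between Reduced and Depleted, and a transcript each of rpiA, AMY and PGM2 that fell in Reduced was higher in Depleted. For FBP, GPT, pckA and TPS g2578_i0 the log2 fold changes from Reduced to Depleted were 0.79, 0.40, 0.92 and 0.58, with adjusted p = 0.21, 0.20, 0.046 and 0.0587. Among the further falls, PGK, LHCA2, hemE g12590_i1, petE and SBP g1158_i1 had -7.05, -6.68, -6.66, -5.94 and -5.67 (adjusted p at most 7.0e-05). FBP (log2 fold change 1.80, adjusted p = 6.4e-06) and TPS (0.93, adjusted p = 1.1e-05) passed in Depleted against Reduced once Reduced replicate 3 was left out. The percentage ran from 89.0 without Reduced replicate 3 to 96.4 without Reduced replicate 4.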

### Differential expression of genes involved in respiration and central carbon metabolism (Fig. 4)

To further investigate the alga’s potential metabolic shift, due to the apparent downregulation of photosynthetic carbon fixation, we further focused on the respiratory electron transport chain (RETC) and central carbon metabolism. Both pathways revealed differential expression among the *P. cristatum* transcriptomes. For the RETC, 4.4% and 13.3% of the genes found in the assembly were significantly upregulated in Reduced and Depleted, respectively (Table 2, Supplementary materials Table S5). 

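Central carbon genes changed in both directions in Depleted. Of 88 tested transcripts of the central carbon list (Table S5), 6 rose, 20 fell and 62 did not pass in Reduced, 33 rose, 34 fell and 21 did not pass (38 up and 17 down with total counts only) in Depleted and 30 rose, 15 fell and 43 did not pass in Depleted against Reduced, by edgeR's quasi-likelihood test, or 12 up and 30 down, 34 up and 38 down and 32 up and 19 down when adjusted over the list alone. The study chose the list by change in these libraries. With only the 2 groups compared in the fit, 3 members rose and 9 fell in Reduced. Of 19 tested transcripts of oxidative phosphorylation, the respiratory chain and its ATP synthase, 2 rose, 1 fell and 16 did not pass in Reduced and 8 rose, 9 fell and 2 did not pass (8 up and 4 down with total counts only) in Depleted (4 up and 3 down, and 8 up and 9 down). In Reduced the calls were rises of a COX2 transcript and the ATP synthase subunit ATPeF1A and a fall of another COX2 transcript. For the central carbon list, counts ran from 4 (6 of the 15 fits) to 13 (without Reduced replicate 3) up in Reduced and 12 (without Reduced replicate 4) to 29 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. The oxidative phosphorylation transcripts ran from 1 (7 of the 15 fits) to 4 (without Reduced replicate 3) up in Reduced and 0 (6 of the 15 fits) to 3 (without Reduced replicate 3) down in Reduced.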

Interestingly, each complex of the RETC was represented by a gene that was significantly DE in Depleted but not Reduced, illustrating a more profound change in Depleted. 

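Complexes I to V of the respiratory chain each held transcripts called in Depleted by edgeR's quasi-likelihood test. In complex I, the NADH dehydrogenase, NDUFS3 rose and NDUFA2 and NDUFAB1 fell. In complex II, the succinate dehydrogenase, SDHA and SDHB rose. Complex III was represented by CYTB, the cytochrome b gene of the mitochondrial genome, which fell. In complex IV, the cytochrome c oxidase, both COX15 transcripts and a COX2 transcript rose, and coxA and a further COX2 transcript fell, while COX6A did not pass. In complex V, the ATP synthase, ATPeF1A rose, ATPeF1B and ATPeF0O fell and ATPeF0A did not pass. Of these, the COX2 pair and ATPeF1A were also called in Reduced. Whether each response differed between Reduced and Depleted was tested in Depleted against Reduced, where 3 of the 19 oxidative phosphorylation transcripts rose and 3 fell.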

The central carbon metabolism of *P. cristatum* contained complete pathways for the tricarboxylic acid (TCA) cycle and glycolytic pathways. Among the transcripts involved in the TCA cycle, 15.2% and 25.8% were DE in Reduced and Depleted, respectively (Table 2). 

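The citrate cycle, which oxidises acetyl-CoA in the mitochondrion, had few changes in Reduced and mostly rises in Depleted. Of 16 tested citrate cycle transcripts, 1 rose, 3 fell and 12 did not pass in Reduced, 12 rose, 1 fell and 3 did not pass in Depleted and 10 rose, 0 fell and 6 did not pass in Depleted against Reduced, by edgeR's quasi-likelihood test. Adjusted over the list alone these were 2 up and 6 down, 13 up and 2 down and 12 up and 0 down, in a list chosen by the study on these libraries. Over the cycle's transcripts the median log2 fold change was -0.44 in Reduced and 1.35 in Depleted. The count of 0 falls from Reduced to Depleted stands beside 0 at an unadjusted p under 0.05 and 0 by the DESeq2 Wald test and by limma-voom. For the citrate cycle transcripts, counts ran from 1 (13 of the 15 fits) to 2 (2 of the 15 fits) up in Reduced, 3 (13 of the 15 fits) to 5 (without Replete replicate 3) down in Reduced and 1 (12 of the 15 fits) to 2 (3 of the 15 fits) down in Depleted when 1 library at a time was left out.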

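Genes of 4 key enzymes of the citrate cycle rose in Depleted and were not called up in Reduced, while IDH1 passed in neither condition. The oxoglutarate dehydrogenase OGDH, which makes succinyl-CoA, rose in Depleted from 956 ± 96.3 to 3745 ± 416 (mean normalized counts ± SD, n = 5 each; log2 fold change 1.97, SE 0.12, adjusted p = 5.5e-09, edgeR's quasi-likelihood test), with -0.33, adjusted p = 0.0495 in Reduced and 2.30, adjusted p = 2.0e-09 from Reduced to Depleted. The aconitases acnB and ACO, which isomerise citrate, rose in Depleted (1.74, SE 0.10, adjusted p = 1.2e-09, and 1.10, SE 0.16, adjusted p = 3.8e-05), and the succinate dehydrogenase subunits SDHA and SDHB did so too (1.84, SE 0.21, adjusted p = 3.2e-06, and 0.73, SE 0.15, adjusted p = 8.3e-04). In Reduced these 4 were at 0.05, adjusted p = 0.75, 0.18, adjusted p = 0.44, -0.17, adjusted p = 0.58 and 0.59, adjusted p = 0.00778. The citrate synthase CS, at 5.31 ± 5.95 in Replete, 0.162 ± 0.362 in Reduced and 79.4 ± 10.7 in Depleted, rose in Depleted (3.91, SE 0.53, adjusted p = 2.0e-05). Over the Reduced libraries it held 1 read against 21 in Replete, a ratio of 24 (95% counting interval 4 to 1011) with Replete the higher (adjusted p = 0.00774). The isocitrate dehydrogenase IDH1, the remaining key enzyme, held 2097 ± 221 in Replete, 264 ± 477 in Reduced and 1767 ± 220.4 in Depleted and passed in neither (-2.999, adjusted p = 0.00983, and -0.25, adjusted p = 0.81). In each of these calls, each library of one group lay beyond all 5 of the other. SDHB (log2 fold change 0.66, adjusted p = 0.00267) and IDH1 (-5.38, adjusted p = 1.6e-10) passed in Reduced in the fit without Reduced replicate 3. SDHB passed in Reduced without Replete replicate 1 (0.72, adjusted p = 0.00192). CS passed in Reduced without Replete replicate 3 (adjusted p = 0.00275). From rising genes of the citrate cycle and of key glycolytic enzymes, beside falling gluconeogenesis and pentose phosphate genes, the paper reasons that catabolic processes were activated.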

The genes of four of the five key enzymes controlling the TCA cycle—citrate synthase, aconitate hydratase, oxoglutarate dehydrogenase, and succinate dehydrogenase [62]—were upregulated under nutrient restrictions, particularly in the Depleted treatment. 

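Pentose phosphate genes, which supply NADPH and ribose, fell more often than they rose. Of 18 tested transcripts, 1 rose, 6 fell and 11 did not pass in Reduced, 3 rose, 9 fell and 6 did not pass (6 up and 5 down with total counts only) in Depleted and 7 rose, 6 fell and 5 did not pass in Depleted against Reduced, by edgeR's quasi-likelihood test. The median log2 fold change of the pathway was -0.93 in Reduced and -0.51 in Depleted. Of 10 transcripts of pentose and glucuronate interconversion, 0 rose, 1 fell and 9 did not pass in Reduced and 4 rose, 4 fell and 2 did not pass in Depleted. Adjusted over each list alone, the first pathway had 3 up and 8 down, 3 up and 9 down and 7 up and 7 down, and the second 0 up and 1 down and 4 up and 5 down, with both lists chosen by the study on these libraries. The count of 0 in Reduced stands beside 1 at an unadjusted p under 0.05, 0 by the DESeq2 Wald test and 1 by limma-voom. For the pentose phosphate transcripts, counts ran from 1 (14 of the 15 fits) to 3 (without Reduced replicate 3) up in Reduced and 1 (without Reduced replicate 4) to 8 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. The interconversion transcripts ran from 0 (14 of the 15 fits) to 1 (without Replete replicate 5) up in Reduced, 1 (14 of the 15 fits) to 3 (without Reduced replicate 3) down in Reduced and 2 (5 of the 15 fits) to 5 (without Reduced replicate 3) down in Depleted.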

The pentose phosphate pathway was similarly DE in both Reduced and Depleted with 23.2% and 24.6% of the pathway, respectively, 80% of which were downregulated. For glycolysis, 16.9% and 27.4% of the genes were DE in Reduced and Depleted, respectively, with most genes downregulated. However, the few upregulated transcripts (*pfkA, PK, frmA, ALDH*) corresponded to key enzymes whose activity affects the rate of glycolysis, or the conversion of pyruvate to acetate for entry into the TCA cycle as acetyl-CoA, a rate-limiting substrate [63].

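Within glycolysis, the listed transcripts of the glycolytic and the plastid glyceraldehyde phosphate dehydrogenase went in opposite directions in Depleted. The study listed them for change in these libraries, so their directions are not independent evidence. The sums here leave out any other transcript of either form. The 4 transcripts of GAPDH, the NAD-dependent glycolytic enzyme, summed to 25.6 ± 7.44 normalized counts in Replete, 35.9 ± 9.60 in Reduced and 13737 ± 1107 in Depleted (mean ± SD, n = 5 each), and the 6 transcripts of GAPA, the NADPH-dependent Calvin cycle enzyme, to 64163 ± 4521, 39479.5 ± 8973 and 1137 ± 251. The most abundant GAPDH transcript in Depleted, g23999_i0, rose from 15.4 ± 5.21 to 7969 ± 476 (log2 fold change 9.01, SE 0.23, adjusted p = 7.0e-13, edgeR's quasi-likelihood test; 0.48, adjusted p = 0.11 in Reduced), and g12516_i1 by 8.74, SE 0.48, adjusted p = 9.6e-10. GAPDH g12516_i3 was at 0 in all Replete libraries and at 1195 ± 247 in Depleted, at least 1622-fold higher against a floor of 3 counts over the group (adjusted p = 6.8e-08), and g12516_i0 had 1 read over Replete and 1316 over Depleted, a ratio of 905 (95% counting interval 162 to 35773) (adjusted p = 1.9e-10). The most abundant GAPA transcript fell in Reduced from 44324 ± 4882 to 27253 ± 5999.7 (-0.70, SE 0.16, adjusted p = 0.00398) and to 843 ± 168 in Depleted (-5.72, SE 0.20, adjusted p = 1.0e-11). All 4 GAPDH transcripts rose in Depleted and none passed in Reduced (2 at an unadjusted p under 0.05, 0 by the DESeq2 Wald test and 0 by limma-voom up). GAPDH g12516_i0, g12516_i1 and g12516_i3 are isoforms of one assembled gene, which may share reads. Of the 6 GAPA transcripts, 0 rose, 1 fell and 5 did not pass in Reduced and 0 rose, 4 fell and 2 did not pass in Depleted (0 up and 2 down, and 0 up and 6 down, adjusted over the list alone), with 0 up at an unadjusted p under 0.05, by the DESeq2 Wald test and by limma-voom. Of 31 tested transcripts of glycolysis and gluconeogenesis, 3 rose, 9 fell and 19 did not pass in Reduced and 9 rose, 13 fell and 9 did not pass (11 up and 8 down with total counts only) in Depleted (5 up and 12 down, and 9 up and 13 down), in a list the study chose on these libraries. The 5 libraries of one group and the 5 of the other did not overlap in each of these calls. GAPA lost its Reduced call in 10 of the 15 fits that leave out 1 library. For the GAPA family, counts ran from 0 (10 of the 15 fits) to 2 (3 of the 15 fits) down in Reduced when 1 library at a time was left out. The glycolysis transcripts ran from 2 (7 of the 15 fits) to 6 (without Reduced replicate 3) up in Reduced and 8 (5 of the 15 fits) to 15 (without Reduced replicate 3) down in Depleted.

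**Figure D4:**
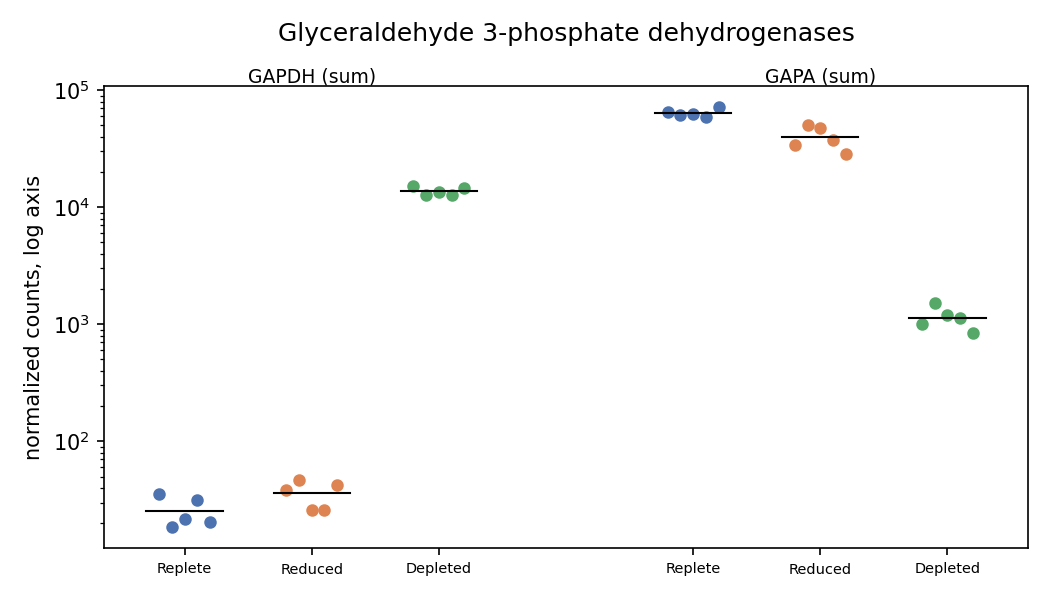
Summed normalized counts of the listed GAPDH and GAPA transcripts in each library of Replete, Reduced and Depleted, on a log axis, with a line at each mean. In Depleted the means are 13737 for GAPDH and 1137 for GAPA.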

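The 3 enzymes pfkA, PK and frmA rose in Depleted. pfkA, the phosphofructokinase that commits sugar to glycolysis, rose from 80.6 ± 19.0 to 1024 ± 100.2 (mean normalized counts ± SD, n = 5 each; log2 fold change 3.66, SE 0.20, adjusted p = 1.2e-09, edgeR's quasi-likelihood test), was at -0.81, adjusted p = 0.00706 in Reduced, and rose from Reduced to Depleted (4.48, SE 0.21, adjusted p = 4.6e-10). The pyruvate kinase PK rose from 65.1 ± 34.5 to 233 ± 31.2 (1.86, SE 0.33, adjusted p = 2.7e-04; 1.15, adjusted p = 0.0157 in Reduced) and the alcohol dehydrogenase frmA from 534 ± 109 to 896 ± 43.5 (0.75, SE 0.15, adjusted p = 6.1e-04; 0.57, adjusted p = 0.00834 in Reduced). The aldehyde dehydrogenase ALDH, in its transcript with the larger mean, stood at 31.3 ± 27.9 in Replete, 3.20 ± 3.28 in Reduced and 32.9 ± 2.29 in Depleted, a fall in Reduced (-3.27, SE 0.63, adjusted p = 0.00125), 0.07, adjusted p = 0.92 in Depleted and a rise from Reduced to Depleted (3.34, SE 0.63, adjusted p = 8.1e-04). Its second transcript rose in Reduced and did not pass in Depleted. The groups of 5 libraries lay wholly apart in these calls, except for ALDH in Reduced. PK (log2 fold change 1.37, adjusted p = 5.1e-04) and frmA (0.66, adjusted p = 0.00105) passed in Reduced with Reduced replicate 3 left out. pfkA passed in Reduced without Reduced replicate 5 (-1.03, adjusted p = 0.00133). PK passed in Reduced without Replete replicate 3 (1.51, adjusted p = 0.00216). frmA passed in Reduced without Replete replicate 5 (0.70, adjusted p = 0.0012).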

### Differential expression of genes involved in nutrient uptake and assimilation

Nitrogen metabolism was represented by the downregulation of genes encoding transporters (*NRT*, *pstN*) and enzymes involved in the assimilation of NOx (*nirA, norB*), but the upregulation of genes involved in amino acid cycling (*fmdS, GDH2, GLT1;*Supplementary materials Table S6*)*. In contrast, 20% of phosphate-associated transporters had increased expression levels in both nutrient restrictions, including a sodium-dependent phosphate cotransporter (*SLC34A*), known to be upregulated in phosphate-deprived diatom cells [64] and a substrate-binding subunit of the high-affinity phosphate transport system (*pstS*). Furthermore, alkaline phosphatase D (*phoD*), involved in the hydrolysis of dissolved organic phosphate, was upregulated in both nutrient restrictions (Supplementary materials Table S6).

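Genes of nitrate use fell to a fraction of their level in Depleted, and a glutamate synthase rose from near 0. The nitrate and nitrite transporter NRT went from 6404 ± 601 in Replete to 503 ± 1078 in Reduced and 9.51 ± 3.98 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes -3.68, adjusted p = 0.0278 in Reduced and -9.37, SE 1.60, adjusted p = 1.7e-04 in Depleted, edgeR's quasi-likelihood test). The nitrite reductase nirA, which makes ammonium in the plastid, held 1216 ± 445 in Replete, 97.6 ± 195 in Reduced and 3.81 ± 5.30 in Depleted (-3.67, adjusted p = 0.00861, and -8.14, SE 1.28, adjusted p = 8.6e-05), and both of its transcripts fell in Depleted. GLT1, the NADH-dependent glutamate synthase, held 3.98 ± 2.95 in Replete, 1.49 ± 1.38 in Reduced and 907 ± 302 in Depleted, a rise in Depleted (7.82, SE 0.37, adjusted p = 2.2e-10; -1.34, adjusted p = 0.17 in Reduced). The glutamate dehydrogenase GDH2, at 2.40 ± 2.44 in Replete, 8.50 ± 6.91 in Reduced and 14.8 ± 13.2 in Depleted, did not pass (1.72, adjusted p = 0.13, and 2.49, adjusted p = 0.0164). Of 10 tested nitrogen metabolism transcripts within the first 1952 of the 5897 rows of Table S6, the part used here, 1 rose, 0 fell and 9 did not pass in Reduced and 3 rose, 3 fell and 4 did not pass in Depleted (1 up and 0 down, and 3 up and 5 down, adjusted over the list alone, which the study chose on these libraries). The 0 falls in Reduced stand beside 7 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 4 by limma-voom. norB had too few reads to be tested, and pstN and fmdS are not in the rows used. In each of these calls, no library of one group lay within the range of the other group. NRT (log2 fold change -8.30, adjusted p = 3.3e-11) and nirA (-6.77, adjusted p = 3.1e-08) passed in Reduced without Reduced replicate 3. For the Nitrogen metabolism group, counts ran from 0 (2 of the 15 fits) to 1 (13 of the 15 fits) up in Reduced, 0 (14 of the 15 fits) to 3 (without Reduced replicate 3) down in Reduced and 3 (12 of the 15 fits) to 5 (without Reduced replicate 3) down in Depleted when 1 library at a time was left out. The paper proposes that nitrate uptake genes fell because prey supplied amino acids.

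**Figure D5:**
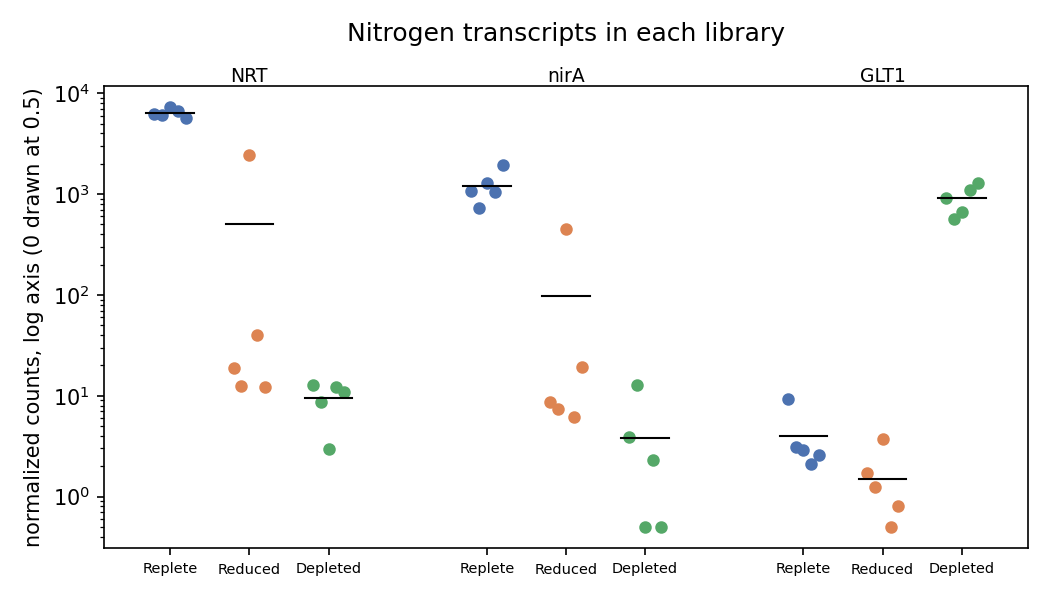
Normalized counts of NRT, nirA and GLT1 in each library of Replete, Reduced and Depleted on a log axis, with counts of 0 drawn at 0.5. NRT stands at 2432 in Reduced replicate 3 and at 20.8 on average in the other 4 Reduced libraries.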

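The phosphate-binding protein gene pstS was low throughout and rose in Reduced. It had mean normalized counts of 0.703 ± 0.986 in Replete, 25.2 ± 13.4 in Reduced and 8.69 ± 8.43 in Depleted (± SD, n = 5 each). Its reads, 3 over the Replete libraries, 123 over Reduced and 57 over Depleted, give ratios to Replete of 35 (95% counting interval 12 to 173) in Reduced (adjusted p = 9.4e-04, edgeR's quasi-likelihood test) and 13 (95% counting interval 4 to 65) in Depleted (adjusted p = 0.00801). pstS is a component of bacterial uptake systems. Over the deviations of 13 libraries from their condition means, its transcript had r = 0.591 with the mean of a list of such transcripts. That mean includes pstS itself, so the value does not show that pstS varied with the other members. A SLC34A transcript is not in the part of Table S6 used here. All 5 libraries lay on one side of the other 5. pstS passed in Depleted without Reduced replicate 4 (adjusted p = 0.00413).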

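The alkaline phosphatase phoD, which frees phosphate from organic compounds, rose alike in both conditions. It went from 21.8 ± 11.2 in Replete to 84.2 ± 34.9 in Reduced and 85.1 ± 20.4 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes 1.99, SE 0.39, adjusted p = 0.00143, and 1.99, SE 0.39, adjusted p = 5.8e-04, edgeR's quasi-likelihood test), and from Reduced to Depleted it was at 0.01, adjusted p = 0.99. The ranges of the groups did not overlap in these calls, except for phoD in Reduced. phoD did not pass in Reduced without Replete replicate 2 (log2 fold change 1.81, adjusted p = 0.00538) or without Replete replicate 4 (1.82, adjusted p = 0.0052). The paper proposes from phosphate transporters and phoD that the alga was limited by phosphate despite feeding.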

## Discussion

Our study showed that the increased bacterivory by the prasinophyte *P. cristatum* under nutrient depletion coincided with the upregulation of pathways involved in ingestion and digestion, as well as a concurrent downregulation of genes involved in photophosphorylation, carbon fixation and the biosynthesis of pigments and starch (Fig. 5). These results suggest a potential reduction in photosynthetic activity while bacterivory increased as the cultures experienced nutrient depletion. Hence our transcriptomic data do not support our initial hypothesis that *P. cristatum* would use bacterial prey as an alternative source of nutrients to maintain photosynthetic carbon fixation as found in other obligate phototroph mixoplankton [13, 39, 40].

**Figure 5:**
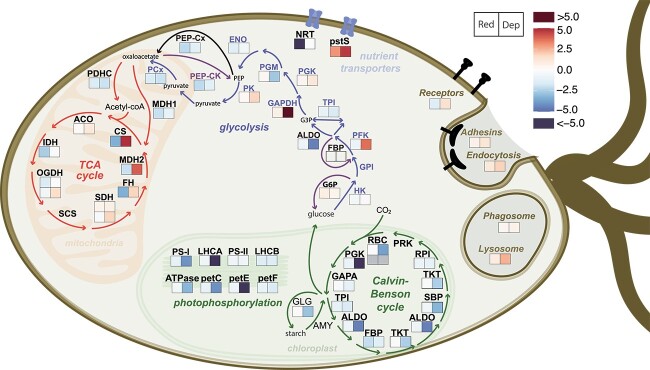
Summary diagram of the pathways affected by differential gene expression patterns in *P. cristatum* under reduced nutrient and depleted nutrient conditions. Squares display the level of up- or downregulation compared to the replete reference transcriptome. The color scale reflects the log2 fold-change values obtained with DESeq2. Under gene groups lysosome, phagosome, endocytosis, and receptors, squares represent the average log2 fold-change value of all up-regulated genes in that category. For gene groups PS-I, PS-II, LHCA, and LHCB, squares represent the average log2 fold-change value of all DE genes. Data represent the means of five biological replicates. Fold-change values, gene IDs and acronyms for the enzyme/protein names are referenced in Supplementary Table S5. “Red”, nutrient reduced condition; “Dep”, nutrient depleted condition.

As the nutrient restriction treatments were exposed to decreasing concentrations of nutrients over time, feeding frequency increased, allowing cultures to grow at rates similar to the nutrient replete treatment for 16 days. These results corroborate previous findings suggestive of inducible phagotrophy [17] in members of the pyramimonadales [27, 65]. Furthermore, the transcriptional responses reflected the physiological changes observed in the growth and feeding experiments. Cultures in f/20 showed progressively stronger gene expression changes in response to decreasing nutrient concentrations, as growth persisted in Depleted beyond Day 11. The greater differential expression of photosynthetic and phagotrophic pathways in Depleted reflected the drastic increase in feeding frequency observed at Day 16 compared to Day 11. Our comparative transcriptomic study therefore captured the shift in gene expression as *P. cristatum* adjusted the relative contribution of phototrophy and phagotrophy to its metabolism*.*

### Comparing the transcriptomic behavior of *P. cristatum* to other constitutive mixoplankton

The transcriptional response of *P. cristatum* to low nutrient concentrations is distinct from that of other constitutive mixoplankton taxa that have been characterized to date. The downregulation of genes involved in photosynthetic metabolic pathways that occurred during increased feeding frequency seems comparable to that of the chrysophyte *Ochromonas* BG-1 [21]. However, the latter is a primarily phagotrophic algae and only relies on photosynthesis for carbon assimilation when prey are limiting growth [16]. *Ochromonas* BG-1 grows in the dark [21], which *P. cristatum* and other prasinophytes are not capable of [12, 27, 28, 66].

Even compared to other obligately photosynthetic taxa, *P. cristatum*’s transcriptional response to low nutrient concentrations is distinct. For example, the dinoflagellate *Prorocentrum shikokuense* upregulates genes involved in the Calvin-Benson cycle, which physiologically transpires as an increase in autotrophic carbon fixation, despite increased bacterivory to compensate for nitrogen limitation [39]. The haptophyte *P. parvum* also uses bacterivory to obtain nitrogen but relies on photosynthetic carbon fixation for growth [13] and likely only assimilates prey carbon for cell maintenance [20]. While one prior study investigated the transcriptomic responses of two prasinophyte species—*Micromonas polaris* and *Pyramimonas tychotreta*—to reduced nutrient concentrations [33], comparing their results with ours regarding changes in gene expression is problematic for multiple reasons. Firstly, the authors used the fold-change differences instead of our more conservative *p*-value approach in identifying DE genes and might therefore have overestimated their number. In addition, inconsistencies among the replicate *P. tychotreta* transcriptomes under the same condition suggest an unreported data quality issue, such as contamination. Adding to the complexity, a recent study [35] shed doubt on the capacity of *M. polaris* to feed on bacteria. Consequently, further investigations of prasinophyte bacterivores are necessary to reconcile these disparities and uncertainties before comparisons can reliably be made with our data. To sum up, the transcriptional downregulation of photosynthetic pathways in *P. cristatum* when nutrient restricted, despite persistent growth, was distinct from that of any other primarily phototrophic mixoplankton reported to date. Such a unique transcriptional response categorizes this prasinophyte as a separate group of constitutive mixoplankton.

### Use of organic carbohydrates and nutrients from prey under low inorganic nutrients

The unexpected downregulation of photosynthetic genes displayed by *P. cristatum* as bacterivory increased could be attributed to the availability of organic carbohydrates from ingested prey. Indeed, the reduction of photosynthetic processes has been attributed to glucose assimilation in non-phagotrophic green algae. For example, a decline in photosynthetic efficiency and alterations to thylakoid structures, accompanied by decreasing expression levels of genes involved in photosynthesis, were observed for *Chromochloris zofingiensis* during osmotrophic mixotrophy on glucose [67]. In our study, the *P. cristatum* TCA cycle was enhanced in Depleted, in parallel to the continued downregulation of the Calvin-Benson cycle. The concurrent upregulation of key regulatory glycolytic enzymes to stimulate glycolysis, occurring in parallel to the suppression of gluconeogenesis and the pentose phosphate pathway, indicates the activation of catabolic processes in *P. cristatum*.

In addition, the transformation of key TCA cycle intermediates such as oxaloacetate and ⍺-ketoglutarate may be accelerated, due to the upregulation of citrate synthase and ⍺-ketoglutarate dehydrogenase, respectively. Anaplerotic steps of the TCA cycle, leading to the biosynthesis of the amino acids aspartate, glutamate, and their derivatives were therefore likely being bypassed. Such a skewing of the metabolic balance toward catabolic processes and away from anabolism suggests that *P. cristatum* was incorporating organic carbohydrates derived from prey into its carbon metabolism, which could explain the downregulation of genes involved in carbon fixation [68]. Phago-mixotrophic prasinophyte lineages probably retain such regulation shared with their osmo-mixotrophic relatives among the chlorophyta to control the use of photosynthesis when organic carbohydrates from prey are present inside the cell and to balance energy expenditure.

In Reduced and Depleted, phosphate and nitrate concentrations were at detection thresholds confirming that *P. cristatum* cultures were exposed to nutrient restrictions. Previously observed autotrophic responses to similar nutrient restrictions indicate that algae tend to decrease carbon fixation and chlorophyll biosynthesis while increasing the production of lipids and scavenging for limiting nutrients [67, 68]. By contrast, lipid metabolism in *P. cristatum* seemed to shift to lipid degradation (Supplementary materials), another catabolic process. Considering that the N:P ratios to which *P. cristatum* was exposed in Reduced (1.75 ± 2.06) and Depleted (5.95 ± 10.2) were below the Redfield ratio (16:1), it was expected that inorganic nitrogen would be the limiting nutrient. However, the downregulation of genes involved in nitrate uptake and assimilation during nutrient restrictions (Supplementary materials Table S6), contrasts with reactions of non-phagotrophic phytoplankton such as the diatom *Phaeodactylum tricornutum* and the chlorophyte green alga *Chlamydomonas reinhardtii*, which tend to upregulate NOx transporters as soon as nitrogen becomes limiting [67, 69].

This opposite response in *P. cristatum* could be because the mixoplankton was getting amino acids from its prey [70, 71]. The capacity to obtain organic forms of nitrogen through bacterivory, allowing it to maintain growth rates in f/20 similar to those of f/2 despite this stark decrease in available nitrate, could have mitigated a stress response affecting the expression of genes involved in nitrogen transport. In contrast, phosphate transporter genes were significantly upregulated in both Reduced and Depleted conditions, illustrating increased efforts to take up inorganic phosphate as the resource was depleted. Additionally, the upregulation of alkaline phosphatase indicates that *P. cristatum* was scavenging phosphorus from dissolved organic matter, further suggesting that the alga was phosphate limited [72], despite feeding. *P. cristatum* might have been compensating for a lower bioavailability of bacterial phosphorous compared to nitrogen, perhaps due to a lower assimilation efficiency by the algae’s metabolism. While we did not quantify the uptake of nutrients from prey and inorganic and organic nutrients, our results suggest that in low-nutrient environments, *P. cristatum* relies on all forms of phosphorous for growth.

### Characterizing phagotrophy in *P. cristatum*

Although the process of photosynthesis has been extensively studied at the molecular level, the understanding of phagocytosis remains limited. This is because the proteins involved are not conserved, are not specific to phagocytosis, and are often involved in other cellular processes [32, 50, 73]. Most of the knowledge on phagocytosis comes from what is known about the immune system of mammals and insects [74, 75]. However, recent studies on phagocytosis in unicellular eukaryotes [32, 50, 71, 76, 77] have provided new information, showing that not all phagocytic lineages share the same proteins involved in the process [32]. Our study contributes to the growing knowledge on genes involved in phagotrophy that could serve as quantifiable markers for mixotrophic activity, providing complementary approaches to the study of mixoplankton in their natural environments [78].

The predictive model [32] highlighted key phagocytotic genes in *P. cristatum*. In particular, *BBS2*, upregulated in actively feeding *P. cristatum* cultures, codes for a subunit of the Bardet–Beidl Syndrome complex (BBSome) involved in the transport of cilia membrane proteins, affecting the motility and sensory functions of cilia and possibly flagella [79]. Hence, the BBSome might have a key role in flagellar movements necessary for prey capture in prasinophytes. Cathepsins, cysteine proteases, have also been reported as essential to phagotrophic activity in small-sized planktonic eukaryotes, making up the most diverse and abundant transcripts found in marine stramenopile environmental transcriptomes [50]. Our study reveals a more complex dynamic in *P. cristatum*, with the downregulation of certain cathepsins alongside the upregulation of others, likely related to their respective function in prey digestion and substrate specificity [80], compared to other specialized processes such as autophagy [81] or protein processing [82]. Future investigations into these few pivotal “phagocytotic” genes would help refine the description of this process in prasinophytes, and likely in other mixoplankton.

Members of the Pyramimonadales, such as *P. cristatum* and *Cymbomonas tetramitiformis*, possess a feeding apparatus, located near the flagellar pit and consisting of a mouth-like opening connected by a tubular channel to a large vacuole [27, 83–85]. It has been suggested that these structures are utilized by the cell to internalize and digest bacterial prey [27]. As such, these organisms might not use the same cellular processes as amoeboid or mammalian cells to engulf bacterial prey. Nonetheless, we found upregulation of genes involved in digestion processes as well as vesicle formation and trafficking. Ciliates, who also have a defined mouth-like structure for feeding, use a form of vesicular trafficking to deliver vacuolar ATPases and digestive enzymes to the food vacuole at the base of the oral apparatus [86]. Pyramimonadales might have a similar process to support the prey digestion taking place in the permanent food vacuole. Furthermore, recognition mechanisms might be shared with the amoebozoan and opisthokont species, as indicated by the presence of a folate receptor involved in predation in *Dictyostelium* [76, 87] as well as other G-protein coupled receptors that were tightly regulated in *P. cristatum*. Similarly, the increasing upregulation of adhesion proteins between the Reduced and the Depleted conditions, suggests that *P. cristatum* required different surface adhesive molecules as nutrients became more limiting and that it relied more heavily on bacterivory.

## Conclusion

Our results suggest that obligate phototroph constitutive mixoplankton like *P. cristatum* are likely to be more heterotrophic than suspected, particularly in high-light/low-nutrient waters, such as the subtropical gyres that constitute the largest oceanic biome. Subtropical gyres have been correlated with elevated proportions of mixoplankton exhibiting high ingestion rates [4, 88, 89]. This has potential consequences on net CO_2_ fixation, as well as carbon transfer through the food chain and its export to the deep ocean [7]. The ratio of bacteria to phytoplankton cell abundance tends to increase along gradients of nutrients from coastal waters to oligotrophic open-oceans, for instance reaching values of 1300 to 2289 in the subtropical and tropical North Atlantic [34]. This provides an abundant alternative source of nutrients for mixoplankton, most likely greater than that in our *P. cristatum* cultures characterized by average ratios of 13:1. A recent metatranscriptomic study of mixoplankton communities from a nutrient-limited subtropical gyre revealed their capacity to modulate photosynthesis against bacterivory as a function of nutrient availability [90], suggesting that the nutritional strategy used by *P. cristatum* might be more widespread than previously expected. These results caution us against modeling constitutive mixoplankton as a monolithic group; the physiological dynamics of mixoplankton in natural environments might vary based on the dominant taxa present, affecting our capacity to predict their impact on local conditions, such as pH [91].

In summary, our study provides novel insights into a new category of phago-mixotrophy. We found that under nutrient depletion, distinct from other primarily phototrophic constitutive mixoplankton, *P. cristatum* downregulates the expression of genes involved in photosynthesis, likely reducing its photosynthetic activity, while increasing its bacterivory. This dynamic physiology reflects the delicate balance of energetic tradeoffs between phototrophy and heterotrophy inherent to mixoplankton [19]. When low inorganic nutrient concentrations trigger phagotrophy, *P. cristatum* likely redirects cellular resources toward a digestive machinery and the energetic tradeoff dictates a halting of autotrophic processes and a new reliance on prey as a source of carbon in addition to the limiting nutrient. The downregulation of photosynthesis, concurrent with the observed increase of bacterivory under optimal light conditions, carries important implications for mixoplankton ecology and oceanic carbon cycling [34, 89, 92]. Hence, our findings warrant further validation through complementary approaches, including quantitative reverse transcription polymerase chain reaction assays of key genes identified in this study across a wide range of physiological conditions, quantitative proteomics experiments, and measurement of carbon fixation rates with isotopes to substantiate changes in the metabolic activity suggested by our results. Moreover, to be able to generalize, future investigations should explore whether other members of the Pyramimonadales exhibit comparable or different metabolic adaptations.

## Supplementary Material

supplementary_Material_ycae083

## Data Availability

The algal strain used in this study can be obtained from the Microbial Culture Collection at the National Institute for Environmental Studies (NIES collection, Tsukuba, Japan). Raw sequencing data are available in the NCBI short read archive database (SRA) under the following accession numbers: SRR29192187–SRR29192181. The de novo transcriptome assembly has been deposited at DDBJ/EMBL/GenBank under the accession GKVK00000000. The version described in this paper is the first version, GKVK01000000. Expression data are available as GSE268495 in the NCBI Gene Expression Omnibus (GEO) database.

# Supplementary material for: Transcriptomics reveal a unique phago-mixotrophic response to low nutrient concentrations in the prasinophyte Pterosperma cristatum
**Source:** ISME Commun. 2024 Jun 14;4(1):ycae083. doi: 10.1093/ismeco/ycae083
**Supplement:** supplementary_Material_ycae083

## Supp. Materials and Methods

### *Growth in nutrient availability experiments*

To prepare experimental treatments, a 600 ml *Pterosperma cristatum* NIES626 culture was maintained as per typical growth conditions in f/2 (without silicate) at 17°C under roughly 80  $\mu\text{E m}^{-2} \text{s}^{-1}$  irradiance on a 12 hour light:dark cycle. Culture growth was monitored by regular sampling for *in vivo* fluorometry. At mid exponential phase, the culture was concentrated by dividing volumes into 14 separate 50 ml Falcon© tubes (FisherScientific) and centrifuging at 500 g for 3 minutes. The supernatant was removed from each tube and 1mL of artificial seawater (ASW) was used to resuspend all 14 pellets. The density of the concentrated cell suspension was determined via flow cytometry. Aliquots were transferred to 50-ml Erlenmeyer flasks containing 25 ml of f/2 or f/20 growth medium to reach a final density of  $1.8 \times 10^5$  cells in all flasks. Every treatment was represented by 5 replicates. Nutrient replete f/2 medium (without silicate) was prepared as described in Guillard (1975) in 33 psu ASW. The f/20 medium was prepared by diluting f/2 medium 1:10 in 33 psu ASW. Experimental cultures were then grown for 18 days, during which cell density and bacterivory were monitored to identify the appropriate time to collect samples for RNA.

### *Preparation of fluorescently labeled bacteria*

Fluorescently labeled bacteria (FLB) were prepared according to Bock et al. (2021). Briefly, cultures of *Pelagibaca bermudensis* were grown to mid-exponential growth phase in 10 mL ASW enriched with glucose (0.2% w/v) and yeast extract (0.5% w/v). On the day prior to feeding experiments, bacterial cultures were pelleted via centrifugation. The mass of the pellet was then weighed and diluted to a final density of 1 mg/mL. A 5  $\mu\text{L}$  aliquot of CellTracker Green CMFDA (Thermo Fisher Scientific, Waltham, MA) suspended in 10  $\mu\text{L}$  DMSO was then added to a 1-mL aliquot of the diluted cell suspension. This volume was then incubated in a water bath at 35°C for three hours. Following incubation, FLB were washed five times via centrifugation and resuspended in 1 mL ASW. FLB were then stored overnight under normal growth conditions. On the day of feeding experiments, FLB were washed again. Supernatant from the final wash step was filtered  $< 0.2 \mu\text{m}$  and saved for use as a negative control (see below).

### *Statistical analysis of bacterivory measurements*

To test for significant differences in variation between experimental conditions, a two-way ANOVA was carried out using R base, followed by a Tuckey's test to determine the pairwise significant differences. To evaluate differences in feeding frequencies, replicate  $per_{fed}$  values were pooled for each condition (Replete, Reduced, and Depleted). Multivariate regressions were then performed comparing  $per_{fed}$  to the time elapsed since inoculation with FLB, including experimental condition (Control, Replete, Reduced, and Depleted) as a categorical variable. To mitigate bias due to non-linear changes in the number of cells exceeding feeding thresholds, only measurements from the first 30 minutes of feeding experiments were included in the regressions. To determine whether feeding frequencies were significantly different across experimental conditions, pairwise t-tests were performed to evaluate significant differences between interaction terms in the regression model (e.g., regression coefficients associated with the combined effect of experimental condition and time since inoculation). A significance threshold of 0.05 was used for all comparisons.

### *RNA collection, extraction, and sequencing*

To preserve total RNA until extraction, 20 mL culture samples were transferred to 50 mL Falcon tubes containing 20 mL *RNAlater* Stabilization Solution (Invitrogen), mixed by inverting several times and stored at 4°C for 1 week, as per manufacturer instructions. The mixture of *RNAlater Stabilization Solution* and culture was then gently filtered onto 0.8 µm 47 mm polycarbonate (PCTE) filters over a 47 mm polyester (PETE) drain disc (Sterlitech Corporation). The filters were placed into individual Petri dishes, and incubated with 1 mL of Trizol Reagent (Invitrogen) for lysis of algal cells during 5-10 min. After this, the volume of Trizol was used to flush each filter several times and transferred to a 1.7 mL tube. Chloroform (0.2 mL) was added, thoroughly mixed with the lysate, and incubated for 2-3 min. After centrifugation at 4°C for 15 min. at 12,000 g, the clear aqueous phase was carefully transferred to a fresh tube (~400-500 µL) and mixed with an equal volume of 70% ethanol before loading onto a PureLink RNA mini kit (Invitrogen) column. Washing of the on-column RNA was conducted as per manufacturer instructions, followed by an elution step in 50 µL of RNase-free water provided with the kit. The RNA extracts were then quantified with a Qubit RNA HS assay kit (Invitrogen) and subsequently sent to GeneWiz for polyA selection with a TruSeq library preparation and sequencing on an Illumina HiSeq 4000 with a 2x 150bp format.

*Bioinformatic transcriptome analysis*

The Illumina reads were quality checked with FastQC, prior to *de novo* assembly with rnaSPAdes (Bushmanova et al., 2019) using three replicates each from the Replete, Reduced and Depleted conditions. Transcripts that correspond to the co-cultured prokaryotes were identified by BLASTn analysis with NCBI-BLAST+ (v2.12; (Camacho et al., 2009)) against the bacteria taxids from NCBI nt database v5\_08Jun2018, and removed before re-assembly using the hard filtered option to further remove transcripts < 300bp. Redundant transcripts were collapsed with CD-HIT-EST (v4.8.1; Li & Godzik, 2006) for a final transcriptome model. The full transcriptome assembly consisted of 72,305 coding regions or transcripts identified with TransDecoder (v.5.5.0; Haas; <https://github.com/TransDecoder/TransDecoder>). 

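The number of transcripts detected, those with any estimated read in a library, was similar in the 3 conditions. The means were 52967 ± 3042 in Replete, 53509 ± 3426 in Reduced and 52752 ± 3099 in Depleted (± SD, n = 5 libraries). The difference from Replete was 541 in Reduced and -215 in Depleted, and from Reduced to Depleted -757, with 2-sided exact permutation p = 0.794, 0.921 and 0.643, where the smallest possible is 0.00794. The number detected depends on the minimum. At 10 or more estimated reads the means were 31017 ± 1433, 31677 ± 1826 and 33257 ± 1392, and at a TPM of 1 or more 31148 ± 1762, 33219 ± 1220 and 35329 ± 842.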

The Replete treatment was represented by a transcriptome of 52,967.2 ( $\pm$  3,042.3) genes, while Reduced and Depleted treatments were composed of 53,508.6 ( $\pm$  3,426.4) and 52,751.8 ( $\pm$  3,098.8) genes, respectively. Transcripts were annotated with the KEGG ontology using the GhostKOALA online tool (Kanehisa et al., 2016). Annotated transcripts were then cross-referenced to KEGG Pathways through the KEGGREST package in R (Tenenbaum & Volkening, 2021). Reads were mapped and counted using Salmon (v1.6; Patro et al., 2017).

**Supp. Results***Differential expression of lipid and amino acid metabolic pathways*

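Lipid genes rose and fell in both conditions. Of 118 tested lipid metabolism transcripts in the part of Table S6 used here, 30 rose, 13 fell and 75 did not pass in Reduced and 39 rose, 46 fell and 33 did not pass (52 up and 29 down with total counts only) in Depleted, by edgeR's quasi-likelihood test, and 17 rose, 33 fell and 68 did not pass (28 up and 23 down with total counts only) in Depleted against Reduced. With p adjusted over the list alone there were 33 up and 29 down, 42 up and 49 down and 23 up and 36 down, in a list chosen by the study on these libraries. MGD, which makes the galactolipids of thylakoid membranes, fell in Depleted from 2073 ± 291 to 4.22 ± 1.16 (mean normalized counts ± SD, n = 5 each; log2 fold change -8.92, SE 1.10, adjusted p = 7.9e-06), with 397 ± 679 and -2.39, adjusted p = 0.0244 in Reduced. Each library of one group lay beyond all 5 of the other. MGD (log2 fold change -4.46, adjusted p = 1.9e-08) passed in Reduced once Reduced replicate 3 was left out. For the Lipid metabolism group, counts ran from 9 (4 of the 15 fits) to 34 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. Between Reduced and Depleted its counts ran from 8 (without Depleted replicate 1) to 23 (without Reduced replicate 3) up.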

Lipid metabolism was 18.8% and 30.6% differentially expressed under Reduced and Depleted, respectively (Supp. Table S6). Among the glycerolipid and glycerophospholipid metabolism, upregulated genes were involved in degradation and anaplerotic transformations. In contrast, the production of fatty acids, including polyunsaturated fatty acids was mostly downregulated. 

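PNPLA3, a patatin-like lipase of stored lipids, rose in both conditions, with one of the largest rises in Reduced, from 9.88 ± 4.92 in Replete to 423 ± 168 in Reduced and 824 ± 121 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes 5.36, SE 0.34, adjusted p = 2.8e-08, and 6.32, SE 0.35, adjusted p = 1.0e-09, edgeR's quasi-likelihood test). Fatty acid degradation genes rose more often than they fell in Depleted. Of 18 tested transcripts of fatty acid degradation in the part of Table S6 used here, 2 rose, 3 fell and 13 did not pass in Reduced and 7 rose, 4 fell and 7 did not pass in Depleted (3 up and 5 down, and 8 up and 6 down, adjusted over the list alone, which the study chose on these libraries). In Depleted against Reduced, 4 rose, 6 fell and 8 did not pass (7 up and 5 down with total counts only). In each of these calls, the 5 libraries of one group and the 5 of the other did not overlap. For the Fatty acid degradation group, counts ran from 1 (without Reduced replicate 1) to 4 (without Replete replicate 5) up in Reduced and 3 (13 of the 15 fits) to 5 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. It ran from 2 (5 of the 15 fits) to 6 (without Replete replicate 3) up in Depleted against Reduced.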

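Fatty acid synthesis genes fell more often than they rose in Depleted. The ketoacyl synthase fabF, which elongates fatty acids in the plastid, fell in Depleted from 6145 ± 1131 to 20.4 ± 6.42 (mean normalized counts ± SD, n = 5 each; log2 fold change -8.21, SE 0.77, adjusted p = 4.3e-07, edgeR's quasi-likelihood test), with 1169 ± 1600.5 and -2.40, adjusted p = 0.00524 in Reduced. Of 15 tested fatty acid biosynthesis transcripts in the part of Table S6 used here, 2 rose, 1 fell and 12 did not pass in Reduced, 4 rose, 10 fell and 1 did not pass in Depleted and 0 rose, 8 fell and 7 did not pass in Depleted against Reduced. Adjusted over the list alone these were 3 up and 7 down, 4 up and 11 down and 0 up and 9 down, in a list chosen by the study on these libraries. The 0 rises from Reduced to Depleted stand beside 2 at an unadjusted p under 0.05, 0 by the DESeq2 Wald test and 1 by limma-voom. The groups of 5 libraries lay wholly apart. fabF (log2 fold change -3.76, adjusted p = 1.1e-09) passed in Reduced in the fit without Reduced replicate 3. For the Fatty acid biosynthesis group, counts ran from 0 (6 of the 15 fits) to 5 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out. Its counts in Depleted against Reduced ran from 0 (14 of the 15 fits) to 1 (without Reduced replicate 3) up. The paper proposes a shift of lipid metabolism towards degradation.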

Amino acid metabolism was 22.5% and 31.7% differentially expressed in Reduced and Depleted, respectively (Supp. Table S6). 

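Amino acid genes changed in both directions. Of 146 tested amino acid metabolism transcripts in the part of Table S6 used here, 26 rose, 35 fell and 85 did not pass (38 up and 29 down with total counts only) in Reduced, 47 rose, 43 fell and 56 did not pass in Depleted (63 up and 24 down with total counts only) and 28 rose, 27 fell and 91 did not pass in Depleted against Reduced (45 up and 21 down with total counts only), by edgeR's quasi-likelihood test. When p was adjusted over the list alone they were 37 up and 49 down, 50 up and 48 down and 38 up and 28 down, in a list chosen by the study on these libraries. The median log2 fold change was -0.27 in Reduced and 0.10 in Depleted. For the Amino acid metabolism group, counts ran from 15 (without Replete replicate 2) to 38 (without Reduced replicate 3) up in Reduced and 23 (without Reduced replicate 1) to 47 (without Reduced replicate 3) down in Reduced when 1 library at a time was left out.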

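Several genes of amino acid metabolism rose, and others did not pass. The cysteate lyase cuyA, which frees ammonium and sulfite, rose from 30.7 ± 14.6 in Replete to 3164 ± 1732 in Reduced and 1313 ± 110.1 in Depleted (mean normalized counts ± SD, n = 5 each; log2 fold changes 6.71, SE 0.75, adjusted p = 1.6e-05, and 5.44, SE 0.72, adjusted p = 1.5e-05, edgeR's quasi-likelihood test). The phosphoserine aminotransferase serC went from 1.81 ± 1.86 to 28.1 ± 33.8 and 1339 ± 245 (4.06, SE 0.97, adjusted p = 0.00497, and 9.52, SE 0.83, adjusted p = 2.1e-07). The amine oxidase AOC3 rose in both (1.33, SE 0.23, adjusted p = 5.9e-04, and 2.52, SE 0.24, adjusted p = 5.3e-07) and from Reduced to Depleted (1.19, adjusted p = 9.8e-04). ISS1, davA, GLYK, ASRGL1 and proB rose in both, by 3.84, 2.92, 2.34, 1.40 and 1.19 in Reduced (adjusted p = 1.5e-04, 7.2e-04, 2.4e-04, 0.0042 and 0.00189) and 3.36, 2.73, 2.002, 1.51 and 1.03 in Depleted (adjusted p = 1.4e-04, 4.8e-04, 2.9e-04, 0.00115 and 0.00255). The aspartate oxidase nadB rose in Depleted (0.79, adjusted p = 1.3e-04; 0.50, adjusted p = 0.00888 in Reduced). The dehydrogenase ACAD8 and the acetyltransferase cysE passed in neither (1.40, adjusted p = 0.00571 and 1.25, adjusted p = 0.00657, and 0.70, adjusted p = 0.00936 and 0.38, adjusted p = 0.10). No library of one group lay within the range of the other group in these calls, except for AOC3, ISS1, davA and proB in Reduced. nadB (log2 fold change 0.61, adjusted p = 1.5e-04), ACAD8 (1.59, adjusted p = 4.6e-04) and cysE (0.82, adjusted p = 7.8e-04) passed in Reduced with Reduced replicate 3 left out. ACAD8 (1.25, adjusted p = 0.00162) passed in Depleted, again without that library. ACAD8 (1.80, adjusted p = 6.2e-04) passed in Reduced without Replete replicate 5. ACAD8 (1.65, adjusted p = 4.1e-04) passed in Depleted, also without it. serC, ASRGL1 and proB lost their Reduced calls in 12, 11 and 5 of the 15 fits that leave out 1 library. proB lost its Depleted call in 6 of these fits.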

Upregulation in nutrient restrictions pertained to genes involved in the release of ammonium (*ASRGL1*, *nadB*, *DAO*, *AOC3*, *cuyA*, *davA*) or glutamine and ATP (*ACAD8*, *cysE*, *ISS1*, *serC*, *GLYK*, *proB*) from amino acid catabolism.

## Supp. Discussion

### *Methodological limitations:*

The use of transcriptomics comes with intrinsic assumptions that the process is regulated at the transcriptional level and that all cells present a homogenous response. However, increased expression of phagocytotic genes observed in *Dyctiostelium*, correlated with predatory phagocytosis (Sillo et al., 2008), guarantees that at least part of phagocytosis is regulated via transcription. Asynchrony within cultures can also be a source of methodological noise in transcriptomic studies. In our pure *P. cristatum* cultures, not all individual cells were feeding at any given time, suggesting that the switch to predation was likely asynchronous. As RNA was collected from a mixture of algal cells at different stages of the metabolic switch, population heterogeneity (Ma et al., 2021; Ogata et al., 2021) might translate as attenuated expression signals and low significance for feeding-specific genes in the total culture transcriptome. Notably, the higher proportion of feeding *P. cristatum* cells in Depleted conditions was accompanied by a more pronounced transcriptional signal.

### Supp. References:

- Bock, N., Charvet, S., Burns, J., Gyaltsen, Y., Rozenberg, A., Kim, E., & Duhamel, S. (2021). Experimental identification and in silico prediction of bacterivory in green algae. *ISME J.* <https://doi.org/10.1038/s41396-021-00899-w>
- Bushmanova, E., Antipov, D., Lapidus, A., & Prjibelski, A. D. (2019). rnaSPAdes: a de novo transcriptome assembler and its application to RNA-Seq data. *GigaScience*, 8(9), 1–13. <https://doi.org/10.1093/GIGASCIENCE/GIZ100>
- Camacho, C., Coulouris, G., Avagyan, V., Ma, N., Papadopoulos, J., Bealer, K., & Madden, T. L. (2009). BLAST+: architecture and applications. *BMC Bioinformatics*, 10. <https://doi.org/10.1186/1471-2105-10-421>
- Guillard, R. (1975). Culture of phytoplankton for feeding marine invertebrates. In W. Smith & M. Chanley (Eds.), *Culture of Marine Invertebrate Animals* (pp. 29–60). Proceedings - 1st Conference on Culture of Marine Invertebrate Animals Greenport.

- Kanehisa, M., Sato, Y., & Morishima, K. (2016). BlastKOALA and GhostKOALA: KEGG tools for functional characterization of genome and metagenome sequences. *Journal of Molecular Biology*, 428(4), 726–731. <https://doi.org/10.1016/j.jmb.2015.11.006>
- Li, W., & Godzik, A. (2006). Cd-hit: a fast program for clustering and comparing large sets of protein or nucleotide sequences. *Bioinformatics (Oxford, England)*, 22(13), 1658–1659. <https://doi.org/10.1093/bioinformatics/btl158>
- Ma, F., Salomé, P. A., Merchant, S. S., & Pellegrini, M. (2021). Single-cell RNA sequencing of batch Chlamydomonas cultures reveals heterogeneity in their diurnal cycle phase. *The Plant Cell*, 33(4), 1042. <https://doi.org/10.1093/PLCELL/KOAB025>
- Ogata, N., Nishimura, A., Matsuda, T., Kubota, M., & Omasa, T. (2021). Single-cell transcriptome analyses reveal heterogeneity in suspension cultures and clonal markers of CHO-K1 cells. *Biotechnology and Bioengineering*, 118(2), 944–951. <https://doi.org/10.1002/bit.27624>
- Patro, R., Duggal, G., Love, M. I., Irizarry, R. A., & Kingsford, C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. *Nature Methods*, 14(4), 417–419. <https://doi.org/10.1038/nmeth.4197>
- Sillo, A., Bloomfield, G., Balest, A., Balbo, A., Pergolizzi, B., Peracino, B., Skelton, J., Ivens, A., & Bozzaro, S. (2008). Genome-wide transcriptional changes induced by phagocytosis or growth on bacteria in Dictyostelium. *BMC Genomics*, 9, 1–22. <https://doi.org/10.1186/1471-2164-9-291>
- Tenenbaum, D., & Volkening, J. (2021). KEGGREST: Client-side REST access to the Kyoto Encyclopedia of Genes and Genomes (KEGG).

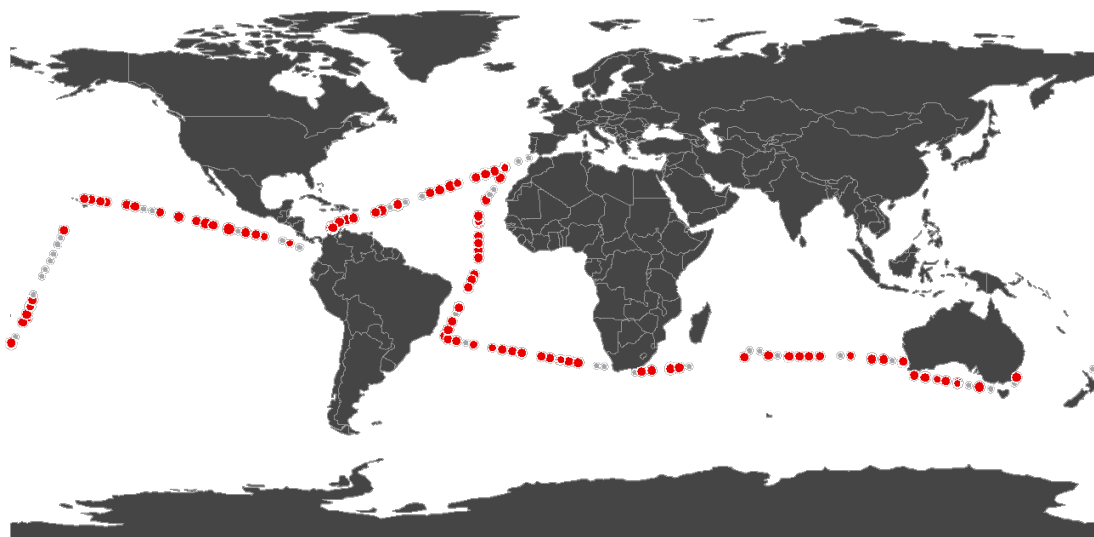

**Supp. Fig. S1: Global distribution of *P. cristatum* NIES626.** Map created using the MicroMap online tool (Obiol et al., 2021). Red dots represent stations with at least one *Pterosperma cristatum* ASV. Gray dots, stations without any *P. cristatum* amplicon sequence variants.

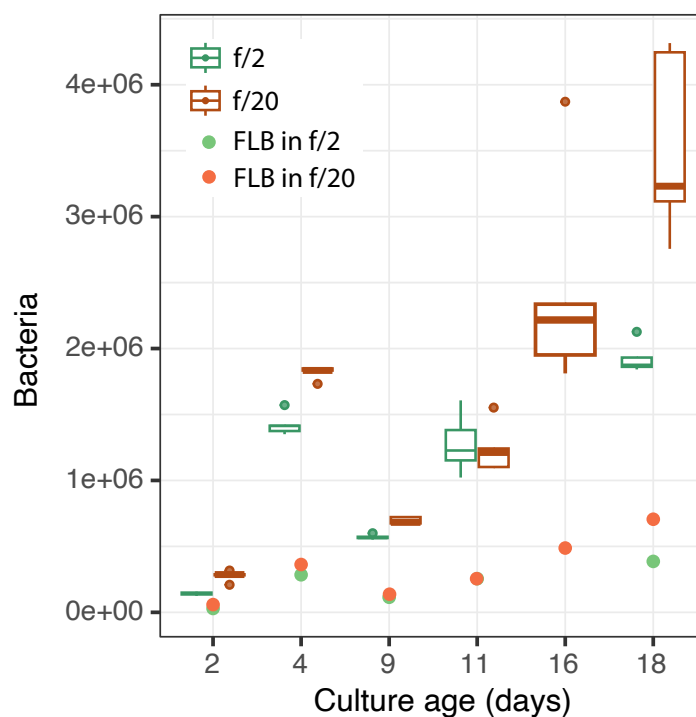

**Supp. Fig. S2: Abundance of ambient bacteria measured in the 0.5mL aliquots of *P. cristatum* cultures** used for feeding experiments at different time points. Boxplots indicate the median, 95<sup>th</sup> and 25<sup>th</sup> quartiles, for all replicates (n=5). Outliers are shown as small dots. The number of fluorescently labeled bacteria (FLB) added to each tube for feeding experiments is indicated by thicker dots. Note that FLB were added to correspond to 20% of the ambient bacterial cell count for each aliquot of *P. cristatum* culture.

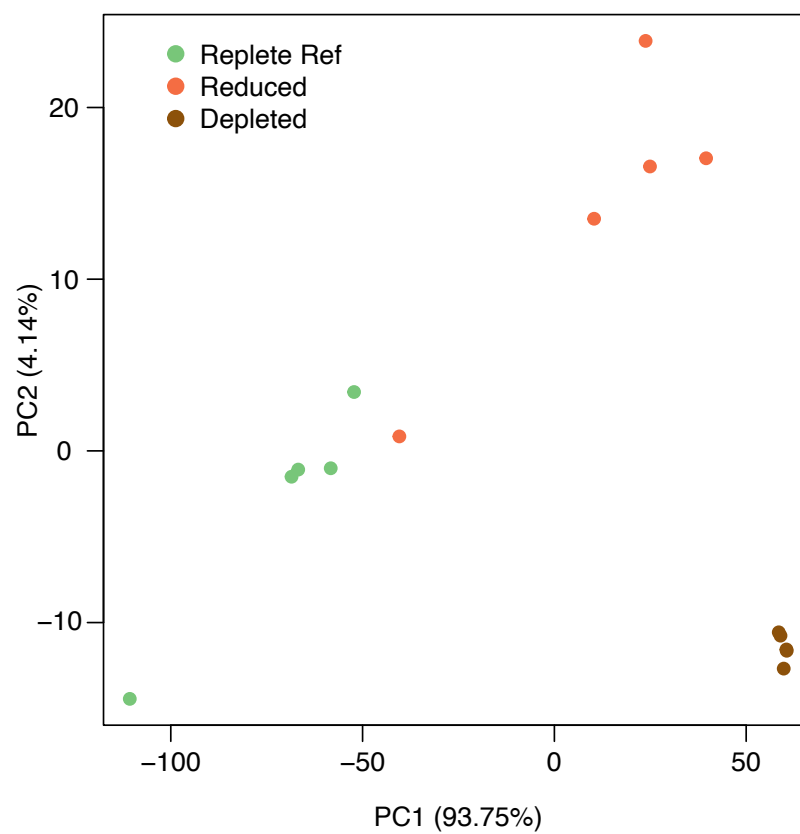

**Supp. Figure S3: Differences between the *P. cristatum* transcriptomes from each condition.** This principal component analysis, based on a Spearman distance matrix, illustrates the differences among the transcriptomes obtained from the replete reference, the nutrient reduced (Reduced) and the nutrient depleted (Depleted) conditions. Each dot represents a replicate transcriptome (n=5).

**Supp. Figure S4:** MA plots illustrating the differential gene expression between (A) the nutrient reduced condition (NR) and replete reference (RR), between (B) the nutrient depleted condition (ND) and replete reference and between (C) the ND and NR. Dots in red correspond to genes with a significant differential expression between condition and RR, as determined by DESeq2 using LFC shrinkage, and represented as log2-fold change on the y-axis. Base mean corresponds to the average expression level.

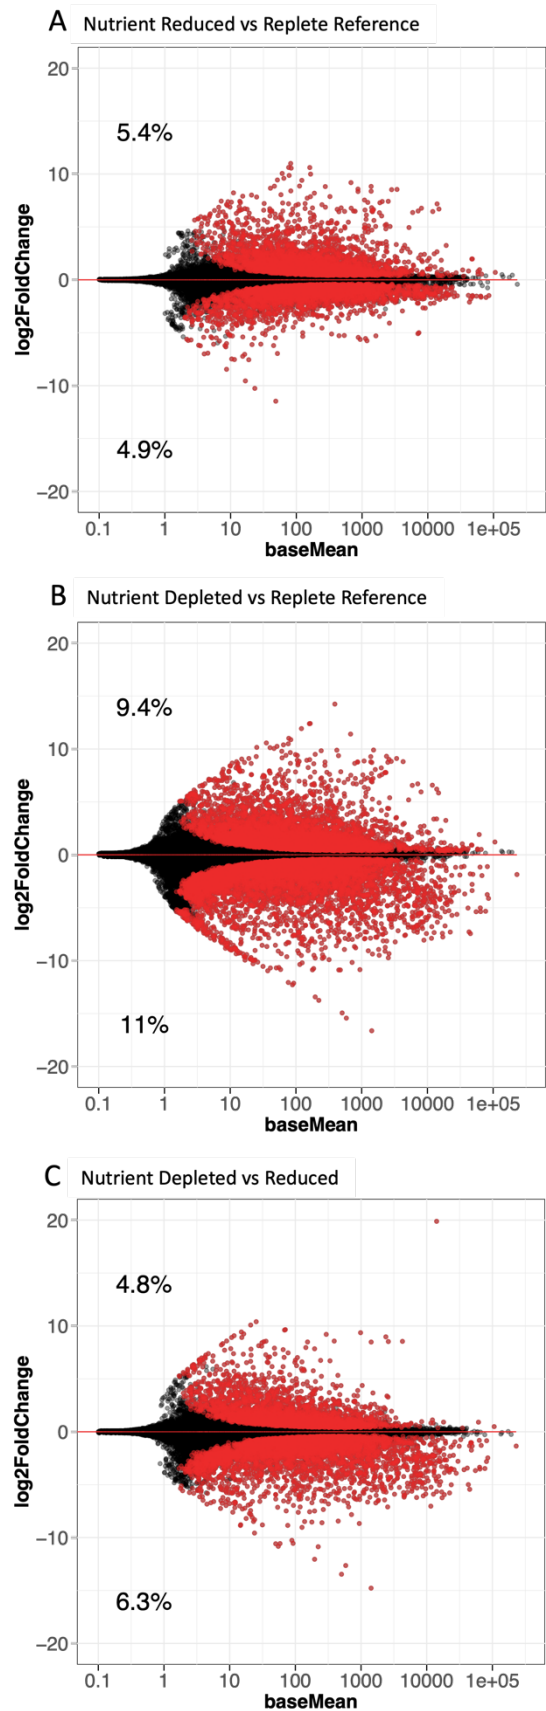

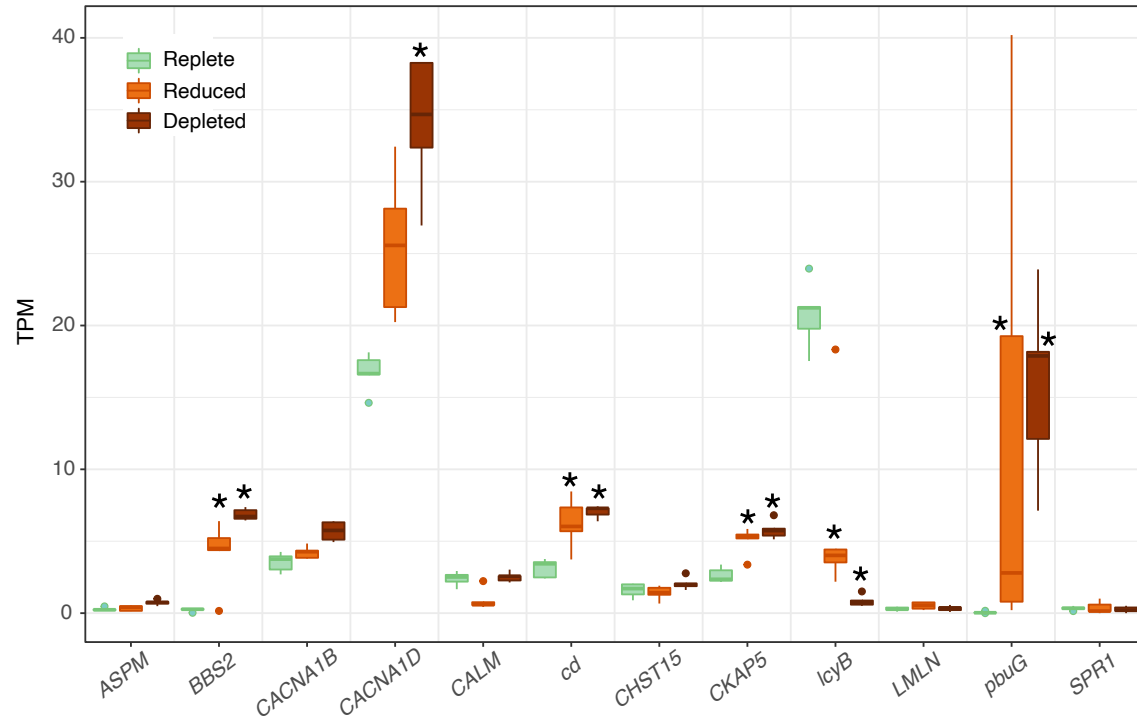

**Supp. Fig. S5:** Expression levels of genes identified as predictive of phagotrophy by the gene-based prediction model (Burns et al., 2018). Asterix indicate the condition for which the gene was found to be significantly differentially expressed compared to the Replete reference by DESeq2. *ASPM*, abnormal spindle-like microcephaly-associated protein; *BBS2*, Bardet-Biedl syndrome 2 protein ; *CACNA1B*, voltage-dependent calcium channel N type alpha-1B; *CACNA1D*, voltage-dependent calcium channel L type alpha-1D ; *CALM*, calmodulin; *cd*, cyclomaltodextrinase ; *CHST15*, N-acetylgalactosamine 4-sulfate 6-O-sulfotransferase; *CKAP5*, cytoskeleton-associated protein 5 ; *IcyB*, lycopene beta-cyclase; *LMLN*, leishmanolysin-like peptidase; *pbuG*, adenine/guanine/hypoxanthine permease ; *SPR1*, protein SPIRAL1 and related proteins. Replete, replete reference transcriptome; Reduced, nutrient reduced condition; Depleted, nutrient depleted condition.

# Supplementary material for: Transcriptomics reveal a unique phago-mixotrophic response to low nutrient concentrations in the prasinophyte Pterosperma cristatum
**Source:** ISME Commun. 2024 Jun 14;4(1):ycae083. doi: 10.1093/ismeco/ycae083
**Supplement:** supplementary_Material_ycae083

**Supp. Table S1**: Detailed statistics of the *P. cristatum* transcriptomes. Total transcripts refers to the total counts for the transcriptome assembled *de novo* with representatives from all three sampling conditions (replete reference (RR); nutrient reduced treatment (NR); nutrient depleted treatment (ND)), for a full coverage of genes. Numbers in parentheses refer to standard deviation among the five replicates per sampling condition.

| **Analysis step** | **# of transcripts** |
| --- | --- |
| Total transcripts | 72 305 |
| Transcripts mapped | 72 305 |
| RR | 52 967.2 (± 3 042.3) |
| NR | 53 508.6 (± 3 426.4) |
| ND | 52 751.8 (± 3 098.8) |
| Coding sequences | 52 608 |
| KEGG annotated | 10 543 |
| RR | 7973.8 (± 574.5) |
| NR | 8018.2 (± 586) |
| ND | 7608.4 (± 777.3) |

# Supplementary material for: Transcriptomics reveal a unique phago-mixotrophic response to low nutrient concentrations in the prasinophyte Pterosperma cristatum
**Source:** ISME Commun. 2024 Jun 14;4(1):ycae083. doi: 10.1093/ismeco/ycae083
**Supplement:** supplementary_Material_ycae083

**Supp. Table S2**: Pairwise differences of interaction terms in multiple regressions comparing per_fed_ to time since incubation and experimental conditions. All differences are described by the t-score (p-value). Statistically significant differences are in bold. “control”, supernatant unfed control

|  | **control** | **Day 11** | | **Day 16** |
| --- | --- | --- | --- | --- |
|  |  | **f/2** | **f/20** | **f/20** |
| **0** | 0.081  (p = 0.94) | 0.15  (p = 0.14) | **3.21 (p = 0.002)** | **15.8**  **(p < 2 x 10^-16^)** |
| **SN control** |  | 0.87  (p = 0.39) | 1.93  (p = 0.06) | **9.64**  **(p = 2 x 10^-14^)** |
| **f/2 – Day 11** |  |  | 1.83  (p = 0.07) | **15.2**  **(p = 1 x 10^-23^)** |
| **f/20 – Day 11** |  |  |  | **13.4**  **(p = 1 x 10^-20^)** |

How the deposited data were processed for this re-analysis (not part of the article)

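Transcript levels were measured by RNA sequencing in 15 libraries of Pterosperma cristatum, 5 from Replete cultures (f/2, day 11), 5 from Reduced cultures (f/20, day 11) and 5 from Depleted cultures (f/20, day 16). The authors checked the reads with FastQC, assembled reads of 3 replicates of each condition de novo with rnaSPAdes, removed transcripts that matched co-cultured bacteria by BLASTn, removed transcripts under 300 bases, collapsed redundant ones with CD-HIT-EST and sought coding regions with TransDecoder. The deposited files hold the estimated counts of reads per transcript that the authors obtained with Salmon, 1 file per library, with no scaling between libraries, and 14.6 to 18.9% of these values per library are not whole numbers because Salmon divides reads shared between transcripts. The same files hold the authors' TPM values, which Salmon made from those reads and the effective length within each library, and the length and effective length of each transcript. Strandedness and Salmon's options are not stated. Each file lists 72305 transcripts. The libraries held 13837281 to 21192008 estimated reads, and at these depths the common biological coefficient of variation between replicates was 0.285.

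The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were kept by filterByExpr with its settings (minimum count 10, minimum total count 15), which left 33684. Libraries were scaled by TMM, with mean factors of 0.866 ± 0.0243 in Replete, 0.984 ± 0.0629 in Reduced and 1.175 ± 0.0220 in Depleted (± SD, n = 5). Normalized counts are counts scaled to the mean effective library size. Log2 fold changes come from the quasi-likelihood fit of all 15 libraries with condition as the only factor. Each standard error (SE) was computed back from the F test of that fit. It is the absolute log2 fold change divided by the square root of the F statistic. The tests compared Reduced with Replete, Depleted with Replete and Depleted with Reduced by edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over the tested transcripts of a comparison. A transcript was called at an adjusted p under 0.005 and an absolute log2 fold change above 0.1. Log2 CPM values, used for the principal components and the library measures, were computed by edgeR with a prior count of 2. The principal components given first were taken from Spearman correlations between libraries. Numbers of detected transcripts were compared by exact permutation of the library labels. Folds against a group with all libraries at 0 were computed as lower bounds against a floor of 3 counts over the group, and with 1 to 3 counts the ratio is given with a 95% counting interval. Correlations between the comparisons were set beside 10 simulated sets in which no condition differed and beside refits with the Replete libraries split in 2 and 3. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

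The tests were checked on simulated data in which 200 of 33684 transcripts changed between conditions. In the comparisons of Reduced with Replete, Depleted with Replete and Depleted with Reduced, edgeR recovered 33, 32 and 33% of the 2-fold and 78, 76 and 78% of the 4-fold changes with 2, 0 and 1 false calls. The share of 4-fold changes that had to be recovered was lowered after the first result of this check was seen. In the same sets the DESeq2 Wald test recovered 89, 91 and 87% of the 4-fold changes with 6, 9 and 10 false calls, limma-voom 71, 70 and 72% with 2, 0 and 0, and DESeq2 with apeglm 92, 91 and 87% with 64, 69 and 75, which were 27.7, 28.3 and 31.4% of its calls. Unlike on the real data, DESeq2 with apeglm was run on these sets without effective-length offsets. Recovery and the share of false calls both depend on how many transcripts change. The real comparisons called 14.26, 30.38 and 14.48% of the tested transcripts, so these values do not carry over to the real data. Equal replicate numbers were checked as possible pairs and no block was used.

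Gene symbols and gene groups were taken from the paper's Tables S3 (278 rows), S4 (184 rows), S5 (97 rows) and S6, of which the first 1952 of 5897 rows were used and 3945 rows were left out. The whole annotation of the assembly was not used here, so genes outside these rows carry no name. The lists were the phagotrophy list of Table S3 with its 6 steps and its autophagy, calcium signalling, cytoskeleton, endocytosis, lysosome and phagosome pathways, the photosynthesis list of Table S4 with its 6 pathways, the central carbon list of Table S5 with its 5 pathways, and from Table S6 amino acid, lipid and nitrogen metabolism and fatty acid biosynthesis and degradation. Families by symbol were CHMP, GAPA, GAPDH, LHCA, LHCB, NOTUM, calmodulins, cathepsins, dynein heavy chains, kinesins, myosins, tubulins, psa, psb and the plastid ATP synthase, with a list of genes that organelle genomes of green algae can encode and a list of prokaryote-type uptake genes. Each was also adjusted over its own members alone. The tables list transcripts that the study selected from its own tests of these libraries.

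Genes are named by this rule. First, each gene that the paper names for the transcriptomes and that Tables S3 to S6 tie to a transcript is given, with values for the transcript with the largest mean where several carry the symbol. These values had been seen in the paper's tables. One gene under this rule is not reported here. Second come the 10 largest rises and 10 largest falls in Reduced and in Depleted against Replete, and 5 and 5 in Depleted against Reduced, among named and called transcripts with a mean of at least 100 normalized counts over the compared groups that do not overlap. A lack of overlap in the comparison that chose a transcript is thus a condition of entry. Last are at most 2 risen and 2 fallen transcripts without a name. Outside this rule, and chosen after their values were seen, are HK, PGM2, rpiA and AMY among the exceptions at the photosynthesis list, the second transcripts of BBS2 and ALDH, the members of the respiratory complexes, argAB and glpK, the members of the organelle-encoded and uptake lists named in the closing section, and the examples from Reduced replicate 3.

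The conditions of the samples, the comparisons, the tests, the thresholds, the naming rule, the lists and the alternatives were set before the data were examined, apart from those named in the closing section as chosen later. The alternatives were DESeq2 size factors and total counts only as scalings, DESeq2 1.42.0 with the Wald test, DESeq2 with effective-length offsets and shrinkage by apeglm 1.24.0 with s-values for an absolute log2 fold change above 0.1 (after the paper's methods) or above 0.2 (after the sheet name of Table S6), and limma-voom (limma 3.58.1) with quality weights. Further ones were no low-count filter, a mean of at least 50 normalized counts, effective length as an offset, an adjusted p under 0.05, an absolute log2 fold change above 1, only the 2 groups compared, isoforms of an assembled gene summed, replicate number as a block, and each library left out in turn. For the principal components, log2 CPM of all tested transcripts or of the 500 with the largest variance and log2 TPM with a pseudocount of 1 or 0.1 were tried. For detection, at least 1, 5 or 10 estimated reads, a TPM of at least 1 and libraries thinned to the smallest total were tried. Outlying libraries were sought with Dixon's ratio at its 95% value for 5 samples (0.71).

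The growth, feeding, flow cytometry, nutrient and 18S data were not analysed here, nor were the KEGG-annotated totals, the predictive protein set and the rows of Table S6 left out. ASPM, CACNA1B, CHST15, LMLN, SPR1, SPP, pstN, fmdS and SLC34A have no transcript in the tables used, and RAC1, MYO1, MYO18, MANBA and norB had too few reads to be tested. No enrichment test was made.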

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

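The wrong-label test, the second mixture test and both tests of BBS2 given here were chosen after the result was seen. In each group of 5 libraries, the library farthest from the others was set against the range of the group by Dixon's ratio. Of 24 groups of library measures 3 held a library far from the others, and of 534 groups of named transcripts 51 did, where chance gives about 1 in 20, or 26.7. Reduced replicate 3 was that library in 26 of the 51 and Replete replicate 5 in 12.

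The library measures were the second principal component, at -0.0374 in Reduced replicate 3 against a mean of -0.150 in the other 4, the mean log2 CPM of the central carbon list, at 3.11 in the same library against 2.76, and that of the phagotrophy list, at 3.22 in Replete replicate 5 against 3.01. Among named transcripts, normalized counts in Reduced replicate 3 lay above the mean of the other 4 libraries for GPR3 (75.0 against 55.7), CTSC (358 against 125), BBS2 (406 against 186), lcyB (1324 against 216), petF (439 against 217), FBP (446 against 73.3), TPS (1144 against 477), IDH1 (1116 against 51.1), NRT (2432 against 20.8), nirA (446 against 10.4), NOTUM g3634_i2 (25277 against 13288), MET17 (57.8 against 1.24), hemE g13715_i0 (3763 against 178) and fabF (4029 against 454). They lay below it for TTLL4 (1.23 against 14.7), MYLK (49.2 against 759), CTSF (464 against 1083), phoD (23.4 against 99.4), cuyA (83.6 against 3935), davA (6.15 against 81.8), ISS1 (14.8 against 158), SARDH (4.92 against 682), nicE (93.5 against 525), KAO (59.0 against 731), NLRC3 (199 against 591) and g796_i0 (0 against 122). In Replete replicate 5 they lay above for GLG1 (789.6 against 535), COL4A (329 against 220.0), psaD (35472 against 24068), psaF (33410.0 against 23917), psbP (56958 against 40887), psbY (2875 against 1892), LHCA4 (21794 against 15284), LHCB2 (24073 against 13570.5), FBP (1044 against 591), frmA (725 against 487) and MET17 (591 against 249) and below for SBP g1158_i1 (20766 against 28136). In Depleted replicate 1 it was CHMP4A_B (623 against 479). Depleted replicate 2 stood apart in glgA (0.675 against 0) and PRDX6 g18564_i0 (1.35 against 0). In Reduced replicate 1 it was GAPDH g12516_i0 (0.861 against 0). Reduced replicate 4 stood apart in pstS (3.72 against 30.6). In Reduced replicate 5 it was DUOX (106 against 64.1), CS (0.810 against 0) and SBP g1158_i2 (65.6 against 246). Replete replicate 1 stood apart in GLT1 (9.20 against 2.67) and GAPDH g12516_i0 (1.31 against 0). In Replete replicate 3 it was MCOLN1 (10.2 against 37.3), AMY (409 against 251) and PRDX6 g18564_i0 (250.1 against 343).

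Signal also appeared in transcripts that the paper does not discuss. In Depleted the unnamed transcripts g796_i0 and g2527_i1 had means of 411 and 368 normalized counts with all Replete libraries at 0. Of 11 transcripts with names of bacterial uptake systems, 5 rose in Depleted, as mean normalized counts ± SD (n = 5) with the log2 fold change and adjusted p from edgeR, at aglE 34.5 ± 19.3 (2.90, adjusted p = 1.5e-04), bmpA 605 ± 59.8 (0.43, adjusted p = 0.00275), glpS 215 ± 127 (5.83, adjusted p = 5.2e-07), gtsA 279.9 ± 192 (3.90, adjusted p = 1.2e-05) and K17322 498 ± 233 (5.78, adjusted p = 9.2e-07). yejB fell, to 3.42 ± 1.49 (-8.49, adjusted p = 4.7e-05), and the others did not pass, livF and dppF with log2 fold changes of -2.05 and -2.24 among them.

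In its median, Reduced replicate 3 lay between Replete and the other Reduced libraries. Argued against is a Replete library under a wrong label, since the median position over 7171 transcripts was 0.356 (0 for the Replete mean, 1 for the other Reduced libraries), while the Replete libraries lay at -0.0514 to 0.0576 with an SD of 0.0409. A mixture of Replete and Reduced RNA in one share passed a first test, in which the median shares of fallen (0.407) and risen (0.339) transcripts differed by -0.0677 with a bootstrap SE of 0.0131, under the limit of 0.1 set for it, but for 412 transcripts that rose over 4-fold, where one share scales level and replicate noise alike, the interquartile range of the share over its median was 1.65 (bootstrap SE 0.137), against at most 0.614 in the other Reduced libraries. This second test and its limit were written after the data were seen, in place of an earlier second test that could not tell a mixture from noise. The library's total of 15594535 reads lay within the range of the other Reduced libraries. A partial or later response of that culture may remain as an explanation, which was not tested, and handling of the RNA was not tested either.

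The isoforms of BBS2 moved in opposite directions, g771_i1 down and g771_i0 up. The tables argue against a change of the gene as a whole of the size seen in either isoform, since the summed isoforms gave log2 fold changes of -0.137 in Reduced (SE 0.133, adjusted p = 0.465) and 0.195 in Depleted (SE 0.133, adjusted p = 0.233). Reads that move between the isoforms may account for the pattern. Whether the cells changed splicing or Salmon's division of shared reads changed stays open, and no test of these files separates them.

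Transcripts with names of bacterial uptake systems varied together on average between libraries of one condition, though not each of them. Their mean pairwise correlation was 0.338 over 11 transcripts, against a median of 0.000996 over 10000 random lists of like expression, of which the central 95% reached up to 0.115, and 75 further transcripts followed their mean with r above 0.85 over 13 libraries, against a median of 7 and at most 61 in 200 permutations. RNA of co-cultured bacteria left in the assembly may be a source of these transcripts, and a shared response of the alga was not tested and stays open. The 75 transcripts held 0.0214 to 0.0306% of the reads in the Replete libraries, 0.0267 to 0.0478% in the Reduced libraries, 0.0455 to 0.0623% in 4 Depleted libraries and 0.0941% in Depleted replicate 2. yejB, a member of the list, ran against the mean of the list, with r = -0.392 over the 13 libraries. The highest r of a named transcript was 0.739, in the nitrite reductase nirA, above the 0.591 of pstS. Which of the named uptake genes, pstS and yejB among them, belong to the alga stays open.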

How the results depend on the processing

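The setting without Reduced replicate 3 and Replete replicate 5 together was chosen after seeing the data, and the other settings before. With DESeq2 size factors, no low-count filter, a mean of at least 50 normalized counts, an effective-length offset or isoforms summed, each count of calls over all transcripts and in the phagotrophy, photosynthesis and central carbon lists stayed within 1.5 times its value. Counts that moved by more are given next. Thresholds, the fold limit and the number of libraries change counts by construction, and total counts only shifts all fold changes; for the other settings the cause was not tested.

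With total counts only as the scaling, the calls were 4404 up in Reduced, 10583 up in Depleted and 4238 up in Depleted against Reduced and 2857 down in Depleted over all transcripts, with 3705 up and 758 down shared by both comparisons with Replete. By list, the phagotrophy list had 77 up in Depleted against Reduced and 31 down in Depleted and 18 down in Depleted against Reduced, and the photosynthesis list had 18 up in Reduced, and the central carbon list had 12 up in Reduced and 17 down in Depleted. Of the phagotrophy list members that rose, 84.0% had the larger change in Depleted. By the DESeq2 Wald test the calls were 2999 up in Depleted against Reduced and 3152 down in Reduced over all transcripts, with 2050 down shared by both comparisons with Replete. Among lists, the phagotrophy list had 59 up in Depleted against Reduced and 54 down in Reduced, and the photosynthesis list had 16 up in Reduced, and the central carbon list had 11 up in Reduced and 33 down in Reduced. By DESeq2 with apeglm at 0.1 the calls were 4928 up in Reduced, 8138 up in Depleted and 4593 up in Depleted against Reduced and 4603 down in Reduced, 9065 down in Depleted and 5605 down in Depleted against Reduced over all transcripts, with 3642 up and 3143 down shared by both comparisons with Replete. Here the phagotrophy list had 81 up in Depleted against Reduced and 68 down in Reduced and 49 down in Depleted against Reduced, and the photosynthesis list had 19 up in Reduced and 101 down in Reduced, and the central carbon list had 14 up in Reduced and 41 down in Reduced and 26 down in Depleted against Reduced. By DESeq2 with apeglm at 0.2 the calls were 3476 up in Depleted against Reduced and 3537 down in Reduced, 7706 down in Depleted and 4561 down in Depleted against Reduced over all transcripts, with 2352 down shared by both comparisons with Replete. By list, the phagotrophy list had 62 up in Depleted against Reduced and 63 down in Reduced, and the photosynthesis list had 16 up in Reduced, and the central carbon list had 14 up in Reduced and 35 down in Reduced. By limma-voom with quality weights the calls were 3318 up in Depleted against Reduced and 3821 down in Reduced over all transcripts, with 2965 down shared by both comparisons with Replete. Among lists, the phagotrophy list had 62 up in Depleted against Reduced and 57 down in Reduced, and the photosynthesis list had 18 up in Reduced and 107 down in Reduced, and the central carbon list had 15 up in Reduced and 33 down in Reduced. At an adjusted p under 0.05 the calls were 5472 up in Reduced, 8227 up in Depleted and 4505 up in Depleted against Reduced and 4815 down in Reduced, 7973 down in Depleted and 5593 down in Depleted against Reduced over all transcripts, with 4056 up and 3308 down shared by both comparisons with Replete. Here the phagotrophy list had 97 up in Reduced and 79 up in Depleted against Reduced and 64 down in Reduced and 52 down in Depleted against Reduced, and the photosynthesis list had 19 up in Reduced and 102 down in Reduced, and the central carbon list had 14 up in Reduced and 41 down in Reduced and 23 down in Depleted against Reduced. At an absolute log2 fold change above 1 the calls were 1893 up in Reduced, 3249 up in Depleted and 1199 up in Depleted against Reduced and 1242 down in Reduced over all transcripts, with 1367 up and 754 down shared by both comparisons with Replete. By list, the phagotrophy list had 36 up in Reduced, 68 up in Depleted and 23 up in Depleted against Reduced and 21 down in Reduced, 36 down in Depleted and 21 down in Depleted against Reduced, and the photosynthesis list had 4 up in Reduced and 9 up in Depleted, and the central carbon list had 2 up in Reduced. With only the 2 groups compared in the fit the calls were 1463 up in Reduced and 745 down in Reduced over all transcripts, with 1170 up and 574 down shared by both comparisons with Replete. Among lists, the phagotrophy list had 26 up in Reduced and 17 down in Reduced, and the photosynthesis list had 12 down in Reduced, and the central carbon list had 3 up in Reduced and 9 down in Reduced. Of the phagotrophy list members that rose, 85.5% had the larger change in Depleted. Without Reduced replicate 3 and Replete replicate 5 together the calls were 3600 down in Reduced over all transcripts, with 2510 down shared by both comparisons with Replete. Here the phagotrophy list had 54 down in Reduced, and the photosynthesis list had 16 up in Reduced and 15 up in Depleted against Reduced and 105 down in Reduced, and the central carbon list had 13 up in Reduced.

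For the phagotrophy list, the share of risen members with the larger rise in Depleted was 61.1% over all tested members and 64.4% over those called in both comparisons, and for falls in the photosynthesis list it was 85.1% over all tested members. Transcripts detected at 5 or more reads averaged 36893, 37702 and 38437 in Replete, Reduced and Depleted, at 10 or more 31017, 31677 and 33257, and at a TPM of 1 or more 31148, 33219 and 35329. The first principal component held 51.5% of the variance on log2 CPM, 75.9% on the 500 transcripts with the largest variance, 44.3% and 25.1% on log2 TPM with a pseudocount of 1 and 0.1, and 43.1% on Spearman correlations with no low-count filter.

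With 1 library at a time left out, calls over all transcripts ran over 2049 to 3743 up and 1024 to 3496 down in Reduced, 4241 to 5566 up and 4383 to 5584 down in Depleted, 1334 to 2382 up and 2346 to 3186 down in Depleted against Reduced, and calls shared by both comparisons with Replete over 1515 to 2683 up and 675 to 2423 down. The phagotrophy list ran over 41 to 75 up and 22 to 54 down in Reduced, 94 to 137 up and 53 to 71 down in Depleted, 26 to 46 up and 23 to 37 down in Depleted against Reduced. The photosynthesis list ran over 7 to 18 up and 23 to 104 down in Reduced, 12 to 18 up and 133 to 141 down in Depleted, 7 to 14 up and 104 to 113 down in Depleted against Reduced. The central carbon list ran over 4 to 13 up and 12 to 29 down in Reduced, 30 to 34 up and 23 to 38 down in Depleted, 26 to 35 up and 13 to 17 down in Depleted against Reduced. Shares with the larger change in Depleted ran over 72.3 to 84.7% and 89.0 to 96.4%. Detected transcripts ran over 52289 to 54235 in Replete, 52492 to 54470 in Reduced and 51760.5 to 53429.5 in Depleted, and the first component over 80.4 to 88.7%. The highest call counts in Reduced came without Reduced replicate 3, with 3743 up and 3496 down.

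Over 178 named transcripts, 15956 values under other settings held 14570 that kept direction and side of the threshold, 733 that newly passed and 651 that no longer passed. The one reversal was BBS2 g771_i1 in Depleted, whose summed isoforms gave 0.20 (adjusted p = 0.23), because the other isoform rose. Of 534 values per setting, 534 held with the effective-length offset, 529 with DESeq2 size factors, 511 with no filter, 463 with total counts only, 457 by the Wald test, 444 by limma-voom and 437 by apeglm at 0.1. Of 8100 counts for pathways and families, 6801 stayed within 1.5 times and 1299 did not.

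Replicate numbers were checked as pairs, and no comparison showed paired libraries. The correlations of deviations between libraries with the same number were -0.0602 to 0.0551 in Reduced and Replete, -0.0763 to 0.0998 in Depleted and Replete and 0.00600 to 0.0431 in Depleted and Reduced, and 1 of 5 in each was highest with its own number. With replicate number as a replicate block the calls were 2387 up and 1721 down in Reduced, 4745 up and 4604 down in Depleted and 1697 up and 2499 down in Depleted against Reduced, and 85.0% of risen phagotrophy members had the larger rise in Depleted.

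Depth limits transcripts with few reads, since 33684 of 72305 passed the filter. The number of libraries was not varied, so the share of small changes that 5 libraries per condition miss was not measured. In simulated data with 200 changed transcripts, edgeR recovered 33, 32 and 33% of the 2-fold changes, with 1.77, 0 and 0.893% of its calls false. The DESeq2 Wald test recovered 52, 65 and 59%, with 4.1, 5.5 and 6.4% false, and limma-voom 31, 30 and 30%, with 1.92, 0 and 0%. DESeq2 with apeglm recovered 75, 84 and 77%, with 27.7, 28.3 and 31.4% false. Recovery of small changes thus differed between tests in these simulated sets. Many more transcripts were called in the real comparisons, so these shares do not carry over to them. Day and medium are confounded in Depleted against Replete, and whether transcripts of one assembled gene share reads was not tested.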

Differences from the paper's values

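The tests in this part are alternatives set before the data were examined, except the fit without Reduced replicate 3 and Replete replicate 5 together, chosen after the values were seen. The counts use the thresholds of the paper's text, an adjusted p under 0.005 and an absolute log2 fold change above 0.1, while the paper's test was DESeq2 with apeglm and the test here edgeR's.

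The compared counts are of transcripts up, transcripts down and transcripts changed, the sum of both, and a count is given as without difference where it lies within 1.5 times the paper's. Transcripts down in Reduced numbered 1949 here and 3530 in the paper (the paper's value), with no difference under 6 of 29 alternatives, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, an adjusted p under 0.05 and without Reduced replicate 3. Transcripts changed in Reduced numbered 4804 here and 7420 in the paper (the paper's value), with no difference under 7 of 29 alternatives, total counts only, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, an adjusted p under 0.05 and without Reduced replicate 3. Transcripts down in Depleted numbered 5099 here and 7925 in the paper (the paper's value), with no difference under 8 of 29 alternatives, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, an adjusted p under 0.05, only the 2 groups compared, without Reduced replicate 2 and without Reduced replicate 3. Transcripts up from Reduced to Depleted numbered 1917 here and 3458 in the paper (the paper's value), with no difference under 7 of 29 alternatives, total counts only, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, an adjusted p under 0.05 and without Reduced replicate 3. Transcripts down from Reduced to Depleted numbered 2962 here and 4538 in the paper (the paper's value), with no difference under 7 of 29 alternatives, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, an adjusted p under 0.05, without Replete replicate 5 and without Reduced replicate 3. Transcripts changed between Reduced and Depleted numbered 4879 here and 7997 in the paper (the paper's value), with no difference under 8 of 29 alternatives, total counts only, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, an adjusted p under 0.05, without Replete replicate 5 and without Reduced replicate 3. Under the remaining alternatives of each these counts differ. DESeq2 with apeglm at 0.2, the bound in the sheet name of Table S6, gave 3888 up and 3537 down in Reduced, 6793 and 7706 in Depleted and 3476 and 4561 in Depleted against Reduced. The fit without Reduced replicate 3 and Replete replicate 5, chosen after the values were seen, reached 3790 up and 3600 down in Reduced, and it drops 26 of 140, 5 of 109 and 10 of 49 of the transcripts that the paper's Tables S3, S4 and S5 call there. The paper's total for Depleted against Reduced is 1 more than the sum of its rises and falls.

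Of the transcripts that the paper's tables mark as changed, edgeR called in the same direction 97 of 140 in Reduced and 196 of 244 in Depleted for Table S3, 71 of 109 in Reduced and 151 of 176 in Depleted for Table S4 and 25 of 49 in Reduced and 67 of 82 in Depleted for Table S5. None was called in the opposite direction, and DESeq2 with apeglm at 0.2 called all of them in the paper's direction. A fold change is given as without difference where it has the sign of the paper's and lies within the replicate SD of it, or is a lower bound against a group at 0, which held for 173 of 174 named transcripts in each comparison with Replete. The exceptions were COL1A in Reduced, with a log2 fold change of COL1A (g12073_i0) of 0.00514 here and -0.0159 in the paper (the paper's value), with no difference under 16 of 29 alternatives (DESeq2 size factors, the DESeq2 Wald test, DESeq2 with apeglm at 0.1, DESeq2 with apeglm at 0.2, limma-voom, a mean of at least 50 normalized counts, only the 2 groups compared, without Replete replicate 4, without Replete replicate 5, without Reduced replicate 2, without Reduced replicate 4, without Depleted replicate 1, without Depleted replicate 2, without Depleted replicate 3, without Depleted replicate 4 and without Depleted replicate 5), and PIGT in Depleted, with a log2 fold change of PIGT (g4931_i0) of -2.67 here and -2.13 in the paper (the paper's value), with no difference under 3 of 29 alternatives (total counts only, DESeq2 with apeglm at 0.1 and DESeq2 with apeglm at 0.2). Under the remaining alternatives both differ.

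The paper states that leaving out the odd Reduced replicate changed nothing. Here, by edgeR's test, the calls in Reduced went from 4804 to 3743 up and 3496 down without it. The paper's test, DESeq2 with apeglm, was not run without that library, so its statement was not tested.

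Several genes went against the statement of the paper's text or did not pass. Of the transcripts that its Tables S3 to S5 mark as changed, none was called here in the direction opposite to those tables. CASR, a receptor it gives as changed, passed in neither condition. Of the receptors it gives as raised in both conditions, ADIPOR rose in both, S1PR1 fell in Reduced, -2.75 (adjusted p = 0.00111), and GPR3 was at -0.04 (adjusted p = 0.91) there, and both rose in Depleted. Of the adhesion genes it gives for Reduced, ROBO1 passed and GLG1, LAMC1 and FAT4 did not, nor did FAT4 in Depleted, while GLG1 and LAMC1 passed there. The Arf regulator ARFGAP1 passed in neither condition, while in Depleted ACAP rose and ARFGEF fell. Among genes of food vacuole transport that the paper gives as raised, RAB1A, TBCB, TTLL2, TTLL4 and the most abundant DNAH and MYH6_7 transcripts passed in neither condition, DYNLL rose in Reduced and did not pass in Depleted, and the most abundant KIFC2_3 transcript fell in Depleted, -0.76 (adjusted p = 7.6e-04), while its 3 other transcripts and TTLL6_13, RAB11FIP3_4, RAB5C, TUBA, TUBB, KIF5, KIFC1, DNAAF1, MYO5, MYLK, MYH1s and MYH9s rose there. The rises of the engulfment step, which the paper gives as 2 times as many in Depleted, were 11 in Reduced and 14 in Depleted, and 13 and 18 by DESeq2 with apeglm at 0.2. Of the autophagy homologs, MON1 fell in Depleted, -1.07 (adjusted p = 5.1e-05), and VPS8 was at -0.02 (adjusted p = 0.93), while ATG8, NAPA and ZFYVE1 rose.

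Of the lysosomal genes that the paper gives as raised in both conditions, CTSF and CTSZ rose in both. ARSB, ERN1 and MCOLN1 rose in Depleted and did not pass in Reduced, and ABCA2 rose in Reduced and did not pass in Depleted. CTSD fell in Reduced, -0.98 (adjusted p = 3.8e-05), and did not pass in Depleted, nor did CTSC, while CTSB and TPP1 rose and LYPLA3 fell there. DUOX, given as changed, passed in neither condition, while in Depleted NOS2, DAO and PEX13 rose and SLC36A, copA and SOD1 fell. The changed prediction genes rise in both conditions in the paper. Here pbuG and CKAP5 rose in both, CACNA1D rose in Depleted and did not pass in Reduced, and cd rose in Reduced and did not pass in Depleted. Of BBS2, the isoform g771_i0 rose in both, as in the paper, and the more abundant isoform fell in both, -1.24 (adjusted p = 5.2e-04) in Reduced.

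LHCB5, given as lowered, passed in neither condition, while the other antenna genes named fell in Depleted. Calvin cycle genes are all lowered in the paper. In Reduced 2 of 5 rbcS transcripts fell and the most abundant was at -0.09 (adjusted p = 0.64), and PGK, ALDO, SBP and rpiA did not pass, in Depleted FBP and GPT did not, and GAPA, glpX and TPI fell in both. Of the starch genes given for both conditions, TPS and cd did not pass in Depleted nor PYG in Reduced, while scrK and BAM did in both. Of the key enzymes of the citrate cycle none passed as raised in Reduced, while CS, acnB, ACO, OGDH, SDHA and SDHB rose in Depleted. The glycolytic enzymes pfkA, PK and frmA rose in Depleted, but the more abundant ALDH transcript fell in Reduced, -3.27 (adjusted p = 0.00125), and did not pass in Depleted, and the second rose in Reduced. NRT and nirA passed in Depleted and not in Reduced, GDH2 in neither and GLT1 rose in Depleted. pstS passed in Reduced and not in Depleted, while phoD rose in both. ACAD8 and cysE passed in neither condition and nadB in Depleted, while cuyA, serC, davA, ISS1, GLYK, ASRGL1 and proB rose in both.

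Other settings called some of these in the paper's direction. DESeq2 with apeglm at 0.2 called GLG1, LAMC1, FAT4, ERN1, MCOLN1, TBCB, PGK, ALDO, rpiA, PYG, SDHB, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, MYH6_7, ABCA2, CTSD, CTSC, DUOX, CASR, TTLL2, TTLL4, cd, LHCB5, FBP, GPT, TPS, GDH2, pstS and ACAD8 in Depleted. Under DESeq2 with apeglm at 0.1 the calls were GLG1, LAMC1, FAT4, ARFGAP1, RAB1A, ERN1, MCOLN1, DUOX, TBCB, PGK, ALDO, SBP, rpiA, PYG, SDHB, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, MYH6_7, ABCA2, CTSD, CTSC, DUOX, CASR, TTLL2, TTLL4, cd, LHCB5, FBP, GPT, TPS, GDH2, pstS and ACAD8 in Depleted. With an adjusted p under 0.05 these were GLG1, LAMC1, FAT4, ARFGAP1, RAB1A, ERN1, MCOLN1, DUOX, TBCB, PGK, ALDO, SBP, rpiA, PYG, SDHB, NRT, nirA, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, MYH6_7, ABCA2, CTSD, CTSC, DUOX, CASR, TTLL2, TTLL4, cd, LHCB5, FBP, GPT, TPS, GDH2, pstS and ACAD8 in Depleted. The DESeq2 Wald test called GLG1, LAMC1, FAT4, ERN1, MCOLN1, TBCB, PGK, ALDO, rpiA, PYG, SDHB, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, ABCA2, CTSD, DUOX, cd, LHCB5, GPT, TPS, pstS and ACAD8 in Depleted. Under limma-voom the calls were GLG1, LAMC1, FAT4, ARFGAP1, RAB1A, TBCB, PGK, ALDO, SBP, rpiA, PYG, SDHB, NRT, nirA, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, MYH6_7, ABCA2, CTSD, CTSC, DUOX, TTLL2, cd, FBP, GPT, TPS, ACAD8 and cysE in Depleted. With total counts only these were GLG1, RAB1A, ERN1, MCOLN1, TBCB, PYG, SDHB, ACAD8, cysE and nadB in Reduced and ARFGAP1, RAB1A, DNAH, MYH6_7, ABCA2, CTSD, DUOX, TTLL2, DYNLL, cd, pstS, ACAD8 and cysE in Depleted. A mean of at least 50 normalized counts called GLG1, LAMC1, FAT4, PGK and ACAD8 in Reduced and FAT4, RAB1A, DNAH, DUOX, cd and ACAD8 in Depleted. Under only the 2 groups compared the calls were FAT4, RAB1A, MYH6_7, CTSD, cd, FBP, TPS and ACAD8 in Depleted. With isoforms summed these were GLG1, MCOLN1, TBCB, PGK, rpiA, PYG and SDHB in Reduced and FAT4, GPT and pstS in Depleted. The replicate block called GLG1, rpiA, NRT, nirA and ACAD8 in Reduced and DNAH, DUOX, pstS and ACAD8 in Depleted. Under DESeq2 size factors the calls were FAT4 in Depleted. With no low-count filter these were ACAD8 in Reduced. At least 1 of the fits that leave out 1 library called GLG1, LAMC1, FAT4, ARFGAP1, RAB1A, ERN1, MCOLN1, TBCB, PGK, ALDO, SBP, PYG, SDHB, NRT, nirA, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, MYH6_7, ABCA2, CTSD, CTSC, DUOX, cd, LHCB5, FBP, GPT, TPS, pstS and ACAD8 in Depleted. The fit without Reduced replicate 3 and Replete replicate 5, chosen after the values were seen, called GLG1, LAMC1, ARFGAP1, RAB1A, MCOLN1, TTLL4, PGK, ALDO, SBP, rpiA, PYG, NRT, nirA, ACAD8, cysE and nadB in Reduced and FAT4, ARFGAP1, RAB1A, DNAH, CTSD, DUOX, TTLL4, FBP, GPT, TPS and ACAD8 in Depleted.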

Other observations

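The tests in this part were chosen before their results were seen. Most genes that organelle genomes of green algae can encode fell in Depleted. Of 16 tested transcripts, 1 rose, 1 fell and 14 did not pass in Reduced, 1 rose, 14 fell and 1 did not pass in Depleted and 0 rose, 10 fell and 6 did not pass in Depleted against Reduced by edgeR's quasi-likelihood test, with 1 up and 1 down, 1 up and 14 down and 1 up and 10 down when adjusted over the list alone. In Depleted the reaction centre genes had log2 fold changes of psaB -3.76 (adjusted p = 7.1e-06), psbA -1.99 (adjusted p = 1.8e-04), psbB -3.84 (adjusted p = 2.0e-06) and psbJ -4.37 (adjusted p = 1.5e-06). The plastid ATP synthase genes had ATPF0B -3.08 (adjusted p = 1.8e-11), ATPF1A -5.18 (adjusted p = 7.8e-07) and ATPF1B -4.47 (adjusted p = 7.3e-07), and the chlorophyll synthesis genes chlB -4.69 (adjusted p = 9.8e-06) and chlI -4.20 (adjusted p = 8.8e-08). Of mitochondrial genes, CYTB -1.32 (adjusted p = 0.00302) and coxA -3.13 (adjusted p = 1.2e-04) fell, and 1 COX2 transcript rose and 1 fell. The median over the list was -0.70 in Reduced, -3.23 in Depleted and -2.39 between them. The 0 rises from Reduced to Depleted stand beside 1 at an unadjusted p under 0.05, 1 by the DESeq2 Wald test and 1 by limma-voom. The falls in Reduced ran from 0 (7 of the 15 fits) to 4 (without Reduced replicate 3) with 1 library left out. The libraries were made from polyA-selected RNA, which takes up organelle transcripts in part, and whether a given transcript is encoded in an organelle or the nucleus was not tested. The list overlaps the tables that the study selected on these libraries.

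Transcripts named for bacterial uptake systems rose most often in Depleted. For glpS, a glycerol transporter subunit, mean normalized counts in Replete, Reduced and Depleted were 3.92 ± 3.00, 18.9 ± 9.14 and 215 ± 127 (± SD, n = 5 each; log2 fold change 5.83, SE 0.55, adjusted p = 5.2e-07 in Depleted, edgeR). K17322, also of a glycerol transporter, had 8.98 ± 6.32, 50.8 ± 34.0 and 498 ± 233 (5.78, SE 0.58, adjusted p = 9.2e-07), and gtsA, of a glucose and mannose transporter, 18.7 ± 10.3, 40.7 ± 17.1 and 279.9 ± 192 (3.90, SE 0.50, adjusted p = 1.2e-05). The polyamine-binding potD rose in Reduced, with 5.42 ± 4.74, 42.6 ± 20.8 and 10.2 ± 7.04 (3.005, SE 0.61, adjusted p = 0.00169). livF, dppF and proX passed in no comparison, at -2.05, -2.24 and 1.83 in Depleted (adjusted p = 0.0144, 0.0211 and 0.00848). Of 11 tested transcripts of the list, 2 rose, 1 fell and 8 did not pass in Reduced, 5 rose, 1 fell and 5 did not pass in Depleted and 3 rose, 0 fell and 8 did not pass in Depleted against Reduced, or 5 up and 1 down, 7 up and 1 down and 3 up and 1 down adjusted over the list alone. The 0 falls stand beside 3 at an unadjusted p under 0.05, 2 by the DESeq2 Wald test and 1 by limma-voom. With 1 library left out, rises in Reduced ran from 1 to 3, falls in Reduced from 0 (2 of the 15 fits) to 1, falls in Depleted from 1 to 3 (without Depleted replicate 2) and falls from Reduced to Depleted from 0 to 1 (without Depleted replicate 2). Of the 75 transcripts that followed the list between libraries of one condition, the tables name argAB (r = 0.888) and glpK (r = 0.861), and both rose in Depleted. Among the 75, 3 rose and 2 fell in Reduced and 10 rose and 2 fell in Depleted. RNA of bacteria in the cultures is a candidate source of these 75 transcripts.

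Other splits of the libraries were tested for each comparison, 40 drawn of the 126 possible splits of 10 libraries into 5 and 5. For Reduced against Replete the real split gave 4804 calls and the highest other split 1124, in which Reduced replicate 3 was grouped with Replete replicates 1 to 4. For Depleted against Replete these were 10232 and 0, and for Depleted against Reduced 4879 and 0. In each comparison 1 of 40 splits, the real one, gave as many calls, which is the smallest share that 40 splits can give. This argues against chance for all 3 and does not exclude it.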
